# Regulation of gene expression in ovarian cancer cells by luteinizing hormone receptor expression and activation

**DOI:** 10.1186/1471-2407-11-280

**Published:** 2011-06-28

**Authors:** Juan Cui, Brooke M Miner, Joanna B Eldredge, Susanne W Warrenfeltz, Phuongan Dam, Ying Xu, David Puett

**Keywords:** Ovarian cancer, gonadotropin, luteinizing hormone, luteinizing hormone receptor, SKOV3 cells, microarray

## Abstract

**Background:**

Since a substantial percentage of ovarian cancers express gonadotropin receptors and are responsive to the relatively high concentrations of pituitary gonadotropins during the postmenopausal years, it has been suggested that receptor activation may contribute to the etiology and/or progression of the neoplasm. The goal of the present study was to develop a cell model to determine the impact of luteinizing hormone (LH) receptor (LHR) expression and LH-mediated LHR activation on gene expression and thus obtain insights into the mechanism of gonadotropin action on ovarian surface epithelial (OSE) carcinoma cells.

**Methods:**

The human ovarian cancer cell line, SKOV-3, was stably transfected to express functional LHR and incubated with LH for various periods of time (0-20 hours). Transcriptomic profiling was performed on these cells to identify LHR expression/activation-dependent changes in gene expression levels and pathways by microarray and qRT-PCR analyses.

**Results:**

Through comparative analysis on the LHR-transfected SKOV-3 cells exposed to LH, we observed the differential expression of 1,783 genes in response to LH treatment, among which five significant families were enriched, including those of growth factors, translation regulators, transporters, G-protein coupled receptors, and ligand-dependent nuclear receptors. The most highly induced early and intermediate responses were found to occupy a network impacting transcriptional regulation, cell growth, apoptosis, and multiple signaling transductions, giving indications of LH-induced apoptosis and cell growth inhibition through the significant changes in, for example, tumor necrosis factor, Jun and many others, supportive of the observed cell growth reduction in *in vitro *assays. However, other observations, e.g. the substantial up-regulation of the genes encoding the endothelin-1 subtype A receptor, stromal cell-derived factor 1, and insulin-like growth factor II, all of which are potential therapeutic targets, may reflect a positive mediation of ovarian cancer growth.

**Conclusion:**

Overall, the present study elucidates the extensive transcriptomic changes of ovarian cancer cells in response to LH receptor activation, which provides a comprehensive and objective assessment for determining new cancer therapies and potential serum markers, of which over 100 are suggested.

## Background

Ovarian cancer is the most lethal form of gynecological cancer. In 2009, over 21,550 new cases were diagnosed in the United States, and 14,600 of those cases resulted in death [1]. The relatively high death rate, compared to diagnosed cases, is due to the lack of an effective method for early detection. In most cases, the cancer has progressed to an advanced stage when detected, with only about a fourth of the women having the disease correctly diagnosed in a localized state. As a result, the five-year survival rate is roughly 30-40% of the diagnosed cases, independent of the therapies used [2]. Major factors, including inherited mutations in the *BRCA1 *and *BRCA2 *genes [3,4] and conditions that lead to more ovulatory periods, such as early menarche, late menopause, and nulliparity [5], have been strongly linked to increased risk of ovarian cancer development; however, the role of carcinogens and other possible contributing factors are still largely unknown [6].

It has been recognized for several years that a strong correlation exists between the risk of developing ovarian cancer and conditions such as infertility and menopause [7-9], which lead to increased exposure to the pituitary hormones, luteinizing hormone (LH) and follicle-stimulating hormone (FSH), thus targeting the gonadotropins as putative choices when investigating new therapy options, a topic that has been reviewed [6,10]. Through their regulation of granulosa, theca, and luteal cell function and differentiation, LH and FSH actions are critical for ovarian steroidogenesis, and LH is responsible for inducing ovulation [11-13]. As of now, there is only indirect evidence indicating a causal relationship of gonadotropic action and ovarian cancer development, such as a significant number of cancer cases presenting with LH receptor (LHR) expression and the increased cancer risk associated with elevated gonadotropins in serum or hypersecretion of LH [14]; the controversy still exists whether there is a direct effect of LH on ovarian surface epithelium (OSE) tumor growth, survival, and progression [2,6,10,15].

In contrast to the above considerations, there are clinical reports showing that the use of gonadotropins to treat infertility does not increase the risk of ovarian cancer, or, if so, the risk is very slight [16,17]. This controversial area, including the impact of gonadotropin ablation with GnRH analogs, was recently reviewed with the conclusion that if gonadotropins are involved in ovarian cancer, their role is probably more important in tumorigenesis and early growth, not in later stages [15]. Consistent with the clinical controversy surrounding gonadotropins and ovarian cancer, there are mixed, often conflicting, reports on established ovarian cancer cell lines regarding the actions of gonadotropins on cell proliferation, invasion, and migration [6]. Indeed, as discussed later, opposing conclusions have been reached by different groups investigating the same cell line. Consequently, a thorough examination of LH action on genetic alteration in ovarian cancer is desired in order to determine if LH contributes to any essential component of cancer development such as self-sufficiency in growth signals, evasion of apoptosis, sustained angiogenesis, tissue invasion and metastasis, etc. [18].

The goal of the present study was to ascertain if transcriptomic profiling of an ovarian cancer cell line could provide useful information on LH activation of LHR, not whether LH has any role in cancer initiation. Cultured SKOV-3 human ovarian carcinoma cells were chosen as control (LHR-)[14,19], and the experimental cells were obtained by stably transfecting the SKOV-3 cells to express about 12,000 functional LH receptors per cell (LHR+). Since we have reported elsewhere that, in *in vitro *assays [20], the LHR+ cells, but not the LHR- cells, exhibited reduced proliferation and reduced migratory and invasive properties in response to LH, the hypothesis to be tested herein is that microarray analysis can elucidate the cellular pathways that are operative in response to LH activation of LHR in these ovarian carcinoma cells, by conducting a detailed examination of the transcriptional alterations in these cells in terms of mRNA expression and functional and pathway enrichment. The results of this study have enabled us to determine the overall effects on the major pathways in the LHR+ cells and thus obtain a better understanding of LHR expression and LH-mediated LHR activation on this epithelial ovarian carcinoma cell line. In addition, over 100 proteins have been identified that warrant further studies on their potential as serum markers of LHR-positive ovarian cancer in postmenopausal women.

## Methods

### SKOV-3 Cells and Transfection

The parent SKOV-3 ovarian cancer cell line was chosen as a control in this study since it does not express LHR [14,19,20], and, following transfection, the LHR+ cells serve to determine the alterations in gene expression elicited by LH. The LHR+ cells bound [^125^I]-human chorionic gonadotropin with a K_d _of 0.3 nM (human chorionic gonadotropin and LH utilize the same G protein-coupled receptor, LHR), consistent with the binding affinity using ovarian reproductive cells, and responded to LH with increased intracellular levels of cAMP and inositol phosphates. In total, six groups of SKOV-3 cells (LHR-, LHR+, and LHR+ incubated with LH for various times: 1, 4, 8, and 20 h), each with three independent replicates, were used for examining the cell response. These times were chosen to provide temporal information on the early, intermediate, and later response genes altered by LH-mediated LHR activation.

### Microarray and PCR Experiments

Total RNA was extracted from the above 18 SKOV-3 samples [20] and was amplified using the NuGEN™ Ovation™ RNA Amplification System V2. The resultant fragmented and labeled cDNA was added to the hybridization cocktail in accordance with the NuGEN guidelines for hybridization onto Affymetrix human genome U133 Plus2 Arrays. Following hybridization for 18 h at 45°C, the array was washed and stained on the GeneChip^® ^Fluidics Station 450 using the appropriate fluidics script, before being inserted into the Affymetrix autoloader carousel and scanned using the GeneChip^® ^Scanner 3000. The microarray analyses were done by Almac Diagnostics, Durham, NC. The raw data has been deposited to GEO database (Accession ID: GSE27328).

Poly(A)+ RNA was extracted from the cells and equivalent amounts were converted to cDNA, which was then analyzed by qRT-PCR. 23 genes are tested, which are mostly associated with cell growth and invasion (Additional file 1 Table S1). The amounts of cDNA for each gene were determined in duplicate by qRT-PCR with the SYBR Green detection system, and the relative gene expression was calculated from the Ct values, where Ct is the cycle at which the threshold (i.e. the number of cycles at which the earliest measurable fluorescence signal reaches 25X baseline) can be detected in a qRT-PCR assay [21]. The relative gene expression is given as a ratio of Ct of the gene of interest to that of the housekeeping gene, GAPDH, taken as a reference gene [GAPDH-287F: GAAATCCCATCACCATCTTCC

AG; GAPDH-599R: CTTTGGTATCGTGGAAGGACTCAT] and distilled water as a negative control,

### Data Quality Control (QC) and Statistical Analyses

QC was performed for each hybridized array by assessing quality metrics comprehensively, and hierarchical clustering and principal components analysis were employed for data QC assessment by using 26,821 transcripts that passed the background filter, i.e., three times the standard deviation of the average background intensity of the 18 samples, as shown in Additional file 2 Fig. S1. The results of clustering and data reduction were assessed comprehensively to ascertain the suitability of the results for further analysis.

Subsequently, statistical analyses were performed to identify the differentially expressed genes between any two groups, especially at the transition points when LHR and LH are introduced. The ANOVA [22] and Mann-Whitney tests were initially applied, and the geometric mean of gene expression was calculated within the triple duplicates. Given the different tests underlying the individual significance, differential expression was assessed by applying p-value < 0.05 (restraining FDR < 0.1) and fold-change ≥ 2.0. More rigorously, we only focused on those expression changes consistently observed at the transition points, which means the expression levels of the triplicate measures of group A are all higher (or lower) than those of group B. Overall, the experimental design, coupled with the statistical significance and fold change criteria employed, engender high confidence of selecting reliable differential expressions. Both hierarchical clustering [23] and self organization maps (SOMs) [24] were applied to extract co-expression patterns associated with LHR expression and LH-mediated activation, especially to identify the significant functional clusters among the profiles. Enrichment analyses on functional families and pathways have been carried out according to Gene Ontology (GO) and KEGG curation [25], respectively.

### Public Microarray Data for Normal Human Ovarian Surface Epithelium (HOSE) Cells

Public normal HOSE expression dataset (GSE14001) [26] was downloaded from the GEO database for comparative purposes, which were collected using the identical Affymetrix platform. The microarray analysis was done on RNA obtained from short-term cultures of three different normal human ovarian surface epithelial cells that were initiated from the surface scraping of normal ovaries [26]. The same RMA algorithm was applied for gene expression summarization; no further normalization was conducted between different cell types to retain the variance of overall mRNA expression.

## Results

In earlier *in vitro *studies [20], it was shown that, when compared to LHR- cells, LHR expression, in the absence of added LH, had no effect on cell proliferation, although it did reduce the invasiveness when measured using Matrigel to mimic the basement membrane; moreover, the degree of wound closure, a measure of migration using a scratch assay, was increased by 0.5% fetal bovine serum in the LHR+ cells. The addition of LH to the LHR+ cells, but not the LHR- cells, reduced the growth rate and migratory properties, but there was no further reduction in the invasive index compared to that elicited by LHR alone. Herein, we examined the corresponding gene expression changes, with one of the goals to identify mRNA expression patterns that are correlated with the altered cell characteristics.

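The microarray data come from SKOV-3 cells, an established line derived from a human ovarian carcinoma. RNA from 18 cultures was hybridized to Affymetrix U133 Plus2 arrays, 3 arrays for each of 6 groups. The groups were LHR- cells, LHR+ cells without LH, and LHR+ cells incubated with LH for 1, 4, 8 or 20 h, written here as LH1, LH4, LH8 and LH20. The paper describes the LHR- cells as the parent line in its methods and as mock-transfected cells elsewhere, so the LHR+/LHR- fold changes may include effects of transfection and selection. The LHR+ cells without LH form a single group, so effects of time in culture are not separated from those of LH. The LH concentration is given in the sample labels as 50 ng/ml. The values used are the authors' intensities of all probe sets of the array, on a linear scale. The paper names RMA as the method of summarization and the sample labels name PLIER, and the raw probe intensities were not used here. All intensities were above 0, with a lowest value of 0.0317, and the median intensity of an array lay between 46.9 and 57.9. Between 31.0% and 34.5% of the intensities of an array were under 16. The intensities were analysed as log2(value + 1), without further normalization and without a filter on low intensity. Each of 19775 genes was represented by 1 probe set, the one with the highest mean among those that list its symbol alone. A linear model of the 6 groups was fitted to all genes with limma, and p was adjusted by the Benjamini-Hochberg method over the genes of each comparison. A gene was called with the criteria of the paper, which are p under 0.05, adjusted p under 0.1, a fold change of at least 2, and all 3 replicates of one group above or below all 3 of the other. Without any difference, 10% of genes would meet the last criterion by chance. An exact permutation test of 3 arrays against 3 allows no two-sided p below 0.1, so each p rests on the variance model of limma. That model takes a gene's own variance over the 6 groups. It moderates this with a variance shared between genes, which has a weight of 1.23 prior degrees of freedom. Fold changes are on the log2(value + 1) scale, which makes the fold change of a gene with a low intensity smaller than the ratio of its intensities. Intensities are given as the mean ± SD of 3 arrays, and this number of arrays limits their precision.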

### Altered Gene Expression and Coexpression Patterns

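Fold changes were tested for 19775 genes. From LHR- to LHR+ cells, 509 genes were up-regulated and 407 were down-regulated, which is 4.63% of the genes. In comparison with LHR+ cells without LH, 58 genes were up-regulated and 6 down-regulated after 1 h of LH, and 258 and 183 after 4 h. After 8 h the numbers were 198 and 144, and after 20 h they were 758 and 768. In total 2861 genes were called in at least 1 of 8 comparisons, which are these 5 transitions and the 3 between consecutive LH times. At 1 or more LH times, 1887 genes were called against LHR+ cells. The fold threshold removed many genes, since an adjusted p under 0.1 from limma alone was reached by 3682 genes between LHR- and LHR+ cells, 171 at 1 h, 2148 at 4 h, 2161 at 8 h and 6732 at 20 h. The triplicates were completely separated in 29.9% of genes between LHR- and LHR+ cells, in 13.0% at 1 h and in 43.0% at 20 h. Fewer genes were called when 16 instead of 1 was added to each intensity. The 6 genes down-regulated at 1 h became 12 without LH1 replicate 2 and 46 with the one-way ANOVA. The prevailing direction at later times changed in some settings, to 222 up and 224 down at 4 h with equal array medians, 1006 and 1113 at 8 h with no fold threshold, and 532 and 516 at 20 h when 16 was added.

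**Figure D1:**
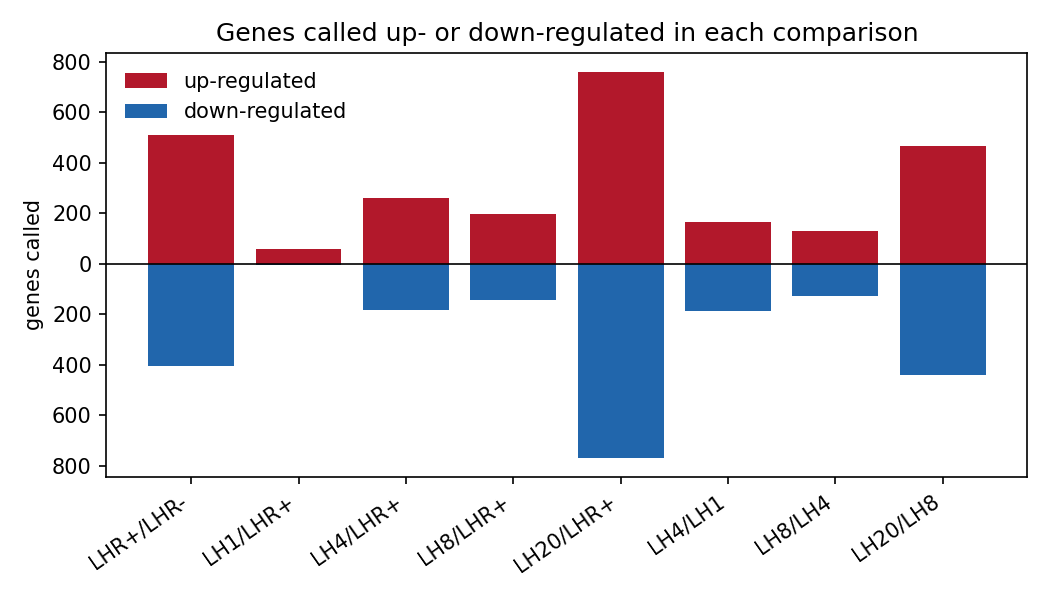
Numbers of genes called up-regulated (red, above 0) and down-regulated (blue, below 0) on the y axis, for the 8 comparisons of groups of 3 arrays on the x axis. The LH20/LHR+ comparison has the tallest bars, with 758 genes up and 768 down, and the LH1/LHR+ comparison the shortest.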

A total of 54,671 transcripts were originally profiled, among which 2,373 genes exhibited at least 2-fold differential expression between any two experimental groups (see detailed statistics in Additional file 1 Table S2), including 1,783 genes differentially expressed in LH-treated cells. Out of the 23 differentially expressed genes analyzed by qRT-PCR in this study and earlier [20], we found that 22 genes exhibit consistent expression pattern between microarray and qRT-PCR data (Additional file 1 Table S1), which indicate that majority differential information derived from microarray is reliable. According to the IPA annotation [27], 689 differential genes are cancer-related, and 265 genes are highly expressed in the ovary (see Additional file 1 Table S3). 

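The share of called genes was compared between 5 functional families and all other genes with a two-sided Fisher's exact test, 10 tests with LHR expression and LH taken separately. The background was the 19775 genes with a probe set. Growth factors and nuclear receptors were lists written before the data were examined, and translation factors, transporters and 7-transmembrane receptors stood for the other families. Of 50 growth factor genes, 10 were called between LHR- and LHR+ cells (20.0%, in contrast to 4.59% of other genes) and 15 at any LH time (30.0%, in contrast to 9.49%). The adjusted p of both was 0.000411 (Fisher's exact test). Without the fold threshold, the adjusted p for growth factors at any LH time was 0.215 (Fisher's exact test). Of 39 nuclear receptor genes, 8 were called at any LH time (20.5%), with an adjusted p of 0.0715 that rose to 0.111 when 16 was added to each intensity (Fisher's exact test). None of 48 translation factor genes was called in either case, which for LH is fewer than among other genes (adjusted p = 0.0427, Fisher's exact test), though not without the fold threshold (adjusted p = 1) or when 16 was added to each intensity (adjusted p = 0.184). Of this family, 95.8% of the genes were brighter than the median gene. Among 484 transporter genes, 30 were called with LHR expression and 50 at any LH time (adjusted p = 0.2 and 0.59, Fisher's exact test). Of 209 7-transmembrane receptor genes, 14 were called with LHR expression and 20 with LH (adjusted p = 0.259 and 1, Fisher's exact test). Only 17.7% of the genes of this last family had an intensity above the median gene, and its result changed in 2 other settings. Among the brightest probe sets the family was called more often than other genes with LHR expression (adjusted p = 0.0273, Fisher's exact test), and without the fold threshold less often with LH (adjusted p = 3.88e-05, Fisher's exact test).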

Five major functional families were found to be significantly enriched by the differentially expressed genes, including growth factors, translation regulators, transporters, G-protein coupled receptors, and ligand-dependent nuclear receptors (Figure 1). Generally, these differentially expressed genes participate in pathways involved in the cell cycle, focal adhesion, cytokine-cytokine receptor interaction, regulation of the actin cytoskeleton, purine metabolism, and a number of key signaling pathways such as MAPK, TGF-β, p53, and Jak-STAT.

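Pathways were examined through 42 lists of genes written before the data were examined. For each list and each of the 5 transitions, the moderated t-statistics of its genes were compared with those of all other genes by camera, a test in the limma package. Such a statistic is a log2 fold change divided by its moderated standard error. The medians of log2 fold changes given beside the adjusted p were not themselves tested, so a list with a median near 0 can be called. Of the 210 tests, 82 had an adjusted p under 0.1 with a preset correlation of 0.01 between the genes of a list. With a correlation estimated from the arrays, 50 of these held and no other test was called. A list is called below with the preset correlation, and calls that did not hold with the estimated correlation are named as such. Of 37 genes of the TGF-β and BMP pathway, 6 were up-regulated and 5 down-regulated after 20 h of LH, with the same counts adjusted over the list alone. The list was called downward between LHR- and LHR+ cells (median log2 fold change -0.18) and upward at LH1, LH4 and LH8, and none of these calls held. The 19 integrin genes, which act in focal adhesion, had a median log2 fold change of -0.29 in LHR+ cells (adjusted p = 0.00299 from camera in limma), a call that held. After 20 h of LH, 5 integrin genes were up-regulated and 1 was down-regulated, and the list was not called (adjusted p = 0.126 from camera in limma).

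**Figure D2:**
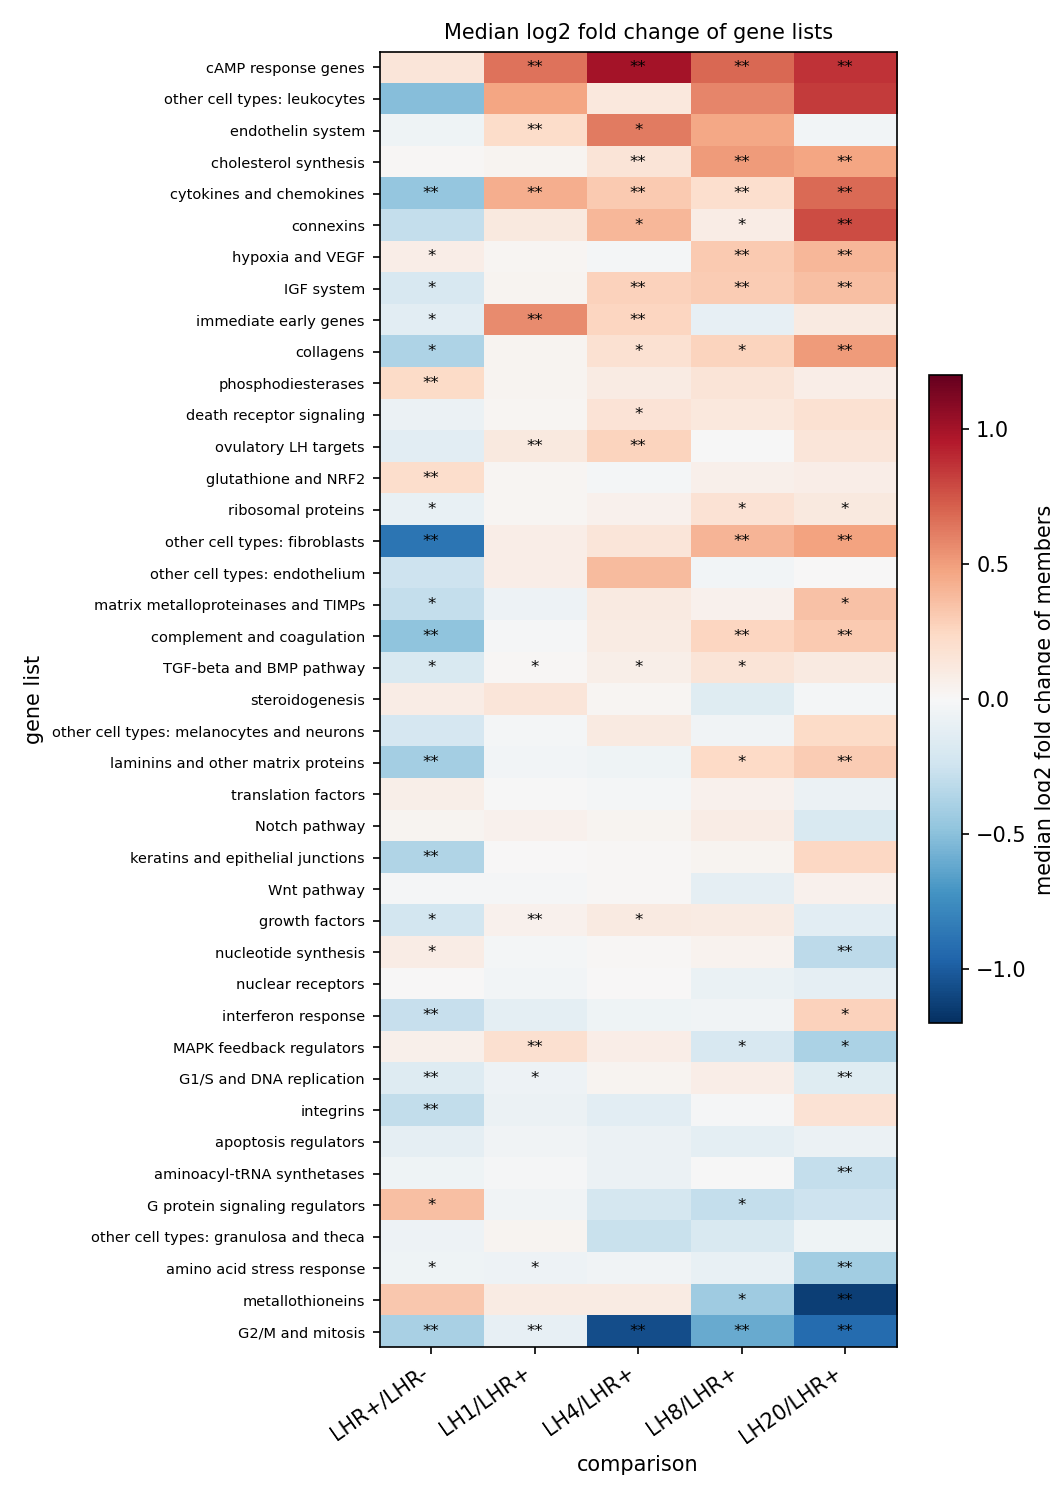
Median log2 fold change (colour, red up and blue down) of the genes of each list shown (y axis) in each of the 5 transitions (x axis). An asterisk marks an adjusted p under 0.1 from camera in limma with the preset correlation, and a pair of asterisks an adjusted p under 0.1 with the estimated correlation as well. The list of G2/M and mitosis genes is marked with a pair of asterisks in every transition.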

**Figure 1:**
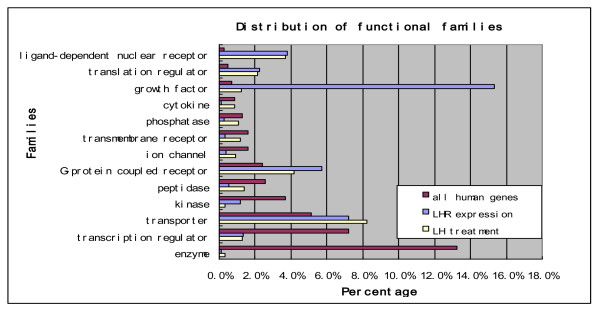
**Distributions of the 2,373 differentially expressed genes in SKOV-3 cells across IPA functional families**. Each blue bar represents the percentage of differentially expressed genes associated with LHR expression; each yellow bar represents the percentage of differentially expressed genes upon incubation with LH; each red bar is the percentage of all human genes. The x-axis represents the percentage and the y-axis denotes functional families.

The 2,373 genes were subject to hierarchical clustering [23] for identification of distinct gene-expression patterns across all sample groups. In Figure 2A, different expression patterns were observed across the five different transitions, i.e. LHR-/LHR+ and LHR+/LHR+ plus LH for each of the four time points, clearly supporting the hypothesis that LHR expression and LH-mediated receptor activation impose significant effects on gene expression in ovarian cancer cells.

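The similarity of the 18 arrays was measured over the 26821 brightest probe sets, a number taken from the paper's background filter. In every one of the 18 arrays, the nearest other array by Euclidean distance belonged to the same group. The first principal component held 33.4% of the variance and the second 22.8%. Of the genes called in LHR+ cells against LHR- cells, 327 were also called at an LH time and 589 were not. A further 1560 genes were called at an LH time only. Compared directly, 354 genes were called between 1 and 4 h of LH, 259 between 4 and 8 h and 907 between 8 and 20 h. The paper takes the patterns across the transitions as support for its hypothesis that LHR expression and activation of the receptor by LH have effects on these cells.

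**Figure D3:**
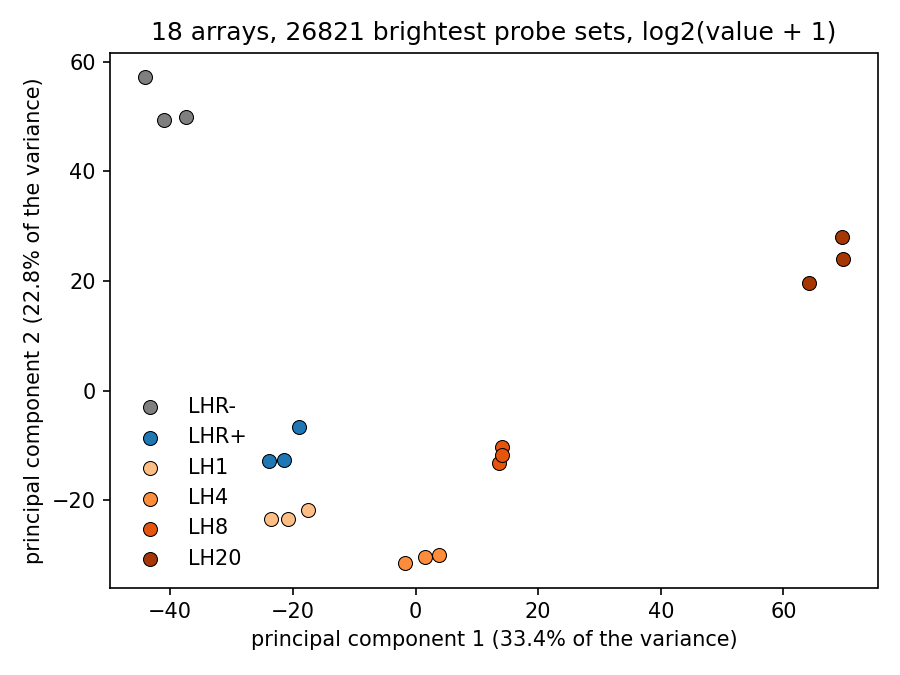
Principal components of the 18 arrays, with the first component on the x axis and the second on the y axis. Each point is 1 array, coloured by group, and the 3 arrays of each group lie together.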

**Figure 2:**
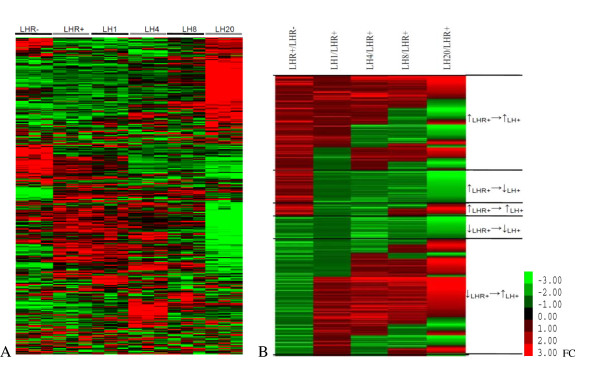
**A. A heatmap showing normalized gene-expression profiles for SKOV-3 cells under six conditions**. B. A heatmap showing gene-expression patterns under different regulation (for each group, the mean expression value of the three replicates is shown, and the five transitions are LHR+/LHR-, LH1/LHR+, LH4/LHR+, LH8/LHR+ and LH20/LHR+), where LHR- denotes the control or mock-transfected SKOV-3 cells, and all others are the LHR+ cells with no LH added or after incubation with LH for 1, 4, 8, and 20 h, respectively.

In total, 12 highly correlated expression patterns were identified from the differentially expressed genes, by using a self organization map (SOM) [24] (Table 1). The gene lists of each cluster are given in Additional file 1 Table S4. Seven clusters (C1-C7) represent the up-regulated genes, while the other five show down-regulated genes concomitant with LHR expression in the cells. After incubation of LH with the LHR+ cells, the genes of each group became more diverse in terms of their expression level changes, either being up-regulated, down-regulated, or unchanged, falling into five categories. 

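The genes that changed with LHR expression were followed after addition of LH. Of the genes up-regulated in LHR+ cells, 49 were up-regulated further at 1 or more LH times, 99 were down-regulated (19.4%), 4 changed in both directions and 357 were not called. Of the genes down-regulated in LHR+ cells, 141 were up-regulated by LH (34.6%), 34 were down-regulated further and 232 were not called. The median log2 fold change of the genes lowered in LHR+ cells was 0.11 after 1 h of LH and 0.56 after 20 h. That of the genes raised in LHR+ cells was -0.09 after 1 h and -0.33 after 20 h. After 20 h of LH, 197 genes had moved opposite to their change with LHR expression and 69 in the same direction, where independent calls would give 35.4 and 35.3. Both comparisons use the LHR+ arrays, so that an error in these arrays enters them with opposite signs. When LH20 was instead compared with LH1, which shares no array with the LHR+/LHR- comparison, 138 genes had opposite directions and 84 the same.

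**Figure D4:**
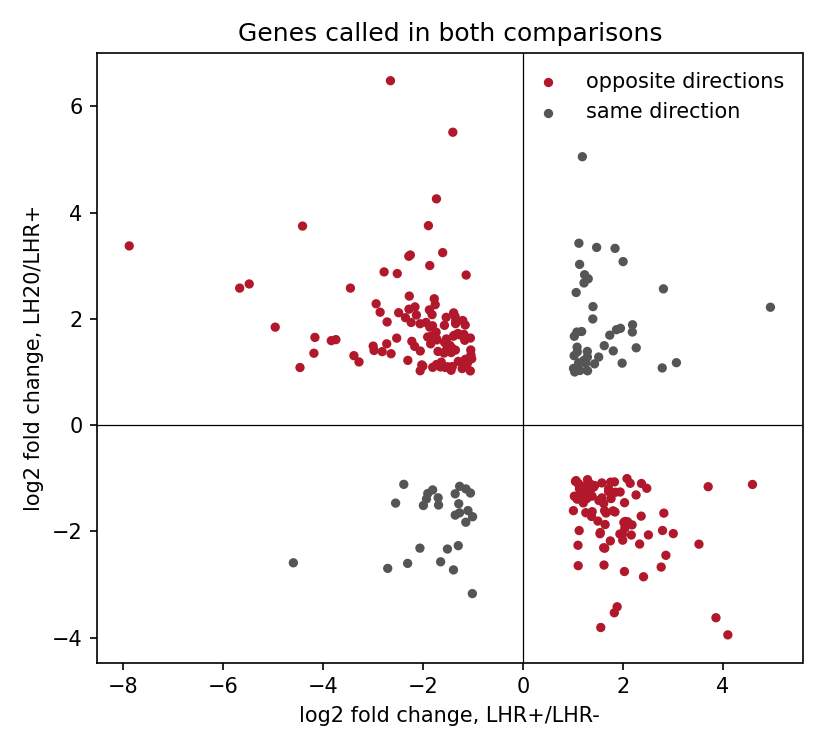
Log2 fold change in LHR+ cells against LHR- cells (x axis) and in LHR+ cells after 20 h of LH against LHR+ cells without LH (y axis), 1 point for each gene called in both. The 197 genes with opposite directions are red and the 69 with the same direction are grey.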

Within each cluster, enriched GO and pathways were identified (Table 1), reflecting the major involved functional groups or cellular processes, as discussed in the next two sections.

**Table 1:** 12 gene clusters identified from the differentially expressed genes

Categories	Clusters LHR-,LHR+,1h,4h,8h, 20h	#. of genes	GO(s) enriched	Pathways enriched
	1	144	extracellular matrix structural constituent platelet-derived growth factor alpha-receptor activity regulation of vesicle fusion hydroxyacid-oxoacid transhydrogenase activity	TCR EGFR1
	
LH(↑)/LHR(↑)	2	157	negative regulation of apoptosis leukocyte differentiation carboxylic acid metabolic process	EGFR1 TGFBR ID KitReceptor
	
	3	152	multicellular organismal development cell proliferation cyclic-nucleotide phosphodiesterase activity regulation of transcription, DNA-dependent cell-cell signaling	Hematopoietic cell lineage

LH(-)/LHR(↑)	4	205	nervous system development neurogenesis notch binding calcium ion binding cell morphogenesis	NOTCH

	5	157	response to external stimulus positive regulation of cellular metabolic process	AndrogenReceptor EGFR1
	
LH(↓)/LHR(↑)	6	270	cadmium ion binding transcription spermidine biosynthetic process regulation of RNA metabolic process	MT-HeavyMetal-Pathway TCR IL4 TNF alpha/NF-kB
	
	7	167	neutrophil chemotaxis positive regulation of heart rate calcium-mediated signaling leukocyte chemotaxis regulation of cell migration	IL-7 ID

LH(↑)/LHR(↓)	8	145	extracellular region collagen fibril organization complement component C3b binding fibrillar collagen inflammatory response response to external stimulus protein digestion	IL-7 Wnt
	
	9	261	amylase activity calcium ion binding homophilic cell adhesion synaptogenesis	IL-7 EGFR1

LH(-)/LHR(↓)	10	288	proteinaceous extracellular matrix polysaccharide binding glycosaminoglycan binding regulation of defense response G-protein signaling, coupled to IP3 second messenger enzyme inhibitor activity	Wnt EGFR1

LH(↓)/LHR(↓)	11	71	regulation of aldosterone metabolic process regulation of hormone metabolic process auditory receptor cell differentiation epidermis development growth factor activity	NOTCH TGFBR
	
	12	191	cell cycle phase mitosis microtubule cytoskeleton	BCR

Plots in the 2nd column represent the expression pattern of six conditions (SKOV-3 control, i.e. mock-transfected (LHR-), LHR expression but with no added LH, and incubation of the LHR+ cells with LH for 1h, 4h, 8h, and 20h) "↑" and "↓" denote responses of up-regulation and down-regulation, respectively and "-" denotes no alteration of gene expression.

### Genes regulated by the Presence of LHR and Relevant Pathways

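Among genes brighter than the median gene, the largest increase in LHR+ cells was that of QPCT, which encodes a glutaminyl cyclase. Its intensity rose from 8.73 ± 1.48 (SD, n = 3) in LHR- cells to 896 ± 84.8 (SD, n = 3), a log2 fold change of 6.53 (standard error 0.13, adjusted p = 1.11e-12 from limma). RBP7, a retinol-binding protein gene, had a log2 fold change of 5.72 (adjusted p = 7.29e-13 from limma). Among the others of these genes raised most were SANBR (5.14) and ZNF114 (4.96). COL11A1, at 5.49, was not among the genes brighter than the median gene. Among the genes lowered in LHR+ cells with a high intensity in LHR- cells was TIMP3, an inhibitor of metalloproteinases, at 2838 ± 223 (SD, n = 3) in LHR- cells and 149 ± 20.2 (SD, n = 3) in LHR+ cells. The matrix protein genes LUM and POSTN had the log2 fold changes furthest below 0 of the genes named here, at -7.88 (adjusted p = 2.16e-10 from limma) and -6.96 (adjusted p = 3.71e-05 from limma). JUP, which encodes plakoglobin, changed by -2.72 and the potassium channel gene KCNK1 by -3.22. With the genes divided into 4 equal parts by mean intensity, 178, 472, 223 and 43 genes of these parts were called with LHR expression, from the dimmest to the brightest, so that most calls concern genes of low intensity.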

Of the 414 genes that were differentially expressed significantly when LHR was introduced, 144 were up-regulated and 270 down-regulated. A few pathways, including gap junction, purine metabolism, calcium signaling, and actin cytoskeleton regulation, are associated with the up-regulated genes, perhaps indicating a moderate activation of these processes. 

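Of 26 genes of purine and pyrimidine synthesis, 1 was up-regulated in LHR+ cells and none was down-regulated, also adjusted over the list alone. It was NME4, a nucleoside diphosphate kinase gene, with a log2 fold change of 2.38 (standard error 0.15, adjusted p = 1.46e-07 from limma). The list's median was 0.09, and its upward call did not hold with the estimated correlation. Among 19 phosphodiesterase genes, 4 were up-regulated (PDE1C, PDE7B, PDE9A and PDE10A, the last 3 not as means of all their probe sets) and 1 was down-regulated (PDE5A), the same as when adjusted over the list alone. Their median log2 fold change was 0.23, and the upward call held (adjusted p = 0.0207 from camera in limma). PDE1C rose from 547 ± 91.0 (SD, n = 3) to 1848 ± 77.9 (SD, n = 3), and PDE5A fell from 1903 ± 178 (SD, n = 3) to 761 ± 28.1 (SD, n = 3).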

Since one of the objectives is to examine the regulation of the genes that may promote or inhibit tumor growth, migration, and invasiveness in LHR+ tumors, the up-regulated *TUBAL3, TUBB2B*, and *GUCY1B3 *genes involved in gap junction formation and function may indicate a reduced tumor progression and metastasis [28]. 

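TUBAL3 had an intensity of 47.6 ± 0.722 (SD, n = 3) in LHR- cells and 271 ± 18.7 (SD, n = 3) in LHR+ cells, a log2 fold change of 2.48 (standard error 0.16, adjusted p = 2.49e-07 from limma). TUBB2B rose from 66.8 ± 9.34 to 237 ± 9.40 (SD, n = 3), a log2 fold change of 1.82 (standard error 0.17, adjusted p = 8.22e-06 from limma). GUCY1B3, now named GUCY1B1, is the β1 subunit gene of soluble guanylate cyclase. Its brightest probe set changed by 0.89 (standard error 0.12, adjusted p = 0.000193 from limma) and missed the fold threshold. Its other probe set changed by 1.68 and was called. From the increase of these 3 genes, the paper proposes that tumor progression and metastasis may be reduced in LHR+ cells.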

Opposing these increased expressions, LHR+ cells exhibit significant down-regulation of genes associated with cellular processes such as cell communication, ECM-receptor interaction, regulation of vesicle fusion, and focal adhesion, for example genes encoding extracellular matrix structural constituents (*KRT7, DSC3, KRT16, TNC, LAMB3*), collagens (*COL3A1, COL6A3, COL4A1, COL1A2*), and matrix metalloproteinases (*MMP1, MMP2, MMP13, MMP14*). 

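Of 9 genes of matrix constituents and collagens named here, 6 were down-regulated in LHR+ cells. KRT16 fell from 60.3 ± 2.36 (SD, n = 3) to 1.46 ± 0.397 (SD, n = 3), a log2 fold change of -4.65 (standard error 0.78, adjusted p = 0.00119 from limma). COL3A1 fell from 215 ± 24.3 to 15.1 ± 13.2 (SD, n = 3), and was not called in a fit of the LHR- and LHR+ arrays alone. The log2 fold changes of the others were -2.72 for COL1A2, -2.38 for TNC, -1.90 for COL6A3 and -1.04 for LAMB3, where LAMB3 missed the fold threshold when LHR- replicate 3 was left out. KRT7, DSC3 and COL4A1 changed by -0.41, -0.999 and -0.54 on their brightest probe sets, without a call, and dimmer probe sets of each gene were called down-regulated. COL11A1 and COL13A1 moved the other way, with log2 fold changes of 5.49 (adjusted p = 6.18e-07 from limma) and 3.90 (adjusted p = 4.41e-05 from limma). Among metalloproteinase genes, MMP13 fell from 3440.2 ± 147 (SD, n = 3) to 242 ± 35.5 (SD, n = 3). MMP1 changed by -1.44 (adjusted p = 0.000311 from limma) and MMP2 by -1.23 (adjusted p = 0.00191 from limma), the latter missing the fold threshold as a mean of all its probe sets. MMP14 changed by -0.21 (adjusted p = 0.684 from limma). The paper reasons from the lower expression of these genes that cell communication and matrix interaction are reduced, and relates this to the lower invasive activity of the cells.

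**Figure D5:**
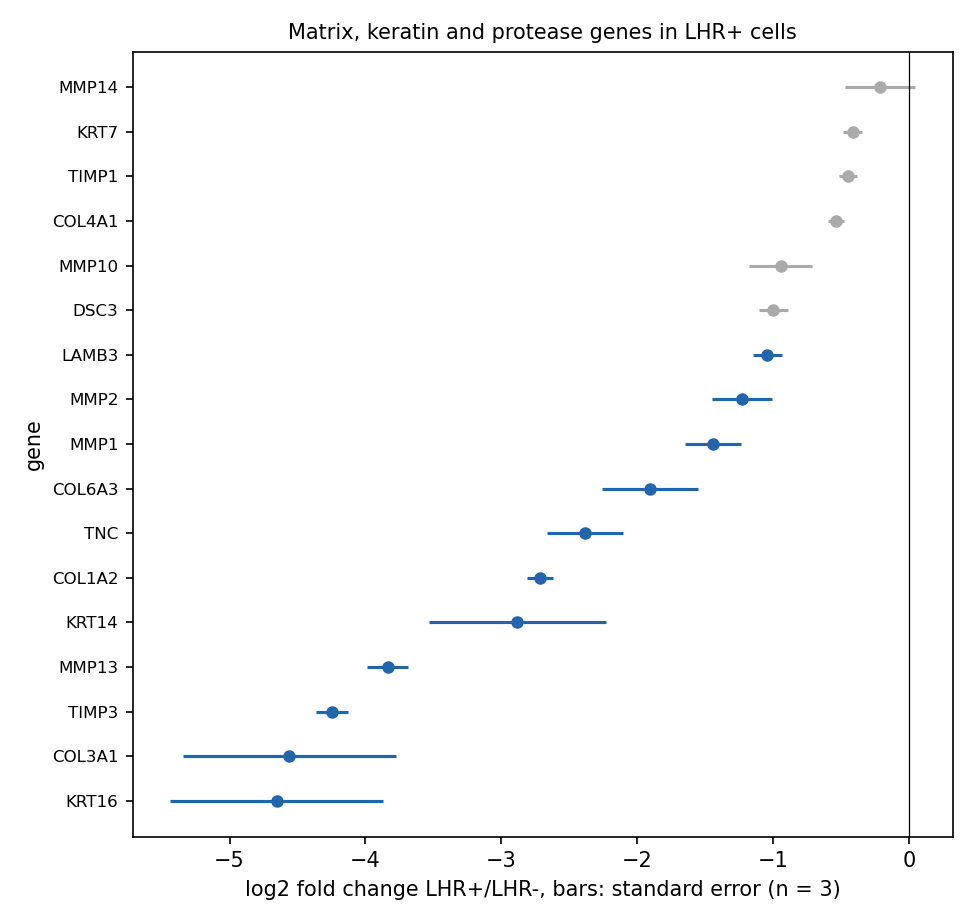
Log2 fold change in LHR+ cells against LHR- cells (x axis) for 17 matrix, keratin, protease and protease inhibitor genes (y axis). Bars show the standard error, n = 3 arrays per group. Blue points are genes called down-regulated and grey points genes not called. The values range from -4.65 for KRT16 to -0.21 for MMP14, and all are below 0. Matrix genes raised in LHR+ cells, such as COL11A1 (5.49) and COL13A1 (3.90), are not drawn.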

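As lists, 27 genes of keratins and epithelial junctions had a median log2 fold change of -0.36 in LHR+ cells (adjusted p = 4.75e-05 from camera in limma). Of them, 5 were down-regulated and none was up-regulated, also adjusted over the list alone. Of 30 genes of laminins and other matrix proteins, 7 were down-regulated and 2 up-regulated, again unchanged by adjustment over the list alone, with a median of -0.41 (adjusted p = 0.00116 from camera in limma). Both of these calls held. The 32 collagen genes held 6 down-regulated and 4 up-regulated members and a median of -0.37. Of 22 genes of metalloproteinases and their inhibitors, 4 were down-regulated and none was up-regulated (median -0.28). The counts of the last 2 lists were the same adjusted over the list alone, and neither downward call held with the estimated correlation. A list of 13 genes typical of fibroblasts, which holds COL1A2 and COL3A1 too, had a median of -0.87 (adjusted p = 4.74e-06 from camera in limma), a call that held.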

The negative effect on cell communication and ECM interaction is consistent with a reduced invasive activity of the cancer cells, thus inhibiting cancer progression. In addition, other down-regulated genes are found relevant to apoptosis (*PIK3R3, IL1R1, FAS, TNFSF10*) and major signaling pathways (*P53, TGF-β, ERBB HER-2*).

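PIK3R3, a regulatory subunit gene of phosphatidylinositol 3-kinase, fell from 282 ± 21.0 (SD, n = 3) to 82.0 ± 6.71 (SD, n = 3), a log2 fold change of -1.77 (standard error 0.23, adjusted p = 0.00017 from limma). IL1R1 changed by -1.35 (adjusted p = 0.000108 from limma). FAS, a death receptor gene, changed by -1.44 (adjusted p = 0.00147 from limma) on its brightest probe set and missed the fold threshold as a mean of its 5 probe sets. TNFSF10 changed by -2.65 (adjusted p = 0.000575 from limma). ERBB2, the gene of HER-2, changed by 0.24 and was not called (adjusted p = 0.185 from limma).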

### Responses of Gene Expression and Pathways Following LH-Mediated LHR Activation

A total of 1,783 genes were found to be regulated by LH, when compared to gene expression in LHR+ cells (including all clusters in Table 1 except for C4 and C10). 

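The genes regulated by LH comprised 954 that were up-regulated and 945 that were down-regulated at 1 or more times. Of these, 12 were up-regulated at one time and down-regulated at another, and 15 were called in 1 direction at all 4 times. Between 4 and 8 h, 107 genes were up-regulated and 36 down-regulated at both times, where independent calls would give 2.58 and 1.33. Between 8 and 20 h the shared numbers were 120 and 68, in contrast to 7.59 and 5.59. The times share the LHR+ arrays as reference. In 100 sets of simulated data with this overlap and no changed genes, either pair shared at most 1 gene upward and 0 downward. Such data hold few calls in any comparison, so a low shared number was bound to follow. What the shared arrays add among genes that do change, and so to the numbers above, was not tested. Among the genes furthest up-regulated after 8 and 20 h was SMOC1, which encodes a calcium-binding matrix protein. Its intensity was 101 ± 7.40 (SD, n = 3) in LHR+ cells, 1592 ± 162 after 4 h and 4649 ± 278 after 20 h. NR4A3, an orphan nuclear receptor gene, peaked after 4 h at 3721 ± 166 (SD, n = 3), a log2 fold change of 4.70 (adjusted p = 3.29e-08 from limma). The gene regulated downward by 1 h of LH with the smallest adjusted p was LINC01355, at -1.23 (adjusted p = 0.000153 from limma) on its brightest probe set, though not called as a mean of its probe sets.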

The up-regulated genes are enriched in 21 pathways (Table 2), including VEGF signaling, gap junction, and immune responses (the Toll-like receptor signaling and the B cell receptor signaling pathways). 

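The 26 genes of the hypoxia and VEGF list had a median log2 fold change of 0.02 after 1 h, -0.02 after 4 h, 0.31 after 8 h and 0.40 after 20 h of LH. The list was called upward at 8 h (adjusted p = 5.9e-08 from camera in limma) and at 20 h (adjusted p = 0.000682), and both calls held. After 20 h, 4 of its genes were up-regulated and 1 was down-regulated, also adjusted over the list alone. The up-regulated genes included ANKRD37, at 1.85 (adjusted p = 5.45e-05 from limma) but not called as a mean of its probe sets, and PFKFB4, at 1.73 (adjusted p = 1.51e-06 from limma). The gene VEGFA itself changed by -0.10 after 20 h (adjusted p = 0.7 from limma). Of 25 genes of the Notch pathway, 1 was up-regulated after 1 h and 1 after 20 h, also adjusted over the list alone, and the list was not called at any time. In both cases the gene was HES1, which rose from 326 ± 52.0 (SD, n = 3) to 1145 ± 73.0 after 1 h and 712 ± 23.3 after 20 h. At 20 h HES1 missed the fold threshold as a mean of its 3 probe sets.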

Besides the immune responses that are generally observed in most types of cancers, the activation of genes involved in VEGF signaling may be hypoxia responsive and introduce a positive effect on cancer growth, while those involved in gap junction and Notch signaling accelerate cell-cell communication and influence several key aspects of the normal development by regulating differentiation, proliferation, and apoptosis [29].

**Table 2:** Pathways significantly enriched by differentially expressed genes regulated by LH (p-value < 0.5)

21 pathways uniquely involved in the up-regulated genes					
**Pathway (up-regulated genes involved)**	**LHR+**	**LH1**	**LH4**	**LH8**	**LH20**

Gap junction	3				5

Melanogenesis		3	5	4	5

Toll-like receptor signaling pathway		3			8

Epithelial cell signaling in Helicobacter pylori infection		3	4		3

VEGF signaling pathway			4		4

Adherens junction			5	3	3

B cell receptor signaling pathway			3		6

Adipocytokine signaling pathway			3		4

Hedgehog signaling pathway			3		

Basal cell carcinoma			3		

Cell adhesion molecules (CAMs)					3

Long-term potentiation					3

Glutathione metabolism					5

Long-term depression					4

Androgen and estrogen metabolism					4

Dorso-ventral axis formation					3

mTOR signaling pathway					3

Metabolism of xenobiotics by cytochrome P450					5

Arachidonic acid metabolism					3

Fc epsilon RI signaling pathway					6

GnRH signaling pathway					3

22 pathways uniquely involved in the down-regulated genes					

**Pathway (down-regulated genes involved)**	**LHR+**	**LH1**	**LH4**	**LH8**	**LH20**

Cell cycle	**3**		**11**	**3**	**14**

p53 signaling pathway	**3**				**10**

Complement and coagulation cascades	**7**				**4**

Pyrimidine metabolism					**8**

Alanine and aspartate metabolism					**5**

Urea cycle and metabolism of amino groups					**6**

Valine, leucine and isoleucine degradation					**4**

Propanoate metabolism					**3**

Neurodegenerative Diseases					**3**

Pyruvate metabolism					**3**

Alkaloid biosynthesis II					**3**

Glycerolipid metabolism					**3**

Carbon fixation					**3**

SNARE interactions in vesicular transport					**3**

beta-Alanine metabolism					**4**

Arginine and proline metabolism					**4**

Methionine metabolism					**3**

Selenoamino acid metabolism					**3**

Aminoacyl-tRNA biosynthesis					**4**

Phenylalanine metabolism					**5**

Glutamate metabolism					**3**

Basal transcription factors					**3**

34 pathways involved in both up- and down-regulated genes					

**Pathway (both up-/down-regulated genes involved)**	**LHR+**	**LH1**	**LH4**	**LH8**	**LH20**

MAPK signaling pathway	4	8	9	6	15

	**3**		**3**		**12**

Apoptosis					7

	**4**				**6**

Focal adhesion		3	6	4	21

	**12**				**9**

Regulation of actin cytoskeleton	3	3	5		16

	**3**		**3**		**7**

TGF-beta signaling pathway		4	7	4	7

	**3**				**4**

Cell Communication					11

	**13**				

ECM-receptor interaction					15

	**10**				

Jak-STAT signaling pathway		4	6		8

				**3**	**4**

Tight junction			3		4

					**4**

ErbB signaling pathway			3		5

	**4**				**4**

Wnt signaling pathway			4		

					**7**

PPAR signaling pathway					3

					**3**

Purine metabolism	3		3	3	4

					**8**

Cytokine-cytokine receptor interaction		9	13	5	12

	**8**		**3**		**8**

Axon guidance			6	3	11

	**4**				**6**

Prostate cancer		3	5	3	8

					**5**

Hematopoietic cell lineage			5	6	7

	**3**				

Natural killer cell mediated cytotoxicity			4		6

	**4**				

Neuroactive ligand-receptor interaction			3		3

	**6**				**3**

Calcium signaling pathway	3			3	6

	**4**				**7**

Insulin signaling pathway			4		5

					**6**

Glycerophospholipid metabolism			4		5

					**3**

Complement and coagulation cascades			3		7

	**7**				**4**

Tryptophan metabolism			3		5

					**4**

T cell receptor signaling pathway			3		6

					**3**

Starch and sucrose metabolism					3

	**4**				**3**

Leukocyte transendothelial migration					11

	**5**				**4**

Nitrogen metabolism					6

					**3**

Phosphatidylinositol signaling system					3

					**3**

Tyrosine metabolism					3

					**6**

Histidine metabolism					3

					**4**

Ubiquitin mediated proteolysis			3		

					**9**

Glycan structures - biosynthesis 1					3

	**3**				**4**

Glycine, serine and threonine metabolism					3

					***6***

The number in each cell represents the number of differential genes involved in the corresponding pathway. (Note: the top areas designate up-regulated genes, while the underlined (bold) one (bottom) signify down-regulated genes.)

The genes that are down-regulated by LH represent 22 pathways (Table 2). 

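Among 34 genes of complement and coagulation, 3 were up-regulated and 1 down-regulated after 4 h of LH, and 4 and 2 after 20 h, the same as when adjusted over the list alone. The median log2 fold change of the list was 0.26 after 8 h and 0.31 after 20 h, and both upward calls held (adjusted p = 0.0678 and 0.0609 from camera in limma). Leaving out LH8 replicate 3 removed the call at 8 h (median 0.31), and leaving out LH20 replicate 3 that at 20 h (median 0.26). In LHR+ cells without LH the same list had been lower than in LHR- cells, with a median of -0.48 (adjusted p = 5.68e-05 from camera in limma). The thrombomodulin gene THBD fell after 20 h, with a log2 fold change of -1.70 (adjusted p = 3.18e-06 from limma), and the complement factor B gene CFB rose by 2.77 (adjusted p = 1.01e-06 from limma). The 26 genes of nucleotide synthesis had a median of 0.02 after 4 h, 0.04 after 8 h and -0.31 after 20 h, and only the last was called (adjusted p = 0.00128 from camera in limma, a call that held). CTPS1, which encodes the CTP synthase of pyrimidine synthesis, changed by -1.59 (adjusted p = 4.98e-08 from limma) and GART by -2.10 (adjusted p = 6.39e-05 from limma) after 20 h, where the mean of the GART probe sets missed the fold threshold. They were the 2 genes of the list down-regulated then, also adjusted over the list alone. The list of genes of the amino acid stress response held 8 down-regulated and 1 up-regulated gene of 27 after 20 h, again also adjusted over the list alone (median -0.41, adjusted p = 2.04e-07 from camera in limma). Of 16 genes of steroidogenesis, only HSD17B3 was called at an LH time, up-regulated by 1.48 (adjusted p = 9.49e-05 from limma) after 20 h, and the list was not called at any time.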

Besides the continuous inhibition of the cell cycle, p53 signaling, and the complement and coagulation cascades, LH also seems to impose a negative and delayed effect on a few metabolic pathways related to pyrimidine, glycerolipid, methionine, androgen, and estrogen metabolism. These results indicate an LH-mediated reduction in certain aspects of nucleic acid, lipid, and amino acid metabolism. Since the epithelial cells are not steroidogenic, the down-regulation of androgen and estrogen pathways may relate more to sex steroid action [30,31].

Table 2 shows 34 additional pathways consisting of both up- and down-regulated genes to different extents, among which the overall effects on tumor growth and apoptosis cannot be evidently inferred. 

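TNFSF10 was measured by the brightest of its 3 probe sets. Its intensity was 82.5 ± 6.71 (SD, n = 3) in LHR- cells and 14.4 ± 8.46 in LHR+ cells. After LH it was 16.3 ± 2.71 at 1 h, 18.8 ± 3.58 at 4 h, 35.1 ± 16.2 at 8 h and 1191 ± 110.4 at 20 h (SD, n = 3 each). Against LHR+ cells the log2 fold change was 0.37 at 1 h and 0.56 at 4 h, neither called. It was 1.36 (adjusted p = 0.0628 from limma) at 8 h, a call that was lost when LHR+ replicate 3 or LH8 replicate 1 was left out. At 20 h it was 6.48 (standard error 0.41, adjusted p = 9.97e-08 from limma), the largest increase at this time among all called genes. This rank was taken on the log2(value + 1) scale, and the low intensity in LHR+ cells makes the size depend on the added constant. The other probe sets of the gene changed by 6.47 and 6.01 at 20 h.

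**Figure D6:**
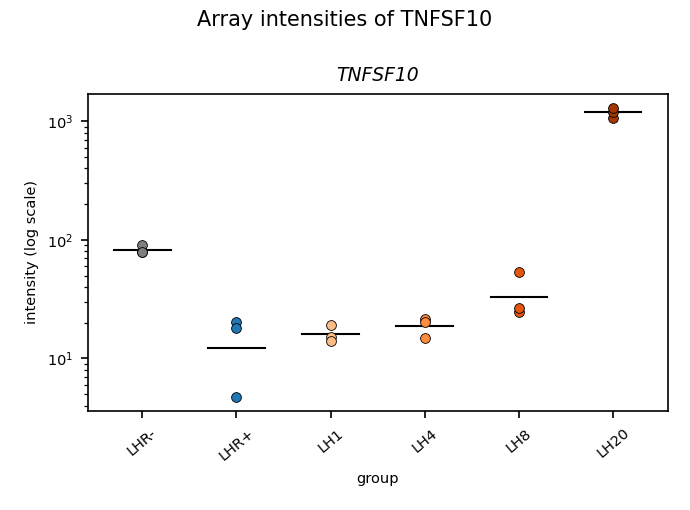
Intensity of TNFSF10 (y axis, log scale) in each group of arrays (x axis). Each point is 1 array, and the line is the group's geometric mean of value + 1, less 1. The 3 LH20 arrays lie around 1191, far above the arrays of every other group.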

For a few, one particularly interesting observation is the substantially increased expression of the tumor necrosis factor member 10 gene (*TNFSF10*), involved in natural killer cell-mediated cytotoxicity (Figure 3). *TNFSF10 *encodes the cytokine tumor necrosis factor-related apoptosis-inducing ligand (TRAIL) that binds to TNF and induces apoptosis, primarily in tumor cells [32].

**Figure 3:**
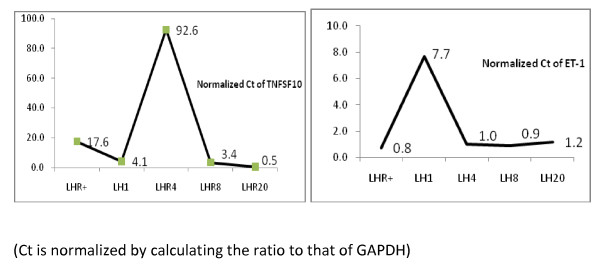
**qRT-PCR measures of gene TNFSF10 and ET-1**. The left panel shows the normalized Ct of TNFSF10 (primer sequence (F) AAGACTGTCAGCTTCCAAACATTAA(R) GTGATACACTACT TGAGAGATGGAT) and the right panel shows the normalized Ct of ET-1 (primer sequence (F) AGGCCCTGAGTTGGCAGTGGCCCAT (R) ATGGGCCACTGCCAACTCAGGGCCT).

### Genes Most Highly-Expressed and Most Differentially-Expressed

To exclude the possibility that some effects of LH on cell growth and apoptosis were masked by the extremely high levels of gene expression in SKOV-3 cells, the most highly-expressed genes (top 5%, ~3000 transcripts) in each group were examined and compared with those from normal HOSE cells. Figure 4 shows that the genes most highly expressed in SKOV-3 cells and normal HOSE cells are largely different, with only 1,726 out of the 3,000 transcripts in common. The 1,056 unique genes, specific in the LHR-SKOV-3 cells, are participating in the regulation of translation, cell division, chromosome partitioning, post-translational modifications, protein turnover, chaperones, and signal transduction mechanisms, indicating possible alterations of these processes in cancer compared to normal HOSE cells, such as an increase in the overall rate of protein synthesis and translational activation of the mRNA molecules involved in cell growth and proliferation. The majority (2,748) of the highly expressed genes in the LHR- SKOV-3 cells continue to be expressed in the LHR+ cells.

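The 3000 probe sets with the highest geometric mean intensity were taken in each group, and the groups were compared. LHR- and LHR+ cells shared 2749 of them, which is 91.6%, and 251 of the LHR- cells were not among those of the LHR+ cells. All 6 groups shared 2379. Leaving out 1 array at a time moved the number shared by LHR- and LHR+ cells between 2715 and 2762.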

**Figure 4:**
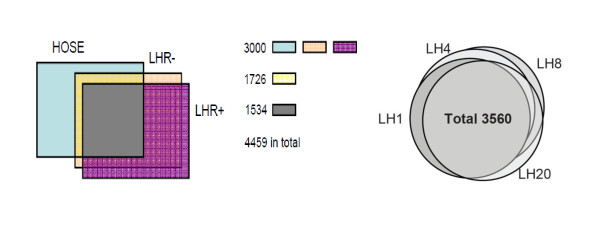
**Venn diagram of the top 3,000 differentially expressed genes from HOSE cells, mock-transfected SKOV-3 cells (LHR-), and LHR+ cells (LHR) (left), and temporal effects after addition of LH to the LHR+ cells (right), respectively**.

In contrast, the highly-expressed genes are quite consistent in the LHR+ cells incubated with LH, where 3,560 genes were involved. 

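The 4 LH times together held 3557 of these most highly expressed probe sets, and 2486 were common to all 4 times. LHR+ cells without LH shared 2901 with LH1, 2779 with LH4, 2771 with LH8 and 2583 with LH20. HOSE cells were not analysed here.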

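Of the most highly expressed probe sets of the LH times, 593 were not among those of LHR+ cells without LH. Their median rank in LHR+ cells was 3643. By the criteria for differential expression, 114 of them were up-regulated and 10 down-regulated at some LH time. Through their brightest probe sets, 408 genes were among them, 2.06% of all genes. The lists with 3 or more such genes were 8 of 35 immediate early genes, 6 of 29 cAMP response genes, 5 of 34 genes of complement and coagulation, 4 of 37 of the TGF-beta and BMP pathway, 3 of 19 of cholesterol synthesis, 3 of 26 of nucleotide synthesis and 3 of 50 growth factors. All other lists held 2 or fewer, among them the 41 genes of the G1/S transition and DNA replication with 2. The excess of a list over all genes was not tested.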

The 689 genes specifically introduced by LH-mediated LHR activation, compared to LHR+ cells, reveal the involved cellular processes such as coenzyme metabolism, post-translational modifications, nucleotide transport, DNA replication and repair, intracellular trafficking, and secretion.

In addition, the most differentially expressed genes were examined (Additional file 1 Table S5), and a few were found to be altered significantly by LHR expression, such as *ERBB4 *(↓46) and *CASP1 *(↓44). 

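ERBB4 encodes a receptor tyrosine kinase of the EGF receptor family. Its brightest probe set fell from 1877 ± 165 (SD, n = 3) in LHR- cells to 45.1 ± 24.1 (SD, n = 3) in LHR+ cells, a log2 fold change of -5.48 (standard error 0.37, adjusted p = 3.52e-07 from limma). After 20 h of LH it rose by 2.66 (adjusted p = 0.000104 from limma). A dimmer probe set fell at 4 h with a log2 fold change of -2.00, where the brightest was not called. CASP1, the gene of caspase 1, had low intensities of 44.2 ± 9.15 (SD, n = 3) in LHR- and 5.75 ± 4.90 (SD, n = 3) in LHR+ cells. Its log2 fold change was -3.04 (standard error 0.96, adjusted p = 0.0504 from limma), a call that was lost when LHR- replicate 1, LHR- replicate 2 or LHR+ replicate 2 was left out. Another CASP1 probe set changed by -4.32. Also in Table S5 and down-regulated were CFI, TYR, UGT8 and PLN, with log2 fold changes of -5.06, -4.86, -4.41 and -2.49 in this order. TYR was not called as a mean of its probe sets.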

Down-regulation of *ERBB4 *is deemed to be beneficial as its over-expression may promote cell proliferation, while down-regulation of *CASP1 *may result in a suppressive effect on cell apoptosis [33]. Following LH activation of LHR, the most highly up-regulated genes, e.g., *PDE4B, TNFSF10, FOSB*, and the highly induced early and intermediate response genes, e.g., *THBS1, CCl20, DUSP1*, are found to occupy a gene network connecting transcriptional regulation, cell proliferation and differentiation, apoptosis, and multiple signaling transductions such as MAPK, Erk1/Erk2 MAPK, Jak-STAT, VEGF, and the TGF-β signaling pathway. Thus, from some of the results one could argue that LH may serve as a positive regulator on cancer growth and invasion through overexpression of *CCl2 and FOSB*. However, the large increase in the expression of *TNFSF10 *can act to increase apoptosis. 

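Of 35 immediate early genes, 14, 8, 3 and 5 were up-regulated after 1, 4, 8 and 20 h of LH and 0, 2, 2 and 4 down-regulated, also adjusted over the list alone. Their median log2 fold change was 0.57 after 1 h (adjusted p = 2.09e-51 from camera in limma), 0.26 after 4 h (adjusted p = 1.58e-05), -0.10 after 8 h and 0.11 after 20 h, and the first 2 calls held. Of 29 genes known to respond to cAMP, 7, 14, 6 and 13 were up-regulated after 1, 4, 8 and 20 h and none was down-regulated, with the same counts adjusted over the list alone. This list was called upward at all 4 times, with adjusted p of 1.84e-24, 4.56e-20, 6.93e-10 and 1.18e-09 from camera in limma, and all 4 calls held. It shares genes with the immediate early list, among them FOS, FOSB, NR4A2 and NR4A3, so the results of these lists are not independent. CCL20 had a low intensity in LHR+ cells, 3.19 ± 4.27 (SD, n = 3), and reached 72.7 ± 13.5 after 1 h and 52.8 ± 3.10 after 4 h. Its log2 fold change was 4.601 (standard error 0.67, adjusted p = 0.00328 from limma) after 1 h, though it was not called in a fit of these 2 groups alone. DUSP1, a phosphatase gene that acts on MAP kinases, rose from 1453 ± 163 to 7320.2 ± 523 after 1 h (SD, n = 3), a log2 fold change of 2.34 (adjusted p = 5.45e-07 from limma), and was 2274 ± 299 after 4 h. THBS1 was not called on its brightest probe set, with a log2 fold change of 0.46 after 1 h and 0.90 after 4 h. Other THBS1 probe sets were called, such as one at 1.97 after 1 h and one at 2.24 after 8 h.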

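CCL2 was measured by 1 probe set of low intensity, 17.2 ± 5.00 (SD, n = 3) in LHR+ cells, 22.3 ± 6.98 after 1 h of LH and 4.35 ± 3.52 after 20 h. Its log2 fold changes were 0.35 (adjusted p = 0.999 from limma) after 1 h and -1.59, -1.82 and -1.93 after 4, 8 and 20 h. None was called in the fit of all 6 groups, and the decrease at 20 h was called in some other fits and with LH20 replicate 3 left out.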

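Expression of PDE4B was measured by the brightest of its 3 probe sets. Its intensity was 1.29 ± 0.300 (SD, n = 3) in LHR- and 6.23 ± 7.86 in LHR+ cells, and 28.4 ± 20.7, 82.8 ± 17.8, 69.8 ± 22.2 and 229.8 ± 16.9 after 1, 4, 8 and 20 h of LH (SD, n = 3 each). The log2 fold change was 2.34 (adjusted p = 0.173 from limma) after 1 h, not called. It was 4.08 (adjusted p = 0.000826 from limma) after 4 h, 3.82 after 8 h and 5.56 (standard error 0.61, adjusted p = 1.46e-05 from limma) after 20 h, all called. The call at 8 h was lost in a fit of these 2 groups alone. The other PDE4B probe sets changed by 1.82 and 1.56 after 20 h, not called. In addition, PDE4D rose from 581 ± 67.7 to 4511 ± 64.7 after 4 h (SD, n = 3) and PDE7B from 199.8 ± 26.6 to 1936 ± 159 (SD, n = 3). The list of phosphodiesterase genes was not called at any LH time, with 4 genes up-regulated and none down-regulated after 4 h, and 3 and 2 after 20 h (the same adjusted over the list alone). PDE1C was among the latter, with a log2 fold change of -1.38 on its brightest probe set, though not called as a mean of its probe sets.

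**Figure D7:**
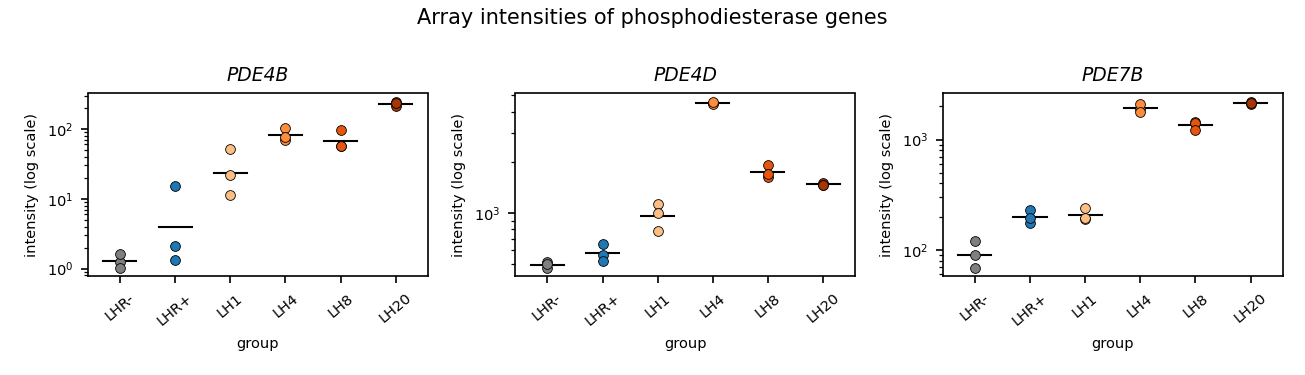
Intensity (y axis, log scale) of PDE4B, PDE4D and PDE7B in each group of arrays (x axis). Points are arrays and lines are geometric means. PDE4B is highest in the LH20 arrays, at a mean of 229.8, and PDE4D in the LH4 arrays, at a mean of 4511.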

The high level of up-regulation of *PDE4B *is interesting since the enzyme, a cyclic nucleotide phosphodiesterase up-regulated by cAMP [34], is responsible for inactivating cAMP and thus rendering the cells refractory to additional LH signaling for an extended time.

### Major Pathways Altered in the LHR+ and LH+ SKOV3 Cells

Ovarian carcinogenesis is a complicated process that involves the deregulation of multiple signaling pathways. 

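Of 36 genes of the Wnt pathway, 1 was up-regulated after 4 h and 2 after 20 h of LH, and none was down-regulated, also adjusted over the list alone. The gene up-regulated at 4 h was WNT5A, which rose from 1305 ± 144 (SD, n = 3) to 2919 ± 95.8 (SD, n = 3). The list was not called at any LH time, with the smallest adjusted p of 0.537 from camera in limma at 4 h. EGFR had a log2 fold change of -0.39 after 20 h and was not called. ERBB2, which encodes a receptor of the EGFR family, was up-regulated from 2833 ± 124 to 6943 ± 155 (SD, n = 3), a log2 fold change of 1.29 (adjusted p = 1.67e-06 from limma).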

In this study, proteins and signaling pathways involving Wnt signaling, p53 tumor suppressor, APC/β-catenin signaling, K-Ras concogene, and EGFR tyrosine kinase were found to be affected by LH activation of LHR, either positively or negatively. 

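IL6, the gene of interleukin-6, had an intensity of 35.1 ± 9.75 (SD, n = 3) in LHR- cells and 49.4 ± 8.06 in LHR+ cells. After addition of LH it was 1668 ± 159 at 1 h, 1163 ± 106 at 4 h, 243 ± 10.6 at 8 h and 129.8 ± 16.7 at 20 h (SD, n = 3 each). The log2 fold change against LHR+ cells was 5.06 (standard error 0.18, adjusted p = 3.1e-09 from limma) at 1 h, and it declined to 4.54, 2.29 and 1.38 at 4, 8 and 20 h. All 4 were called. The difference between LHR- and LHR+ cells was 0.51 (adjusted p = 0.0897 from limma) and not called.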

Of particular interest was the result demonstrating that LH dramatically activates the expression of the interleukin-6 gene (*IL-6*) (33↑), a pleiotropic cytokine that is assumed to be involved in ovarian carcinogenesis and may induce signaling pathways such as toll-like receptor, NOD-like receptor, cytosolic DNA-sensing, and Jak-STAT [35,36], which, in this sense, may indicate a potential therapeutic target for treating ovarian cancer. Moreover, an increase in the production of potent growth factors like IL-8 may facilitate tumor growth and angiogenesis [37].

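CXCL8, the gene of IL-8, rose from 198 ± 39.7 (SD, n = 3) in LHR+ cells to 1332 ± 209.7 after 1 h and 1047 ± 101 after 4 h of LH (SD, n = 3 each). Its log2 fold change was 2.76 (standard error 0.19, adjusted p = 2.32e-06 from limma) after 1 h. After 8 h it was 0.98, close to the fold threshold, and after 20 h it was 0.71. CXCL1, CXCL2 and CXCL3, other chemokine genes of this family, had log2 fold changes of 3.01, 3.39 and 2.88 after 1 h, and CXCL1 was up-regulated again after 20 h at 2986 ± 174 (SD, n = 3). Of 30 cytokine and chemokine genes, 6 were up-regulated after 1 h and none was down-regulated (8 and 1 adjusted over the list alone). After 20 h the numbers were 6 and 2 (6 and 3 adjusted over the list alone). The list was called upward at every LH time (adjusted p = 3.5e-10, 4.9e-06, 0.0295 and 0.0351 from camera in limma), and all 4 calls held. With LHR expression alone it was called downward, with a median of -0.46 (adjusted p = 0.0127 from camera in limma), which also held.

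**Figure D8:**
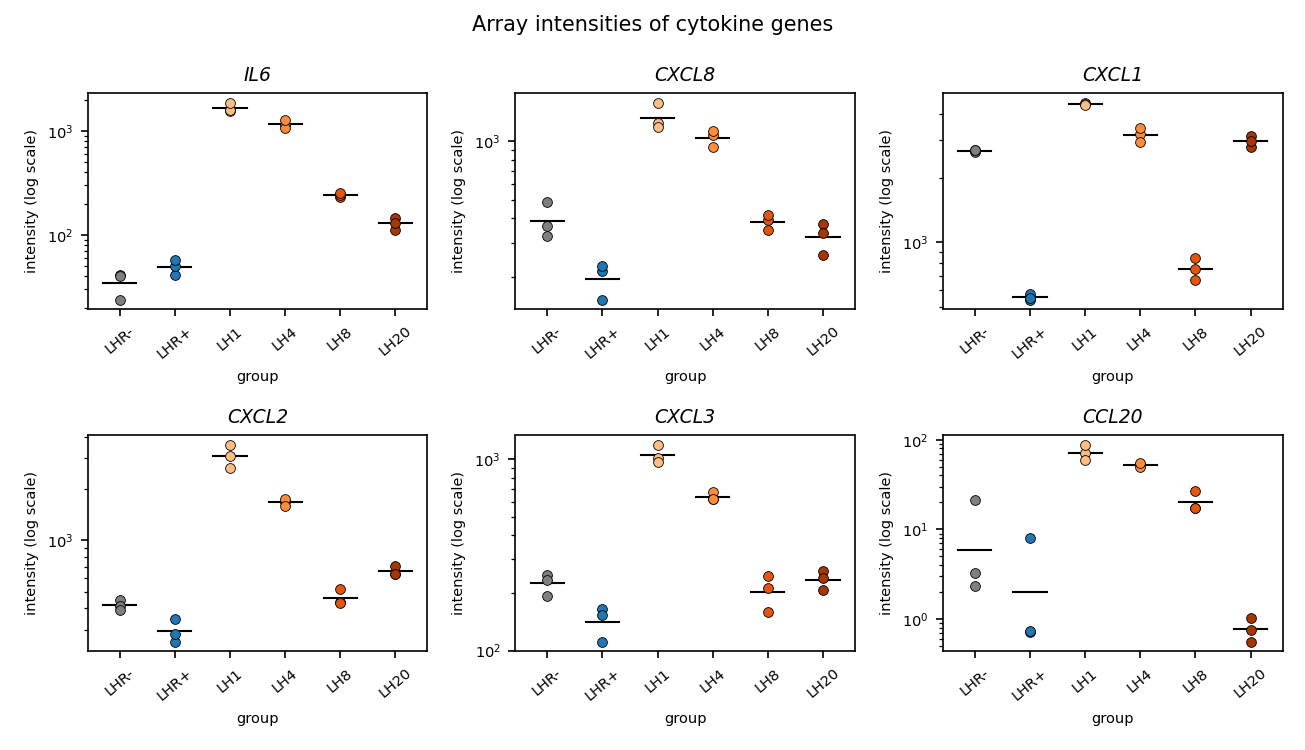
Intensity (y axis, log scale) of IL6, CXCL8, CXCL1, CXCL2, CXCL3 and CCL20 in each group of arrays (x axis). Arrays are drawn as points and geometric means as lines. In each panel the LH1 and LH4 arrays lie above the LHR+ arrays, and the mean of CXCL8 is 1332 in LH1 arrays.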

To sum up the major impact of LH, we have grouped all involved pathways (Additional file 1 Tables S6-7) according to their cellular functions (Table 3). A few of them were selected for a closer examination (cf. Discussion), which include the cell cycle, the MAPK pathway, apoptosis, the Jun and Fos family of transcription factors, and other signaling pathways.

**Table 3:** Number of altered pathways contributing to a general cell function (The detailed of each pathway can be found Additional file 1, Table S6-7)

General function	Number of pathways involved
Signaling	34

Receptor interaction	3

Metabolism	31

Junctions	3

Disease	23

Immune system	19

Apoptosis	14

Cell cycle	9

Gene expression/regulation	11

Miscellaneous	41

### Identification of Potential Molecular Markers

A comparison of the gene expression profiles between normal OSE cell and SKOV-3 cells (including all LHR+ cancer cells) has the potential to identify a group of genes that can discriminate between normal and cancer cells regardless of LHR expression and LH action. Two lists of genes have been identified as up-regulated (185 genes) and down-regulated (248 genes) in all cancer versus normal cells, whose expression profiles are shown in Figure 5 (see names in Additional file 1 Table S9). Functional analysis reveals that the up-regulated genes are involved in cell communication, ECM-receptor interaction, and focal adhesion, especially functioning in cell division and chromosome partitioning, as well as carbohydrate transport and metabolism, which are fundamental processes for cancer growth. We have conducted the specificity analyses of the identified markers against public microarray gene-expression data for other human diseases (http://bioinfosrv1.bmb.uga.edu/DMarker/) and obtained 106 genes whose differential expression are specific to ovarian cancer. Among these genes, nine have been reported with the same expression changes in a newly-developed YDOV-157 cell line versus HOSE (Additional file 1 Table S9), which illustrate some consistency between different cell lines. These results engender confidence in proposing some genes as potential molecular markers to discriminate between ovarian epithelial carcinoma cells and normal OSE cells. Based on a recently developed approach from this laboratory [38], 103 of these genes (Additional file 1 Table S9) were predicted in which their protein products may be secreted into the bloodstream, thus providing another important pool of potential serum markers for further investigation. According to the proteomic reports from the Plasma Proteome Project (PPP) [39] and a literature search for diseased protein markers [38], we know that 22 of these proteins have been identified as secreted proteins in normal or diseased blood (Additional file 1, Table S9). While it is unlikely that just one marker would emerge with good specificity and sensitivity, combinations of two or more may prove highly useful. Some of the predicted proteins could be peptides/fragments derived from extracellular matrix proteins and membrane receptors, many are readily soluble and assayable, e.g. chemokine ligands 1, 5, 9, 10, 11, and 18, placental growth factor (PGF), and growth hormone secretagogue receptor ligand (GHRL), to mention but a few.

**Figure 5:**
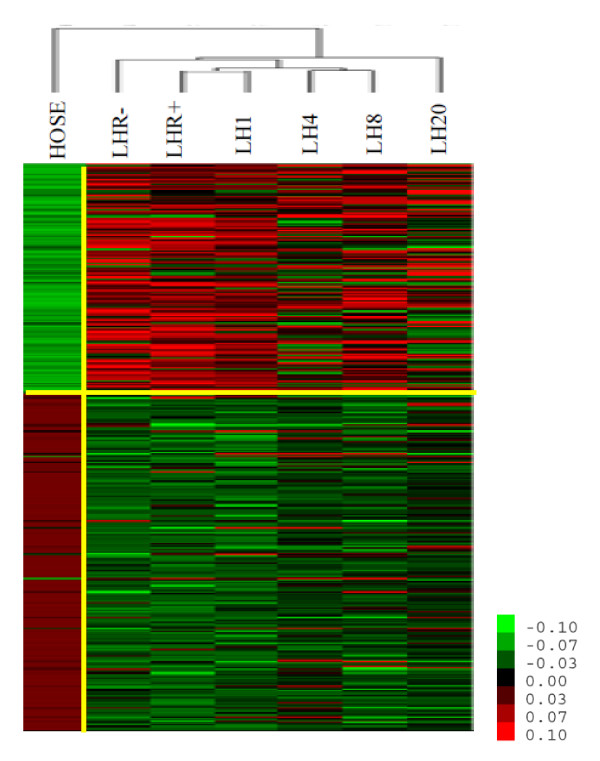
**A heatmap of the 185 and 248 genes, up-regulated and down-regulated, respectively, in normal HOSE versus SKOV-3 cells: control (LHR-) and LHR+ receiving no LH (LHR+) and following incubation with LH for 1, 4, 8, and 20 h**.

### LH Regulation on Known Therapeutic Targets

Our literature search against the Therapeutic Target Database (TTD) [14] found that 48 therapeutic targets were reported to be ovarian cancer-associated, including 18, 20, and 12 targets in three categories, successful, clinical trials and, research, respectively (detailed list in Additional file 1, Table S10). Our data cover 39 of the 48 therapeutic targets, some of which are significantly regulated by LHR activation. 

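Of the therapeutic targets with a fold change in Table S10, 31 had a probe set that lists their symbol alone. Of these, 1 was up-regulated and 1 down-regulated in LHR+ cells, RET with a log2 fold change of 2.27 and IL18 with -1.097. At any LH time, 4 were up-regulated and 1 was down-regulated. The up-regulated genes were EDN1, ERBB2, FOLR1 and KIT. KIT, the stem cell factor receptor gene, had log2 fold changes of 1.53 (adjusted p = 6.06e-05 from limma) after 8 h and 1.61 (adjusted p = 6.1e-06 from limma) after 20 h, and FOLR1, the folate receptor 1 gene, of 1.17 (adjusted p = 2.56e-06 from limma) after 20 h, the latter under the fold threshold as a mean of its probe sets. The remaining genes were not called in any of the 5 transitions.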

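KIF11 encodes a kinesin motor of the mitotic spindle. Its intensity was 3477 ± 176 (SD, n = 3) in LHR- cells, 2385 ± 15.9 in LHR+ cells and 2202 ± 152, 1037 ± 88.3, 1884 ± 55.0 and 1496 ± 72.8 after 1, 4, 8 and 20 h of LH (SD, n = 3 each). The log2 fold change against LHR+ cells was -1.204 (standard error 0.08, adjusted p = 2.73e-07 from limma) after 4 h, the only time at which it was called. After 20 h it was -0.67 (adjusted p = 1.9e-05 from limma), under the fold threshold.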

Table 4 lists four of these targets with the greatest changes in gene expression.

**Table 4:** Illustration of the reported therapeutic targets that are regulated by LHR activation

Type	Target name	LHR+	LH1	LH4	LH8	LH20
Research	Endothelin-1 (ET-1)	-1.1	10.2	4.3	1.8	2.1

Research	Stromal cell-derived factor 1 (SCD-1)	1.2	1.6	10.3	6.3	4.2

Research	Insulin-like growth factor II (IGF2)	-8.7	8.6	11.6	3.9	9.2

Clinical trail	Kinesin-like protein KIF11 (KIF11)	-1.5	-1.1	-2.3	-1.3	-1.6

Fold changes are shown; the category (successful, clinical trial or research) indicates the different phase of the therapeutic targets discovery.

Endothelin-1 (ET-1)-mediated activation of the endothelin-1 receptor is known to result in vasoconstriction and smooth muscle cell proliferation and is implicated in the pathogenesis of hypertension, coronary vasospasms, and heart failure. More recently, it has been shown that ET-1, acting through its G protein-coupled receptor, ET_A_R, is an important component of ovarian cancer initiation and progression [40-42]. These findings have led to an interest in the development of endothelin-converting enzyme-1 inhibitors and small interfering RNAs as a new therapeutic agent for ovarian cancer [43]. Interestingly, the LHR+ cells respond to LH with a 10-fold increase in ET-1 gene expression, peaking at 1 h and remaining slightly elevated up to 20 h. 

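EDN1, the gene of ET-1, had an intensity of 452 ± 61.3 (SD, n = 3) in LHR- and 397 ± 19.3 (SD, n = 3) in LHR+ cells. After LH it was 4026 ± 189 at 1 h, 1725 ± 185 at 4 h, 719 ± 82.9 at 8 h and 856 ± 112 at 20 h (SD, n = 3 each). The log2 fold change was 3.34 (standard error 0.13, adjusted p = 3.1e-09 from limma) at 1 h, 2.11 (adjusted p = 1.51e-07 from limma) at 4 h and 1.101 (adjusted p = 2.1e-05 from limma) at 20 h. At 8 h it was 0.85 (adjusted p = 0.000974 from limma), under the fold threshold, while the dimmer probe sets of the gene were called at 1.06 and 1.01. The call at 20 h was lost when LH20 replicate 1 was left out.

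**Figure D9:**
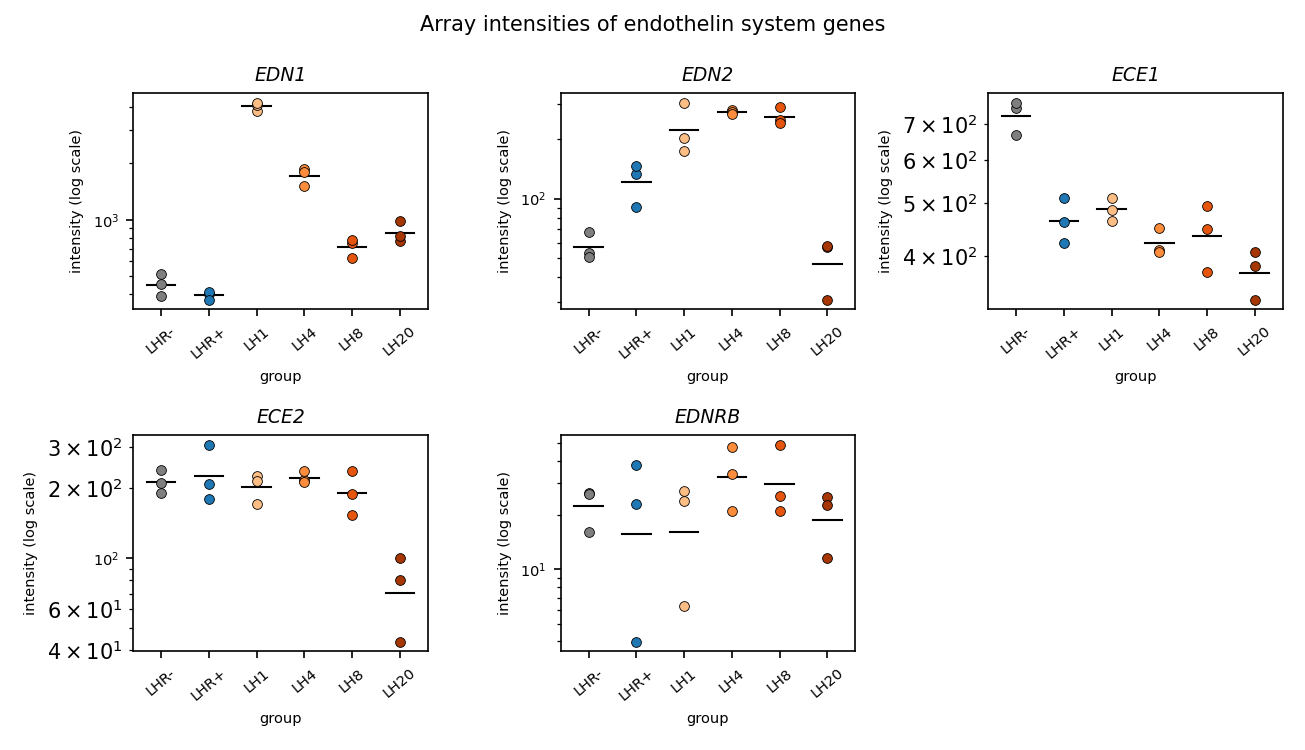
Intensity (y axis, log scale) of EDN1, EDN2, ECE1, ECE2 and EDNRB in each group of arrays (x axis). Lines mark geometric means and points the single arrays. The EDN1 arrays rise to a mean of 4026 at 1 h of LH, and the ECE2 arrays fall to 74.7 at 20 h.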

The LH-mediated increase in ET-1 gene expression was confirmed by qRT-PCR (Figure 3). ET_A_R expression is also increased about 2-fold in response to LH, while there are no significant effects on expression of the genes for endothelin-converting enzyme-1 and the endothelin B receptor. These results alone could indicate a possible enhancement of cell proliferation in response to LH. 

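ECE1, the gene of endothelin-converting enzyme-1, had log2 fold changes between -0.31 after 20 h and 0.07 after 1 h of LH, and none was called. EDNRB, the endothelin B receptor gene, had a low intensity of 21.5 ± 16.8 (SD, n = 3) in LHR+ cells and 34.1 ± 13.4 (SD, n = 3) after 4 h, and its log2 fold change of 1.00 (adjusted p = 0.495 from limma) was not called. EDNRA, the gene of ET_A_R, was not analysed here, because no probe set lists its symbol alone. Of the 6 genes of the endothelin system with a value, EDN2 was up-regulated after 4 and 8 h, with log2 fold changes of 1.17 and 1.09 that fell under the threshold without LHR+ replicate 1, and down-regulated after 20 h at -1.36 (adjusted p = 0.00108 from limma). ECE2 was down-regulated after 20 h at -1.66 (adjusted p = 0.000374 from limma), though not called as a mean of its probe sets. The list was called upward after 1 h (adjusted p = 0.000596 from camera in limma, a call that held) and after 4 h, a call that did not hold. Up-regulated were 1, 2, 1 and 1 of its genes after 1, 4, 8 and 20 h, also adjusted over the list alone.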

LH-mediated LHR activation also significantly up-regulates the stromal cell-derived factor 1 (*SCD-1*) and insulin-like growth factor II (*IGF2*) genes. 

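CXCL12, the gene of stromal cell-derived factor 1, had low intensities on its brightest probe set, 5.51 ± 6.13 (SD, n = 3) in LHR+ cells and 37.5 ± 4.42, 23.1 ± 4.70 and 27.7 ± 22.2 after 4, 8 and 20 h of LH (SD, n = 3 each). Its log2 fold change was 2.96 (adjusted p = 0.128 from limma) after 4 h and was not called. The other probe set changed by 2.97 after 4 h and 3.15 after 20 h, both called. IGF2 was not analysed here, because no probe set lists its symbol alone. Of 13 other genes of the IGF system, 2 were up-regulated after 4 h and 2 after 20 h, also adjusted over the list alone. IGFBP1 rose from 47.4 ± 0.746 to 283 ± 78.2 (SD, n = 3) after 20 h, a log2 fold change of 2.51 (standard error 0.31, adjusted p = 4.01e-05 from limma), and IGF1R changed by 1.14 (adjusted p = 1.17e-06 from limma) after 4 h. At 4, 8 and 20 h the list was called upward (adjusted p = 0.000465, 0.000239 and 0.000484 from camera in limma), and these calls held.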

The former has been reported to increase the invasiveness and migration of breast cancer cells [44], and the latter is known as a fetal promoter of cell proliferation that is involved in various forms of cancer [45]. The up-regulation of just these genes could suggest that LH exerts positive effects on tumor growth and metastasis. 

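Of the genes of metalloproteinases and their inhibitors, none was down-regulated by LH at any time, and after 20 h 3 were up-regulated (1 was down-regulated at 1 h and 1 at 4 h when adjusted over the list alone). They were MMP13, which rose from 242 ± 35.5 to 727 ± 68.2 (SD, n = 3) with a log2 fold change of 1.59 (adjusted p = 3.81e-06 from limma), MMP10, with 1.45 (adjusted p = 0.000323 from limma), and MMP16, with 1.29 (adjusted p = 4.74e-06 from limma) but not called as a mean of its probe sets. MMP1 and MMP2 changed by 0.90 and 0.73 and were not called. MMP9, at an intensity of 21.2 ± 5.78 (SD, n = 3) in LHR+ cells, changed by -0.04 (adjusted p = 0.968 from limma). The median log2 fold change of the list was 0.36 after 20 h (adjusted p = 0.0184 from camera in limma, a call that did not hold with the estimated correlation).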

We know, however, from the experimental evidence that the up-regulation associated with these growth-promoting genes is not manifested in LH-activated LHR+ cells, and thus expression of the other negative regulators, e.g. *c-JUN, TNFSF10, and MMPs*, must assume a dominant role in relating gene expression and tumor cell properties.

## Discussion

This work presents data obtained using a novel epithelial carcinoma cell model for studying the response to LHR expression and activation in ovarian cancer, mimicking a significant percentage of tumors that arise in postmenopausal women, i.e. characterized by LHR expression and high circulating concentrations of LH. Overall, the results showed dramatic changes in the transcriptome elicited by the expression of LHR in SKOV-3 cells with no added ligand and following addition of LH to the LHR+ human ovarian cancer cells. The expression of LHR, in the absence of LH, altered the transcription of 414 genes. This result could arise from a small increase in signaling, e.g. via protein kinases A and C, if the receptor infrequently adopts an active conformation; there may also be some degree of ligand-free signaling of LHR. Functional and pathway analyses revealed both positive and negative effects of LH-mediated LHR activation on LHR+ SKOV-3 cell growth and apoptotic pathways. 

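After LH, TUBAL3 had an intensity of 269 ± 24.5 at 1 h, 172 ± 40.0 at 4 h, 233 ± 39.5 at 8 h and 118 ± 11.3 at 20 h (SD, n = 3 each). Its log2 fold change at 20 h was -1.19 (standard error 0.16, adjusted p = 8.21e-05 from limma), a down-regulation relative to LHR+ cells. TUBB2B changed by -0.13, 0.03, 0.08 and 0.32 at 1, 4, 8 and 20 h, and none of these was called. JUN had a log2 fold change of -0.07 at 8 h (adjusted p = 0.812 from limma) and of -0.97 at 20 h (adjusted p = 3.33e-05 from limma), which missed the fold threshold on its brightest probe set, while its other 3 probe sets were called down-regulated at 20 h.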

Since we know from earlier studies that LH addition to the LHR+ SKOV-3 cells led to an inhibition of growth over a 7-day time course and that LH acted to reduce invasion and migration in short-term *in vitro *assays [20], one can speculate that the dominant transcriptomic changes leading to the observed cellular phenotype in response to LH could involve up-regulation of *TNFSF10, TUBAL3, and TUBB2B*, as examples, and down-regulation of *c-JUN *and the *MMPs*, again as examples.

Conflicting reports on various ovarian carcinoma cell lines have appeared, perhaps reflecting to some extent the heterogeneous nature of ovarian cancer as reflected in the cell lines used [6], as well as possible further dedifferentiation of the cells in long-term culture. For example, there are several reports on SKOV-3 cells showing the presence of LHR by Western blots and responses to LH, including increased: cell proliferation (at 0.1 and 1 μg/mL, but not at 10 ng/mL) and invasiveness, MMPs 2 and 9, cyclooxygenases 1 and 2, and AKT, and decreased tissue inhibitor of metalloproteinase-1 [46,47]. However, other reports, based on PCR, [^125^I-hCG] binding, and immunohistochemistry, failed to detect LHR in SKOV-3 cells [14,15,20]; moreover, 0.1 μg/mL of hCG [19] and 0.5 μg/mL of LH [20] did not lead to increased proliferation. These discrepancies are not easily explained, other than the real possibility that different variants exist in SKOV-3 cells, arising perhaps from long-term culture and passage number. Hence, each report in which the presence or absence of LHR is documented must be based on its own merit. 

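LHR is encoded by LHCGR, for which the array holds 1 probe set. Its intensity was 0.762 ± 0.329 (SD, n = 3) in LHR- cells and 0.997 ± 0.618 (SD, n = 3) in LHR+ cells, a log2 fold change of 0.15 (adjusted p = 0.86 from limma). Over all 18 arrays it lay between 0.196 and 4.11, where the median intensity of all probe sets was 51.2. Transcripts of the receptor were thus not seen with this probe set in either kind of cell. The part of the transcript that the probes cover, and whether the transfected construct contains it, are not known from the files. The gene of the FSH receptor, FSHR, was also low, between 0.262 and 13.4.

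**Figure D10:**
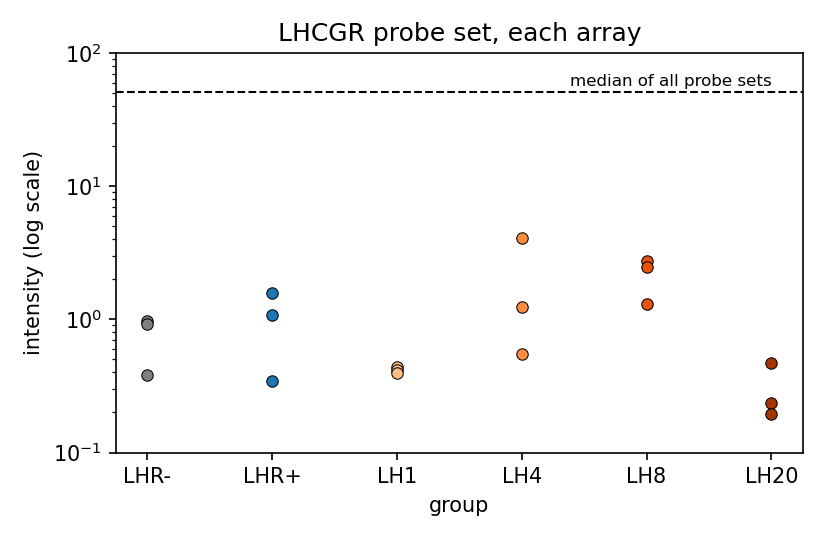
Intensity of the LHCGR probe set (y axis, log scale) in each of the 18 arrays, grouped on the x axis. The dashed line is the median of all probe sets, 51.2, and all points lie below it.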

For the studies reported herein, we have confidence that the mock-transfected SKOV-3 cells used do not express LHR, while the transfected cells express a functional gonadotropin receptor.

To examine if the LH-mediated alteration in gene expression is specific to SKOV-3 cells, we compared the gene expression changes reported in other cell types include human cumulus cells [48], granulosa lutein cells [49], and granulosa cells [50], all modulated by LH or FSH (Additional file 1, Table S11). Among our so-identified differentially expressed genes that also overlap with those reported in each of the above studies, only a small portion of genes, say 7 (out of 21), 4 (out of 6), and 5 (out of 23), shows consistent alteration in SKOV-3 versus other cells. Another study reported human LH (2-4 μg/mL) and CG (10 IU/mL) consistently evoked oscillatory calcium signals in HEK293 cells transfected with the human LH receptor [51]. Our findings that the moderately activated calcium-mediated signaling pathway and the calcium ion-binding pathway reflected by the up-regulated genes may suggest a similar effect in SKOV-3 cells, which needs further investigation. These studies suggest that LH-mediated LHR activation impacts on various types of cells, but some of the alterations identified in the current study are more specific to SKOV-3 cancer cells.

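Table S6 lists 7 calcium signaling genes for LHR expression. Of these, BST1, ADORA2B and PDE1C were up-regulated in LHR+ cells, with log2 fold changes of 2.34 (adjusted p = 5.75e-08 from limma), 1.81 (adjusted p = 3.31e-05 from limma) and 1.77. ERBB4 and PLN were down-regulated, and CCKAR changed by -0.71 and was not called (adjusted p = 0.348 from limma), while another of its probe sets was called down-regulated, with a fold change of -14.5. The calcium channel subunit gene CACNG4 was up-regulated from 27.9 ± 15.3 (SD, n = 3) to 361 ± 17.1 (SD, n = 3) with LHR expression and was not called at any LH time. After LH, ADORA2B was down-regulated, at -1.06 after 8 h and -1.61 after 20 h. PLN, the phospholamban gene, was not called after LH on its brightest probe set, while another of its probe sets was called up-regulated at every time, by 2.78 after 1 h.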

An analysis based on transcriptomic profiling alone is far from adequate to accurately conclude the overall effects of LH-mediated LHR activation on ovarian cancer, but this work exemplifies the gargantuan amount of information and cellular responses associated with LHR expression and activation in ovarian epithelial cancer cells. The involvement of several pathways deserves further elaboration.

***Gap junction ***gene alterations were revealed by a number of up-regulated connexins that are known to function as tumor suppressors, regulating cell growth, differentiation, and, possibly, metastasis. The most highly expressed genes of the connexins, including *GJA1, GJA3*, and *GJA7*, were moderately up-regulated. It is known that cancer cells frequently exhibit down-regulation of gap junction proteins [52], and chemopreventative treatments to increase connexins offer improved anticancer activity; thus, viewed from the up-regulation of connexin genes, LH may exhibit a moderate negative effect on cancer growth and migratory properties. This observation is consistent with the finding that LH reduces the growth rate, migration, and invasiveness of LHR+ SKOV-3 cells [20].

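GJA1, the gene of connexin 43, rose from 4795 ± 217 (SD, n = 3) in LHR+ cells to 8571 ± 588 after 8 h and 9648 ± 447 after 20 h of LH (SD, n = 3 each). At 20 h its log2 fold change was 1.01 (standard error 0.08, adjusted p = 1.22e-06 from limma), just above the fold threshold, and it fell below it when the arrays were brought to equal medians. GJA3 and GJC1, the present name of GJA7, had log2 fold changes of 0.41 (adjusted p = 0.00081 from limma) and 0.36 (adjusted p = 0.0149 from limma) after 20 h. Both are under the fold threshold. At the earlier times the values of both genes lay between -0.18 and 0.11. Of 10 connexin genes, 1 was up-regulated after 4 h and 3 after 20 h, and none was down-regulated (1 and 4 adjusted over the list alone). At 20 h the list was called upward (median 0.78, adjusted p = 0.0118 from camera in limma), a call that held, while the calls at 4 and 8 h did not hold.

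**Figure D11:**
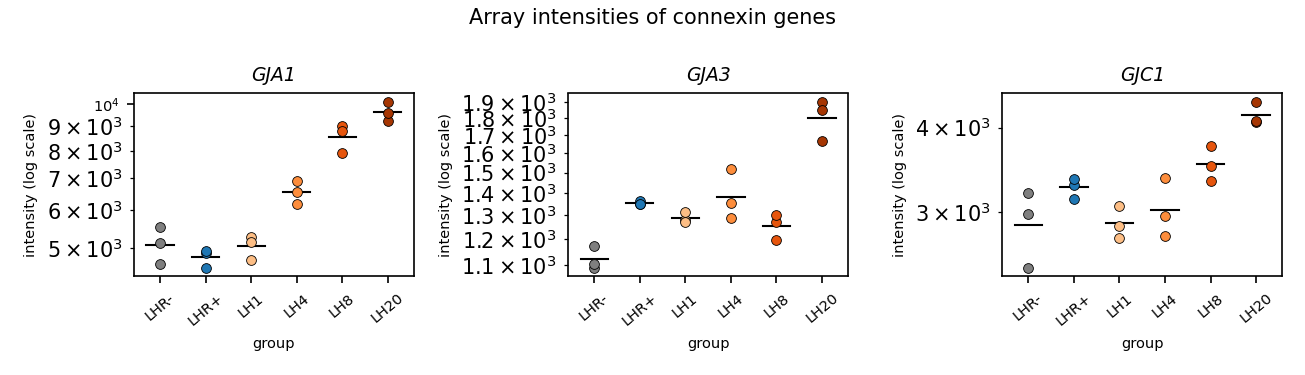
Intensity (y axis, log scale) of GJA1, GJA3 and GJC1 in each group of arrays (x axis). Points show the 3 arrays of a group, and lines their geometric mean. The GJA1 arrays rise with time to a mean of 9648 at 20 h of LH.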

***Apoptosis ***plays an important role in cancer development and is closely associated with the cell cycle. In the present research, 61 of the 2,373 genes of interest were found to participate in apoptosis, and their functions range from promoting or inhibiting the pathway. There are minimal effects on the most apoptosis-related genes, including *P53, P21, BCL-2, BAX*, and *BAD*, but significant down-regulation of some other genes, such as *CACSP1, PPP1R15A, PLEKHF1, BMF TRAF3*, and *FAS*, may indicate a moderate inhibition of apoptosis. This possibility, of course, needs further investigation. These results complement and extend the observations of others on LHR+ OVCAR-3 cells, in which it was shown that LH inhibited cisplatin-induced apoptosis by increasing the expression of the IGF gene but not those for BCL-2 and BAX [53].

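CDKN1A, the gene of p21, changed by 0.58 after 20 h of LH, BAX by -0.17 and BAD by -0.01, none of them called at any time. BCL2 was down-regulated after 20 h on its brightest probe set, at -1.22 (adjusted p = 6.06e-05 from limma), and not as a mean of its 4 probe sets. BMF, a pro-apoptotic gene of the BCL2 family, fell from 846 ± 45.1 (SD, n = 3) to 198 ± 46.4 (SD, n = 3) after 4 h, a log2 fold change of -2.11 (standard error 0.15, adjusted p = 6.68e-07 from limma), and was back at 1154 ± 64.6 after 20 h. PPP1R15A and PLEKHF1 were down-regulated after 20 h, with log2 fold changes of -1.08 (adjusted p = 0.000154 from limma) and -1.06 (adjusted p = 8.64e-05 from limma). Each lost its call when a single LH20 array was left out, replicate 3 for PPP1R15A and replicate 1 for PLEKHF1. FAS changed by -0.34 and TRAF3 by -0.15 after 20 h, not called on their brightest probe sets, while a dimmer probe set of each was called down-regulated. CASP1 was not called at any LH time on its brightest probe set, and rose by 2.92 after 20 h on another probe set. As a list, 24 apoptosis regulators were not called at any LH time, with 3 down-regulated and 1 up-regulated after 20 h, also adjusted over the list alone. The one that rose was BCL2L11, the gene of BIM, at 1.70 (adjusted p = 1.71e-08 from limma), though not as a mean of its probe sets.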

***Natural killer cell-mediated cytotoxicity ***was selected because of its involvement in cancer treatment and its inclusion of the six differentially expressed genes such as *TNFSF10*, one of the most highly up-regulated genes observed in this study. *TNFSF10 *has been studied extensively in relation to human cancer because of its cytotoxic effects on tumor cells. Its encoded protein, TRAIL, can bind to members of the TNF superfamily and induce apoptosis. 

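In a list of 15 genes of death receptor signaling that contains TNFSF10, 1 gene was up-regulated after 20 h of LH and 1 was down-regulated, also adjusted over the list alone. The second was CFLAR, an inhibitor of death receptor signaling, which fell from 1231 ± 106 (SD, n = 3) to 578 ± 83.4 (SD, n = 3), a log2 fold change of -1.097 (standard error 0.12, adjusted p = 9.87e-06 from limma). It was not called as a mean of its probe sets or without LH20 replicate 3. The list's median was 0.18, and the list was not called at 20 h (adjusted p = 0.295 from camera in limma). At 4 h it was called upward, with a median of 0.17, a call that did not hold.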

The dramatic up-regulation of *TNFSF10 *in the presence of LH may indicate enhanced apoptosis. However, many transformed cell lines have also shown resistance to the effects of the protein, despite expressing the appropriate receptors [54]. 

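Osteoprotegerin is encoded by TNFRSF11B. Its brightest probe set had an intensity of 37.1 ± 13.7 (SD, n = 3) in LHR- cells, 26.3 ± 3.05 in LHR+ cells and 43.5 ± 9.33 after 20 h of LH (SD, n = 3 each). The log2 fold changes were -0.41 (adjusted p = 0.445 from limma) with LHR expression and 0.69 (adjusted p = 0.115 from limma) after 20 h, and neither was called. Its other probe set was called in both, down-regulated with LHR expression and up-regulated after 20 h of LH.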

Tumor cell survival may be due, in part, to the inhibition of TRAIL activity, e.g. to the expression of osteoprotegerin (OPG) [55]. More studies need to be performed to infer the effectiveness of this up-regulation on apoptosis of ovarian tumor cells. Another oncogene, *VAV3*, known to regulate cell growth and androgen receptor activity in prostate cancer [56], also showed a significant increase with LH addition. These two alterations strongly suggest that further studies on the LH-induced effects of natural killer cell-mediated cytotoxicity are warranted on ovarian cancer.

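VAV3 rose from 32.9 ± 11.6 (SD, n = 3) in LHR- to 232 ± 37.3 (SD, n = 3) in LHR+ cells, a log2 fold change of 2.82 (adjusted p = 1.7e-06 from limma). After LH it was 209 ± 42.6 at 1 h, 91.6 ± 14.3 at 4 h, 198 ± 34.7 at 8 h and 1366 ± 91.5 at 20 h (SD, n = 3 each). The decrease at 4 h had a log2 fold change of -1.33 (adjusted p = 0.00188 from limma) and the increase at 20 h one of 2.56 (standard error 0.22, adjusted p = 1.8e-06 from limma), both called.

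**Figure D12:**
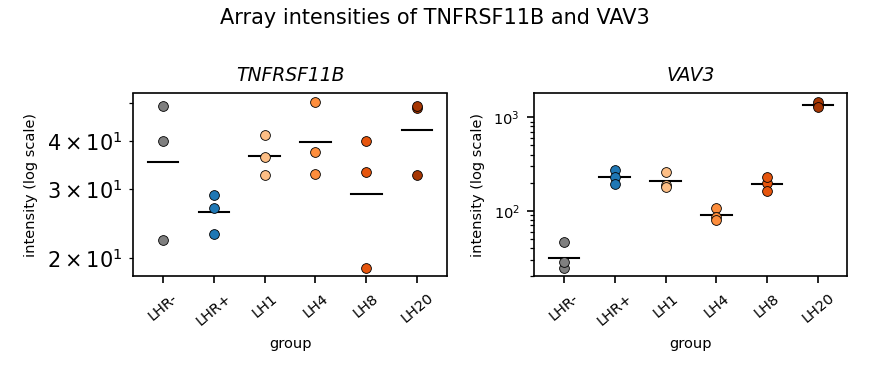
Intensity (y axis, log scale) of TNFRSF11B and VAV3 in each group of arrays (x axis). The points are single arrays, with lines at the geometric means. VAV3 has a mean of 91.6 at 4 h and 1366 at 20 h of LH.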

***The Jun and Fos family of transcription factors ***are discussed because of the observed effects that LHR expression and LH-mediated activation had on their gene expression, as well as their integral roles in cancer development. The oncogene, *c-JUN*, was found to play a role in promoting the cell cycle through stimulation of Ras, specifically activating crucial cell-cycle regulators and thus inducing the G1-S transition and enhancing cancer development and progression. Other members of the *Jun *family, such as *JUNB *and *JUND*, were found to have opposing functions to that of *c-JUN*, and in most cancers are observed to exhibit decreased expression [57]. In the present study, *c-JUN *expression was decreased after 20 h of incubation with LH, while the expression of *JUNB *and *JUND *showed only marginal changes. 

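JUN, the gene of c-JUN, had an intensity of 4972 ± 781 (SD, n = 3) in LHR+ cells on its brightest probe set, 4694 ± 111 after 8 h and 2513 ± 193 after 20 h of LH (SD, n = 3 each). The log2 fold change at 20 h was -0.97 (standard error 0.12, adjusted p = 3.33e-05 from limma). The LH20 and LHR+ arrays were completely separated, but the fold threshold of 2 was not reached. The other 3 probe sets of JUN changed by -1.24, -1.32 and -1.16 and were called. JUNB changed by 0.87 (adjusted p = 0.00276 from limma) and JUND by 0.23 (adjusted p = 0.0495 from limma) after 20 h, neither of them called at any time. FOSL1, a Fos family gene, was down-regulated at 4, 8 and 20 h, with log2 fold changes of -1.73, -1.76 and -3.01 (adjusted p = 2.44e-10 from limma).

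**Figure D13:**
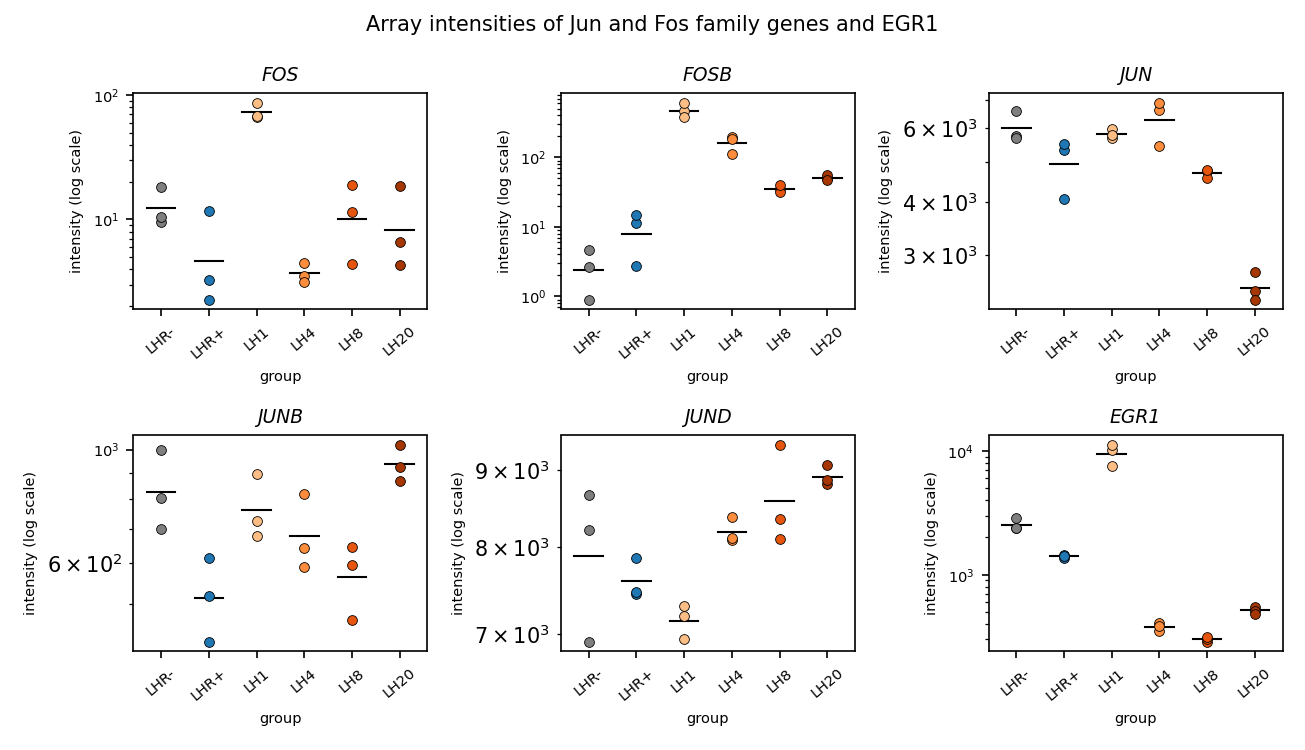
Intensity (y axis, log scale) of FOS, FOSB, JUN, JUNB, JUND and EGR1 in each group of arrays (x axis). Single arrays are points, and the group's geometric mean is a line. The FOS, FOSB and EGR1 arrays peak at 1 h of LH, and the JUN arrays are lowest at 20 h, at a mean of 2513.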

The importance of *JUN *expression in cancer development may indicate that its down-regulation could provide beneficial effects in controlling cancer and that the consequential up-regulation of a few less important cancer-promoting genes may be tolerated in view of the overall benefits achieved by controlling *JUN*. However, highly significant changes in *FOS *(16↑) and *FOSB *(61↑) after 1 h of LH treatment indicate an enhanced regulation in cell proliferation, malignant transformation, and invasion. It has been reported that relatively high concentrations of LH increases proliferation and invasiveness of SKOV-3 cells [46,47], which is somewhat surprising in view of the absence of measureable LHR expression in these cells [14,19,20]. 

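FOS rose from 5.76 ± 5.23 (SD, n = 3) in LHR+ cells to 73.3 ± 10.9 (SD, n = 3) after 1 h of LH and was 3.72 ± 0.677 after 4 h. Its log2 fold change at 1 h was 3.72 (standard error 0.58, adjusted p = 0.00558 from limma), though it was not called in a fit of these 2 groups alone. FOSB rose from 9.61 ± 6.22 to 479.7 ± 112 after 1 h (SD, n = 3), a log2 fold change of 5.71 (standard error 0.47, adjusted p = 1.58e-05 from limma). It remained called at the later times, at 4.16, 2.01 and 2.53, where the call at 8 h was lost in a fit of these 2 groups alone. The low intensities in LHR+ cells make the size of both increases imprecise.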

An opposite finding was observed in LHR+ SKOV-3 cells [20]. Again, further investigations are needed to elucidate the overall effects of LH regulation on ovarian cancer.

***The cell cycle ***was chosen because of its importance in the regulation of cell proliferation, whose control mechanisms are often altered in cancer, leading to aberrant cell growth [58]. 

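Of 44 genes of the G2/M transition and mitosis, 1 was down-regulated in LHR+ cells, and 0, 24, 2 and 19 after 1, 4, 8 and 20 h of LH. None was up-regulated, and the counts were the same adjusted over the list alone. Their median log2 fold change was -0.39 with LHR expression, and -0.10, -1.07, -0.60 and -0.93 after 1, 4, 8 and 20 h of LH. The list was called downward in all 5 transitions, with an adjusted p of 3.54e-20 with LHR expression, 4.9e-06 at 1 h and 3.26e-57 at 4 h (camera in limma), and all 5 calls held. Between 4 and 8 h the median moved back toward 0. NDC80, a kinetochore gene, fell from 2734 ± 236 (SD, n = 3) to 686 ± 36.2 (SD, n = 3) after 4 h, and BUB1, a spindle checkpoint gene, was down-regulated with LHR expression at -1.27 (adjusted p = 2.33e-05 from limma) and after 4, 8 and 20 h of LH at -1.67 (adjusted p = 2.18e-06 from limma), -1.28 and -1.65. MKI67, a marker of proliferating cells, was down-regulated at -1.28 after 4 h, -1.30 after 8 h and -2.19 after 20 h, with no return between 4 and 8 h. For the 41 genes of the G1/S transition and DNA replication, the median was -0.15 with LHR expression and -0.15 after 20 h, and these downward calls held (adjusted p = 0.0383 and 0.0474 from camera in limma). The call at 1 h did not hold, and at 4 and 8 h the list was not called. Of its genes, 1, 1 and 2 were down-regulated at 4, 8 and 20 h, also adjusted over the list alone. CCND1, the gene of cyclin D1, fell from 1048 ± 105 to 169.6 ± 13.2 (SD, n = 3) after 20 h.

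**Figure D14:**
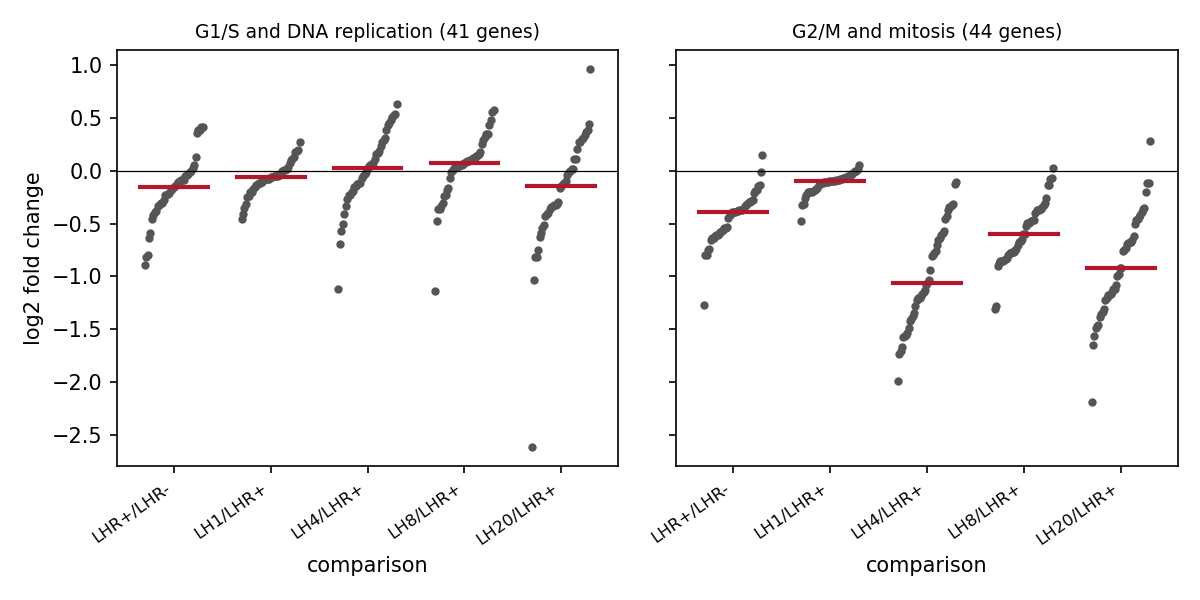
Log2 fold change (y axis) of the genes of the G1/S and DNA replication list (left, 41 genes) and of the G2/M and mitosis list (right, 44 genes) in the 5 transitions (x axis). Each point is 1 gene and the red line is the median. In the right panel the median is lowest at LH4/LHR+, at -1.07.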

In the present study, most of the cell cycle-related genes were found to be involved at the G1/S and G2/M transitions and were down-regulated by LHR expression and activation. Other stages of the cell cycle in which altered gene expression was found include chromosome segregation, anaphase, mitotic spindle localization, and the spindle checkpoint. The down-regulation of cell cycle-associated genes is consistent with a reduced proliferation rate in the presence of LH.

***MAPK ***pathways are involved in the regulation of several physiological responses, such as cell proliferation, apoptosis, cell differentiation, and tissue development. Earlier studies have implicated the involvement of the MAPK cascade in carcinogenesis after linking the constitutive activity of MAPK proteins to be associated with cell transformation [6]. Therefore, the MAPK pathway has been considered a target pathway for cancer therapy [59]. Our data analysis revealed that, for each transition, the MAPK cascade had significant changes in gene expressions, as shown in Additional file 1, Table S8. However, it is inconclusive whether the LH effect through the MAPK pathway is growth enhancing or suppressing based on the gene expression data alone. 

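Of the genes with a fold change in Table S8, 40 had a probe set that lists their symbol alone. Called were 9 with LHR expression, and 5, 9, 5 and 18 after 1, 4, 8 and 20 h of LH. They included MAP2K6, a MAP kinase kinase gene, which was down-regulated with LHR expression and rose from 6.73 ± 4.99 (SD, n = 3) to 90.3 ± 6.18 (SD, n = 3) after 20 h of LH. Its decrease with LHR expression missed the threshold when 16 was added to each intensity. The list of 18 feedback regulators of MAPK signaling, written before the data were examined, was called upward after 1 h (median 0.19, adjusted p = 6.34e-10 from camera in limma), a call that held. Up-regulated at that time were 4 genes, also adjusted over the list alone, among them DUSP5 at 2.39 (adjusted p = 7.8e-08 from limma) and SPRY2 at 1.53 (adjusted p = 1.55e-05 from limma). After 20 h, 4 genes were down-regulated and 1 was up-regulated (the same adjusted over the list alone). The downward calls at 8 and 20 h did not hold. DUSP6 changed by 0.80 after 1 h, -1.01 after 8 h, close to the threshold and lost in several settings, and -1.22 after 20 h on its brightest probe set.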

The results obtained herein and in the earlier study [20] on the LHR+ SKOV-3 cells are consistent with reports that hCG is protective for breast cancer [60]. Others, working with breast cancer MCF-7 cells, provided evidence that hCG decreases the proliferation and invasiveness of these cells by inhibiting NF-κB and AP-1 activation [61]. Clearly, further studies are needed on a variety of ovarian carcinoma cell lines and primary cells to sort out the role of LH and hCG on cellular properties. From the data available, it seems unlikely that LH is tumorigenic for ovarian cancer [15], but its actions in cellular proliferation, invasiveness, and migration remain controversial.

Ongoing and additional studies are required to enable transcriptomic profiling to be useful as a diagnostic technique and as a template for treatment and biomarker discovery. The results presented herein represent but one example of many showing that microarray results alone, while providing extremely valuable information, often gives conflicting suggestions of cellular properties and always require functional studies to sort out the dominant pathways. One of the major findings of this work was the observation that > 100 proteins may be secreted into circulation in response to LH activation of the LHR in the SKOV-3 cells. This prediction, based on our documented approach [38,62], warrants further investigation in a diligent effort using clinical samples and these suggested proteins in an attempt to discover new biomarkers for ovarian cancer.

## Conclusions

Using LHR+ SKOV-3 ovarian cancer cells, our studies have demonstrated that the presence of LHR and its activation by LH results in differential expression of over 2,370 genes, leading to alterations in myriad cellular pathways. Up-regulation of several genes is consistent with the measured cellular responses to LH, i.e. a reduction in proliferation and migration. Further, over 100 proteins are suggested as potential serum markers in LHR+ ovarian neoplasms in the presence of LH, e.g. a large majority of post-menopausal women.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

JC performed the analysis and drafted the manuscript. BMM and JBE contributed for the pathway analysis and discussion. SWW performed cell culture experiments and PCR, and PD helped with the PCR validation. YX participated in the discussion and revision the manuscript. DP conceived the design, provided financial support, and revised the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/11/280/prepub

## Supplementary Material

Additional file 1 **Supplementary tables**. Table S1 23 differentially expressed genes that are used for PCR validation. Table S2 Statistics of genes with their geometric mean fold-change > = 2 across any time course. Table S3 Identified 2373 differentially expressed genes, among which 689 are reported to be cancer related. Table S4 12 expression patterns that identified in 2373 differentially expression genes, which is corresponding to the blue plots in Table 1 in the main text. Table S5 The eight most significantly down-regulated genes with introduction of the LH receptor, and affected pathways. Table S6 Pathways impacted by LHR introduction (fold-change of gene expressed indicated in parentheses). Table S7 Pathways impacted by LH treatment (fold-change of gene expressed indicated in parentheses). Table S8 Expression differentiation of the genes involved in the MAPK pathway. Table S9 Two lists of genes including 185 and 248, respectively, which are identified as highly-expressed and under-expressed in all cancer cells versus normal cells. (The 106 genes that are specific to ovarian cancer and 103 that are predicted to be blood secreted are indicated). Table S10 48 therapeutic targets reported to be ovarian cancer-associated (expression fold-changes are shown; "-" indicates that the corresponding genes are not included in the microarray chip platform). Table S11 Differential gene expression compared to those observed in other cells modulated by LH or FSH. Click here for file

Additional file 2 **Supplementary figures**. Figure S1 Evaluation of the Microarray data quality and. Figure S2 qRT-PCR measures of gene TNFSF10 and ET-1 Click here for file

# Supplementary material for: Regulation of gene expression in ovarian cancer cells by luteinizing hormone receptor expression and activation
**Source:** BMC Cancer. 2011 Jun 28;11:280. doi: 10.1186/1471-2407-11-280
**Supplement:** Additional file 1 — Supplementary tables. Table S1 23 differentially expressed genes that are used for PCR validation. Table S2 Statistics of genes with their geometric mean fold-change > = 2 across any time course. Table S3 Identified 2373 differentially expressed genes, among which 689 are reported to be cancer related. Table S4 12 expression patterns that identified in 2373 differentially expression genes, which is corresponding to the blue plots in Table 1 in the main text. Table S5 The eight most significantly down-regulated genes with introduction of the LH receptor, and affected pathways. Table S6 Pathways impacted by LHR introduction (fold-change of gene expressed indicated in parentheses). Table S7 Pathways impacted by LH treatment (fold-change of gene expressed indicated in parentheses). Table S8 Expression differentiation of the genes involved in the MAPK pathway. Table S9 Two lists of genes including 185 and 248, respectively, which are identified as highly-expressed and under-expressed in all cancer cells versus normal cells. (The 106 genes that are specific to ovarian cancer and 103 that are predicted to be blood secreted are indicated). Table S10 48 therapeutic targets reported to be ovarian cancer-associated (expression fold-changes are shown; "-" indicates that the corresponding genes are not included in the microarray chip platform). Table S11 Differential gene expression compared to those observed in other cells modulated by LH or FSH.

**Table S1** 23 differentially expressed genes that are used for PCR validation

<http://csbl.bmb.uga.edu/~juancui/Publications/OvCan2011/Supplementary_table_1_genes_for_PCR.xls>

**Table S2** Statistics of genes with their geometric mean fold-change >=2 across any time course.

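Table S2 counts the genes that changed between groups. Between consecutive LH times, the criteria described for the arrays called 166 genes up-regulated and 188 down-regulated from 1 to 4 h, 130 and 129 from 4 to 8 h, and 467 and 440 from 8 to 20 h. An adjusted p under 0.1 from limma alone was reached by 1702, 1591 and 5048 genes in these 3 comparisons. These counts concern genes, and 1 gene may stand for several probe sets of the array.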

|  | **LHR+** | **LH1h** | **LH4h** | | **LH8h** | | **LH20h** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | *LHR+/LHR-* | *LH1/LHR+* | *LH4/LHR+* | *LH4/LH1* | *LH8/LHR+* | *LH8/LH4* | *LH20/LHR+* | *LH20/LH8* |
| **Up** | 144 | 137 | 296 | 191 | 182 | 108 | 665 | 410 |
| **Down** | 270 | 13 | 167 | 178 | 130 | 199 | 708 | 441 |
| **Total** | 414 | 150 | 463 | 369 | 312 | 307 | 1373 | 851 |
| unique genes involved: 2,373 | | | | | | | | |
| Cancer related genes: 689 ; Ovarian expressed: 265 | | | | | | | | |

**Table S3** Identified 2373 differentially expressed genes, among which 689 are reported to be cancer related.

<http://csbl.bmb.uga.edu/~juancui/Publications/OvCan2011/Supplementary_table_3_identified_genes.xls>

**Table S4** 12 expression patterns that identified in 2373 differentially expression genes, which is corresponding to the blue plots in Table 1 in the main text. The detailed gene lists for each clusters can be accessed at <http://csbl.bmb.uga.edu/~juancui/Publications/OvCan2011/Supplementary_table_4_identified_clusters.xls>

**Table S5** The eight most significantly down-regulated genes with introduction of the LH receptor, and affected pathways

| **Gene** | **Max. fold Change with LHR** | **Pathways in which the gene is involved** |
| --- | --- | --- |
| CFI | -46 | Complement and coagulation cascades |
| ERBB4 | -46 | ErbB signaling pathway  Calcium signaling pathway  Dorso-ventral axis formation |
| CASP1 | -44 | Neurodegenerative Diseases  Huntington's disease  Dentatorubropallidoluysian atrophy (DRPLA) |
| UGT8 | -43 | Sphingolipid metabolism |
| KRT16 | -42 | Cell Communication |
| PLN | -42 | Calcium signaling pathway |
| TYR | -38 | Tyrosine metabolism  Riboflavin metabolism  Alkaloid biosynthesis I  Melanogenesis |
| COL3A1 | -37 | Cell Communication  Focal adhesion  ECM-receptor interaction |

**Table S6** Pathways impacted by LHR introduction (fold-change of gene expressed indicated in parentheses)

| **Pathway** | **General function** | **Differentially expressed genes with LHR introduction** | | | **LH1/LHR+** | **LH4/LHR+** | **LH8/LHR+** | **LH20/LHR+** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Genes involved** | **Up**  **regulated** | **Down**  **regulated** |
| Cell communication | Cell growth, signal transmitting, including Focal adhesion, adherens junction, tight junction, gap junction | COL11A1  DSC3  LAMB3  KRT7  COL4A1  KRT17  LAMC2  COL6A3  LAMA3  COL5A2  TNC  COL1A2  COL3A1  KRT16 | COL11A1 (52) | DSC3 (-2)  LAMB3 (-2)  KRT7 (-2)  COL4A1 (-2)  KRT17 (-3)  LAMC2 (-3)  COL6A3 (-4)  LAMA3 (-5)  COL5A2 (-5)  TNC (-5)  COL1A2 (-8)  COL3A1 (-37)  KRT16 (-42) |  |  | KRT17 (3) | LAMA3 (2)  COL5A2 (3)  TNC (-2)  COL1A2 (3) |
| ECM-receptor interaction | tissue and organ morphogenesis; maintenance of cell and tissue structure and function; control of cellular activities such as adhesion, migration, differentiation, proliferation, and apoptosis | COL11A1  LAMB3  COL4A1  LAMC2  COL6A3  LAMA3  TNC  ITGA11  COL1A2  COL3A1  COL5A2 | COL11A1 (52) | LAMB3 (-2)  COL4A1 (-2)  LAMC2 (-3)  COL6A3 (-4)  LAMA3 (-5)  TNC (-5)  ITGA11 (-7)  COL1A2 (-8)  COL3A1 (-37)  COL5A2 (-5) |  |  |  | LAMA3 (2)  TNC (-2)  COL1A2 (3)  COL5A2 (3) |
| Focal adhesion | cell motility, cell proliferation, cell differentiation, regulation of gene expression and cell survival | COL11A1  VAV3  LAMB3  COL4A1  LAMC2  PIK3R3  COL6A3  LAMA3  PAK6  TNC  ITGA11  COL1A2  COL3A1  COL5A2 | COL11A1 (52)  VAV3 (7) | LAMB3 (-2)  COL4A1 (-2)  LAMC2 (-3)  PIK3R3 (-3)  COL6A3 (-4)  LAMA3 (-5)  PAK6 (-5)  TNC (-5)  ITGA11 (-7)  COL1A2 (-8)  COL3A1 (-37)  COL5A2 (-5) |  | --  VAV3 (-3) |  | --  VAV3 (6)  LAMA3 (2)  TNC (-2)  COL1A2 (3)  COL5A2 (3) |
| Eicosanoid metabolism | intracellular signal cascades; complex control in [inflammation](http://en.wikipedia.org/wiki/Inflammation) or [immunity](http://en.wikipedia.org/wiki/Immune_system) | CYP2J2  PTGIS  PTGS1 | PTGS1 (3) | CYP2J2 (-3)  PTGIS (-5) |  |  |  |  |
| IL 18 Signaling pathway | stimulates cell differentiation and involvement in immune responses; induction of apoptosis | IL18  CASP1 |  | IL18 (-2)  CASP1 (-44) |  |  |  |  |
| Complement and coagulation cascade | opsonization of pathogens, the recruitment of inflammatory and immunocompetent cells, and the direct killing of pathogens | PLAUR  CD55  PLAT  SERPINA1  C1S  CFH  CFI |  | PLAUR (-2)  CD55 (-3)  PLAT (-3)  SERPINA1 (-4)  C1S (-5)  CFH (-19)  CFI (-46) |  | PLAUR (2)  CD55 (3) | CD55 (3) | CD55 (4)  PLAT (3)  SERPINA1 (-3)  CFH (2) |
| Nitrogen metabolism |  | CA2  ASRGL1  GLS | CA2 (3)  ASRGL1 (3) | GLS (-2) |  |  | GLS (2) | CA2 (-2)  ASRGL1 (-3)  GLS(3) |
| Notch signaling pathway | intercellular signaling mechanism essential for proper embryonic development | DTX1  JAG2  JAG1  HES1 | DTX1 (7)  JAG2 (4) | JAG1 (-2)  HES1 (-4) | HES1 (4) | JAG1 (2) |  | HES1 (2) |
| Nicotinate and nicotinamide metabolism |  | NNT  BST1  NMNAT2 | NNT (13)  BST1 (5) | NMNAT2 (-2) |  |  |  | NMNAT2 (-2) |
| ErbB signaling pathway | regulate proliferation, differentiation, cell motility, and survival | NRG1  PIK3R3  BTC  PAK6  ERBB4 | NRG1 (4) | PIK3R3 (-3)  BTC (-5)  PAK6 (-5)  ERBB4 (-46) |  |  |  | NRG1 (-8)  ERBB4 (6) |
| Small cell lung cancer | cell-cycle progression; proliferation and apoptosis | LAMB3  COL4A1  LAMC2  PIK3R3  LAMA3 |  | LAMB3 (-2)  COL4A1 (-2)  LAMC2 (-3)  PIK3R3 (-3)  LAMA3 (-5) |  |  |  | LAMA3 (2) |
| Leukocyte transendothelial migration | immune surveillance and inflammation | VAV3  CLDN4  MMP2  RAPGEF3  F11R  PIK3R3 | VAV3 (7) | CLDN4 (-2)  MMP2 (-2)  RAPGEF3 (-2)  F11R (-3)  PIK3R3 (-3) |  | VAV3 (-3)  CLDN4 (-2) |  | VAV3 (6)  RAPGEF3 (2)  F11R (2) |
| TGF-beta signaling pathway | proliferation, apoptosis, differentiation and migration regulation | INHBB  BMP8B  BAMBI  CUL1  INHBE  DCN | INHBB (6)  BMP8B (3) | BAMBI (-2)  CUL1 (-4)  INHBE (-4)  DCN (-5) |  | INHBE (-3) |  | BAMBI (-4)  CUL1 (-3)  INHBE (-5)  DCN (7) |
| Axon guidance | key stage in the formation of neuronal network | SLIT3  SEMA4G  ABLIM3  NTNG1  PLXNA2  PAK6 | SLIT3 (5)  SEMA4G (4) | ABLIM3 (-2)  NTNG1 (-3)  PLXNA2 (-4)  PAK6 (-5) |  |  |  | SEMA4G (2)  NTNG1 (2) |
| Calcium signaling pathway | signal transduction, e.g. involved in muscle contraction | BST1  ADORA2B  PDE1C  ADRB2  CCKAR  PLN  ERBB4 | BST1 (5)  ADORA2B (4)  PDE1C (3) | ADRB2 (-2)  CCKAR (-17)  PLN (-42)  ERBB4 (-46) | ADRB2 (4)  PLN (2) |  | ADORA2B (-2) | ADORA2B (-3)  ERBB4 (6) |
| Cytokine-cytokine receptor interaction | intercellular regulation of innate as well as adaptive inflammatory host defenses, cell growth, differentiation, cell death, angiogenesis, and development and repair processes | INHBB  IL18  IL1R1  FAS  KITLG  INHBE  TNFRSF19  CXCL1  TNFSF10 | INHBB (6) | IL18 (-2)  IL1R1 (-3)  FAS (-3)  KITLG (-4)  INHBE (-4)  TNFRSF19 (-5)  CXCL1 (-5)  TNFSF10 (-7) | CXCL1 (8) | IL1R1 (4)  INHBE (-3)  CXCL1 (6) | IL1R1 (3) | IL1R1 (4)  INHBE (-5)  CXCL1 (5)  TNFSF10 (69) |
| Apoptosis | cell death | IL1R1  FAS  PIK3R3  TNFSF10 |  | IL1R1 (-3)  FAS (-3)  PIK3R3 (-3)  TNFSF10 (-7) |  | IL1R1 (4) | IL1R1 (3) | IL1R1 (4)  TNFSF10 (69) |
| Acute myeloid leukemia | increased proliferation and apoptosis resistance | PIK3R3  CCNA1  JUP |  | PIK3R3 (-3)  CCNA1 (-5)  JUP (-7) |  |  |  | JUP (3) |
| Arachidonic acid metabolism |  | PTGS1  CYP2J2  PTGIS | PTGS1 (3) | CYP2J2 (-3)  PTGIS (-5) |  |  |  |  |
| Natural killer cell mediated cytotoxicity | Immune response, induce cell death | VAV3  ULBP2  FAS  PIK3R3  TNFSF10 | VAV3 (7) | ULBP2 (-3)  FAS (-3)  PIK3R3 (-3)  TNFSF10 (-7) |  | VAV3 (-3) |  | VAV3 (6)  TNFSF10 (69) |
| P53 signaling pathway | cell cycle arrest, cellular senescence or apoptosis | GTSE1  FAS  SERPINB5  TIMP3 |  | GTSE1 (-2)  FAS (-3)  SERPINB5 (-8)  TIMP3 (-20) |  | GTSE1 (-3) |  | GTSE1 (-2) |
| Purine metabolism |  | NME4  GUCY1B3  PDE1C  PDE5A  GDA | NME4 (5)  GUCY1B3 (3)  PDE1C (3) | PDE5A (-2)  GDA (-6) |  |  | PDE5A (-3) | GUCY1B3 (3) |
| Hematopoietic cell lineage | Blood-cell development | CD55  IL1R1  KITLG |  | CD55 (-2)  IL1R1 (-3)  KITLG (-4) |  | CD55 (3)  IL1R1 (4) | CD55 (3)  IL1R1 (3) | CD55 (4)  IL1R1 (4) |
| Regulation of actin cytoskeleton |  | VAV3  FGF12  PIK3R3  PAK6  ITGA11  FGFR2 | VAV3 (7)  FGF12 (4)  FGFR2 (4) | PIK3R3 (-3)  PAK6 (-5)  ITGA11 (-7) | FGFR2 (4) | VAV3 (-3)  FGFR2 (2) | FGFR2 (2) | VAV3 (6)  FGFR2 (11) |
| MAPK signaling pathway | cell proliferation, differentiation and migration | CACNG4  RASGRF2  FGF12  FGFR2  CACNA2D3  IL1R1  FAS | CACNG4 (7)  RASGRF2 (7)  FGF12 (4)  FGFR2 (4) | CACNA2D3(-2)  IL1R1 (-3)  FAS (-3) | FGFR2 (4) | FGFR2 (2)  IL1R1(4) | FGFR2 (2)  IL1R1 (3) | FGFR2 (11)  CACNA2D3(3)  IL1R1 (4) |
| T cell receptor signaling pathway | Immune response, leading to T-cell proliferation, cytokine production and differentiation into effector cells | VAV3  CAMK1  PIK3R3  PAK6 | VAV3 (7)  CAMK1 (6) | PIK3R3 (-3)  PAK6 (-5) |  | VAV3 (-3) |  | VAV3 (6) |
| Gap junction | essential embryonic development, electrical coupling, metabolic transport, apoptosis, and tissue homeostasis | TUBAL3  TUBB2B  GUCY1B3 | TUBAL3 (6)  TUBB2B (4)  GUCY1B3 (3) |  |  |  |  | TUBAL3 (-2)  GUCY1B3 (3) |
| Cell cycle |  | BUB1  CUL1  CCNA1 |  | BUB1 (-2)  CUL1 (-4)  CCNA1 (-5) |  | BUB1 (-3) | BUB1 (-2) | BUB1 (-3)  CUL1 (-3) |
| Glycan structures- biosynthesis 1 |  | GALNT7  GALNT3  NDST4 |  | GALNT7 (-2)  GALNT3 (-4)  NDST4 (-23) |  |  | GALNT3 (2) | GALNT3 (3) |
| Tight junction | mediate cell adhesion and constitute the intramembrane and paracellular diffusion barriers; establishment and maintenance of epithelial cell polarity; barrier regulation and gene transcription | RAB3B  F11R  CLDN4 | RAB3B (6) | F11R (-3)  CLDN4 (-2) |  | CLDN4 |  | F11R (2) |
| Neuroactive ligand-receptor interaction |  | ADORA2B  PRSS1  NMNAT2  F2RL2  ADRB2  CCKAR | ADORA2B (4) | PRSS1 (-2)  NMNAT2 (-2)  F2RL2 (-2)  ADRB2 (-2)  CCKAR (-17) | ADRB2 (4) |  | ADORA2B (-2) | ADORA2B (-3)  NMNAT2 (-2) |

**Table S7** Pathways impacted by LH treatment (fold-change of gene expressed indicated in parentheses)

| **Pathway** | **General function** | **Genes involved** | **LH1/LHR+** | **LH4/LHR+** | **LH8/LHR+** | **LH20/LHR+** |
| --- | --- | --- | --- | --- | --- | --- |
| MapKinase Signaling Pathway | Gene expression, mitosis, cell survival/apoptosis, differentiation | FOS, DUSP5, DUSP1, NR4A1, MYC, BDNF, DUSP6, MAPK1, FGFR2 | FOS (16)  MYC (3)  DUSP5 (5)  BDNF (3)  DUSP1 (5)  DUSP6 (2)  NR4A1 (4)  FGFR2 (4)  MAPK1 (-2) | DUSP5 (5)  BDNF (5)  NR4A1 (4)  FGFR2 (2) | BDNF (2)  DUSP6 (-2)  FGFR2 (2) | BDNF(3)  DUSP1 (2)  FGFR2(11) |
| Erk1/Erk2 Mapk Signaling pathway | growth control and development, underlying normal and malignant cell proliferation and differentiation | MYC, MAPK1, ITGB1 | MYC (3)  ITGB1 (4)  MAPK1 (-2) |  |  |  |
| p38 MAPK Signaling Pathway | cell differentiation and [apoptosis](http://en.wikipedia.org/wiki/Apoptosis); responsive to stress stimuli, such as [cytokines](http://en.wikipedia.org/wiki/Cytokines), | MYC | MYC (3) |  |  |  |
| Cytokine-cytokine receptor interaction | Cellular communication, development and functioning of both the innate and adaptive immune response | CCL20, CXCL2, CXCL3, IL8, C7orf44, INHBA, PF4V1, CXCL1 | CCL20(44) CXCL1 (8)  CXCL2(11) PF4V1 (2)  C7orf44 (2)  IL8 (7)  CXCL3 (7) INHBA (2) | CCL20 (33)  CXCL1 (6)  CXCL2 (6)  PF4V1 (5)  IL8 (5)  CXCL3 (5)  INHBA (3) | --  --  --  PF4V1 (4)  --  --  --  -- | --  CXCL1 (5)  CXCL2 (2)  PF4V1 (8)  --  --  --  INHBA (-4) |
| TGF-beta signaling pathway | Cell growth, cell differentiation, apoptosis, cell homeostasis | THBS1, MYC, ID3, INHBA, MAPK1 | THBS1 (4)  ID3 (2)  MYC (3) INHBA(2)  MAPK (-2) | THBS1 (2)  ID3 (6)  INHBA (3) | THBS1 (5) ID3 (3)  --  -- | --  ID3 (11)  --  INHBA (-4) |
| ErbB signaling pathway | proliferation, migration, differentiation, and survival or apoptosis. neuronal migration and differentiation | MYC, HBEGF, MAPK1 | HBEGF (3)  MAPK (-2) | HBEGF (4) | --  -- | --  -- |
| GnRH signaling pathway | FSH and LH regulation | HBGEF, MAPK1, GNRH1 | HBEGF (3)  MAPK (-2)  GNRH1 (-2) | HBEGF (4) | -- | -- |
| Toll-like receptor signaling pathway | Key in innate immune system, cytokine production and cellular activation in response to microbes; innate and adaptive immune responses, apoptosis, proinflammatory effect, t cell stimulation, antiviral effects, proinflammatory effect | FOS, IL8, MAPK1 | IL8 (7)  FOS (16)  MAPK (-2) | IL8 (5) | -- | -- |
| Focal adhesion | Cell motility, cell cycle, immune system, cytoskeleton, regulate signaling complexes and integrin function, cell proliferation, survival, migration, and invasion. | THBS1, ITGB1, CTNNB1, MAPK1 | THBS1 (4)  ITGB1 (4)  CTNNB1(2)  MAPK (-2) | THBS1 (2)  CTNNB1 (2) | THBS1 (5) | -- |
| Regulation of actin cytoskeleton | regulation of cell shape, motility, and adhesion | ITGB1, SSH1, MAPK1, FGFR2 | ITGB1 (4)  SSH1 (2)  FGFR2 (4)  MAPK (-2) | SSH1 (2)  FGFR2 (2) | FGFR2 (2) | FGFR2 (11) |
| Jak-STAT signaling pathway | regulation of cellular responses to [cytokines](http://en.wikipedia.org/wiki/Cytokine) and [growth factors](http://en.wikipedia.org/wiki/Growth_factor). Regulating the processes of [cell proliferation](http://en.wikipedia.org/wiki/Cell_proliferation), [differentiation](http://en.wikipedia.org/wiki/Cell_differentiation) and [apoptosis](http://en.wikipedia.org/wiki/Apoptosis). It is particularly important in [hematopoiesis](http://en.wikipedia.org/wiki/Hematopoiesis) - production of [blood cells](http://en.wikipedia.org/wiki/Blood_cell). | MYC, SPRY2, SPRY4 | MYC (3)  SPRY2 (3)  SPRY4 (2) | -- | -- | -- |
| T cell receptor signaling pathway | Immune system, T-cell proliferation, cytokine production and differentiation into effector cells, immune response, regulation of actin cytoskeleton, ubiquitin mediated proteolysis | FOS, BCL10 | FOS (16)  BCL10 (2) |  |  |  |
| B cell receptor signaling pathway | differentiation, survival, apoptosis, proliferation and tolerance. | FOS, BCL10 | FOS (16)  BCL10 (2) |  |  |  |
| Cadmium induced DNA synthesis and proliferation in macrophages | In addition to inducing cellular proliferation, cadmium also is slightly genotoxic due to inhibition of DNA repair, activates stress genes, and inhibits the immune system. Reduced phagocytic activity | FOS, MYC, MAPK1 | FOS (16)  MYC (3)  MAPK (-2) |  |  |  |
| Role of EGF Receptor Transactivation by GPCRs in Cardiac Hypertrophy |  | FOS, EDN1, MYC | FOS (16)  MYC (3)  EDN1 (10) | EDN1 (3) | --  --  EDN1 (2) | --  --  EDN1(2) |
| Neuropeptides VIP and PACAP inhibit the apoptosis of activated T cells |  | EGR2, EGR3, MYC | MYC (3)  EGR2 (8)  EGR3 (6) |  |  |  |
| Oxidative Stress Induced Gene Expression Via Nrf2 | Enzymes are involved in the Phase II detoxification of xenobiotics to reduce cellular stress. Expression of these genes protects cells from oxidative damage and can prevent mutagenesis and cancer. Transcription of these enzymes is coordinately regulated through antioxidant response elements (AREs). Nrf2 (NF-E2-related factor 2) and Nrf1 are transcription factors that bind to AREs and activate these genes. | FOS, MAFF, MAPK1 | FOS (16)  MAFF (2)  MAPK (-2) | MAFF (3) | --  -- | --  -- |
| NFAT and Hypertrophy of the heart |  | HBGEF, MAPK1, EDN1 | HBEGF (3)  EDN1 (10)  MAPK (-2) | HBEGF (4)  EDN1 (3) | EDN1 (2) | EDN1 (2) |
| Pathogenic Escherichia coli infection - EPEC | Inflammation, cytoskeleton rearrangment, regulation of actin cytoskeleton, apoptosis, disruption of tight and adherens junction, disruption of barrier function, increase in monolayer permeability, inhibition of protein synthesis | ITGB1, CTNNB1, ARHGEF2 | ITGB1 (4)  CTNNB1 (2)  ARHGEF2 (-2) | CTNNB1 (2) | --  -- | --  -- |
| Pathogenic Escherichia coli infection - EHEC |  |  |  |  |  |  |
| Chemokine pathway | induced during an immune response to promote cells of the [immune system](http://en.wikipedia.org/wiki/Immune_system) to a site of [infection](http://en.wikipedia.org/wiki/Infection), while others are considered [homeostatic](http://en.wikipedia.org/wiki/Homeostatic) and are involved in controlling the migration of cells during normal processes of tissue maintenance or [development](http://en.wikipedia.org/wiki/Developmental_biology). Some chemokines have roles in development; they promote [angiogenesis](http://en.wikipedia.org/wiki/Angiogenesis) (the growth of new [blood vessels](http://en.wikipedia.org/wiki/Blood_vessel)), or guide cells to tissues that provide specific signals critical for cellular maturation. | CXCL1,, CXCL2, CXCL3 | CXCL1 (8)  CXCL2 (11)  CXCL3 (7) | CXCL1 (6)  CXCL2 (6)  CXCL3 (5) | --  --  -- | CXCL1 (5)  CXCL2 (2)  -- |
| Epithelial cell signaling in Helicobacter pylori infection | Apical junctional complex disruption, cell motility, proliferation, apoptosis, chemotactic effect, proinflammatory effect, vacuolation | IL8, HBEGF, CXCL1 | CXCL1 (8)  HBEGF (3)  IL8 (7) | CXCL1(6)  HBEGF (4)  IL8 (5) | --  --  -- | CXCL1 (5)  --  -- |
| Melanogenesis | cells produce [melanin](http://en.wikipedia.org/wiki/Melanin), which is a pigment found in the [skin](http://en.wikipedia.org/wiki/Skin), [eyes](http://en.wikipedia.org/wiki/Eye), and [hair](http://en.wikipedia.org/wiki/Hair); Ultraviolet rays penetrate the skin and damage DNA; thymidine dinucleotides (pTpT) fragments from damaged DNA will trigger release of the hormone alpha-MSH, which can then bind to melanocytes to cause them produce melanin. | EDN1, CREB3L2, CTNNB1, MAPK1 | CTNNB1 (2)  EDN1 (10)  CREB3L2(2)  MAPK (-2) | CTNNB1 (2)  EDN1 (3)  CREB3L2(3) | --  EDN1 (2)  CREB3L2 (3) | --  EDN1 (2)  CREB3L2(3) |
| Trefoil Factors Initiate Mucosal Healing | epithelial cells spread and migrate across the basement membrane to re-establish surface-cell continuity, a process that is independent of cell proliferation. Epithelial continuity depends on a family of small abundant secreted proteins, the trefoil factors (TFFs). TFF response elements in TFF gene promoters allow increases in TFF expression through auto-induction and cross-induction of other TFFs, in addition to mucin expression and possibly tumor suppression. | ITGB1, MAPK1, CTNNB1 | ITGB1 (4)  CTNNB1 (2)  MAPK (-2) | CTNNB1 (2) | --  -- | --  -- |
| Thyroid cancer | Proliferation, survival, genomic instability, impared G1 cycle arrest, reduced apoptosis | MYC, CTNNB1, MAPK1 | CTNNB1(2)  MYC (3)  MAPK (-2) | CTNNB1 (2) | -- | -- |
| Colorectal cancer | Proliferation, anti-apoptosis, loss of growth inhibitory effects of TGF beta, karyotypic instability impaired G1 cycle arrest reduced apoptosis, survival, suppressed apoptosis, cytoskeleton remodeling | FOS, MYC, CTNNB1, MAPK1 | CTNNB1 (2)  MYC (3)  FOS (16)  MAPK (-2) | CTNNB1 (2) | -- | -- |
| Endometrial cancer | angiogenesis, cell growth and proliferation and chromosomal instability, impaired G1 and G2 arrest, reduced apoptosis, genomic instability | MYC, CTNNB1, MAPK1 | CTNNB1(2)  MYC (3)  MAPK (-2) | CTNNB1 (2) |  |  |
| Bladder cancer | Angiogenesis, G1/S progression, cell cycle | IL8, THBS1, MYC, MAPK1 | IL8 (7)  MYC (3)  THBS1 (4)  MAPK (-2) | IL8 (5) | -- | -- |
| Prostate cancer | G1/S progression, cell cycle, impaired G1 and G2 arrest, reduced apoptosis, genomic instability, cell proliferation, cell survival | CREB3L2, CTNNB1, FGFR2, DLC1 | CTNNB1(2)  CREB3L2(2)  FGFR2 (4)  DLC1 (3) | CTNNB1 (2)  CREB3L2(3)  FGFR2 (2) | CREB3L2(3)  FGFR2 (2)  -- | CREB3L2(3)  FGFR2 (11)  -- |

**Table S8** Expression differentiation of the genes involved in the MAPK pathway

|  | **LHR+/LHR-** | **LH1/LHR+** | **LH4/LHR+** | **LH8/LHR+** | **LH20/LHR+** |
| --- | --- | --- | --- | --- | --- |
| **Up regulated** | CACNG4 (7)  RASGRF2 (7)  FGF12 (4)  FGFR2 (4)  DNM1 (3) | FOS (16)  MYC (3)  DUSP5 (5)  BDNF (3)  DUSP1 (5)  DUSP6 (2)  NR4A1 (4)  FGFR2 (4)  ITGB1 (4) | DUSP5 (5)  BDNF (5)  NR4A1 (4)  FGFR2 (2)  IL1R1(4)  KRAS (2)  NFATC2 (6)  IGF1R (2)  CEBPA (2) | BDNF (2)  FGFR2 (2)  IL1R1 (3)  PTPRR (2)  NFATC2 (4)  IGF1R (2) | BDNF(3)  DUSP1 (2)  FGFR2(11)  CACNA2D3 (3)  IL1R1 (4)  PTPRR (6)  RPS6KA5 (2)  PLA2G6 (3)  MAP3K12 (3)  MDS1 (9)  PDGFRA (4)  FGF11 (3)  MAP2K6 (16)  MAPK8IP3 (2) |
| **Down regulated** | CACNA2D3 (-2)  IL1R1 (-3)  FAS (-3) | MAPK1 (-2) | MAP3K14 (-2)  NGFB (-3)  PDGFB (-2)  MAP3K14 (-2) | DUSP6 (-2)  CEBPA (-2)  CEBPA (-2) | NGFB (-4)  PDGFB (-2)  DUSP4 (-2)  FGF7 (-3)  NF1 (-2)  GADD45A (-3)  JUN (-2)  MAX (-2)  PPP3CB (-3)  CACNA1G (-3)  FGF2 (-3)  PAK2 (-2) |

**Table S9** Two lists of genes including 185 and 248, respectively, which are identified as highly-expressed and under-expressed in all cancer cells versus normal cells. (The 106 genes that are specific to ovarian cancer and 103 that are predicted to be blood secreted are indicated)

<http://csbl.bmb.uga.edu/~juancui/Publications/OvCan2011/Supplementary_table_9_HOSEvsSKOV3.xls>

**Table S10** 48 therapeutic targets reported to be ovarian cancer-associated (expression fold-changes are shown; “-“ indicates that the corresponding genes are not included in the microarray chip platform)

**Table S11** Differential gene expression compared to those observed in other cells modulated by LH or FSH.

<http://csbl.bmb.uga.edu/~juancui/Publications/OvCan2011/Supplementary_table_11_otherCelltype.xls>

# Supplementary material for: Regulation of gene expression in ovarian cancer cells by luteinizing hormone receptor expression and activation
**Source:** BMC Cancer. 2011 Jun 28;11:280. doi: 10.1186/1471-2407-11-280
**Supplement:** Additional file 2 — Supplementary figures. Figure S1 Evaluation of the Microarray data quality and. Figure S2 qRT-PCR measures of gene TNFSF10 and ET-1

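Euclidean distances between arrays were taken on log2(value + 1) over the brightest probe sets. The mean distance was 52.9 between arrays of a group and 90.2 between arrays of different groups. The mean distance from LHR+ arrays was 89.1 to LHR- arrays, 60.0 to LH1, 75.5 to LH4, 72.7 to LH8 and 108 to LH20 arrays. The background intensities behind the paper's filter are not in the values used here, so its number of transcripts was matched by taking the brightest ones.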

**Figure S1** Evaluation of the Microarray data quality A) The hierarchical clustering shows the grouping results as expected based on Euclidean distance with transcripts passing 3SD Bg filter. The six sample groups are control (ctrl) and 0, 1, 4, 8 and 20 hours treatment (0_hr, 1_hr, 4_hrs, 8_hrs and 20_hrs).

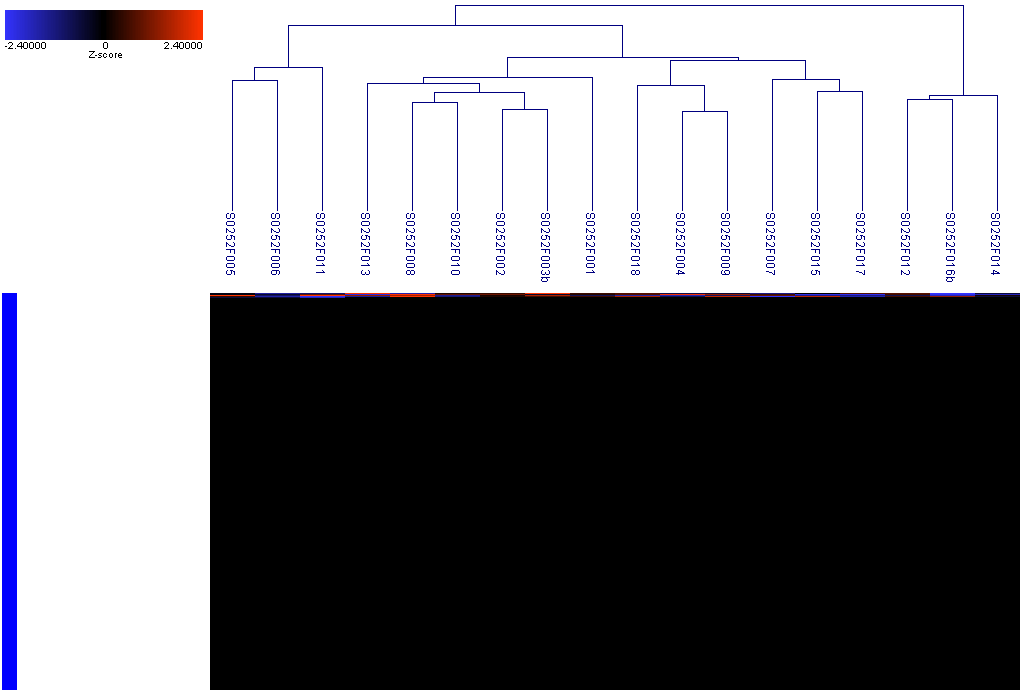

**ctrl** **0_hr 1_hr 4_hrs 8_hrs 20_hrs**

B).PCA result shows sample relationships grouping in a manner consistent with the study design. The PCA plot was generated with transcripts passing 3SD Bg filter.

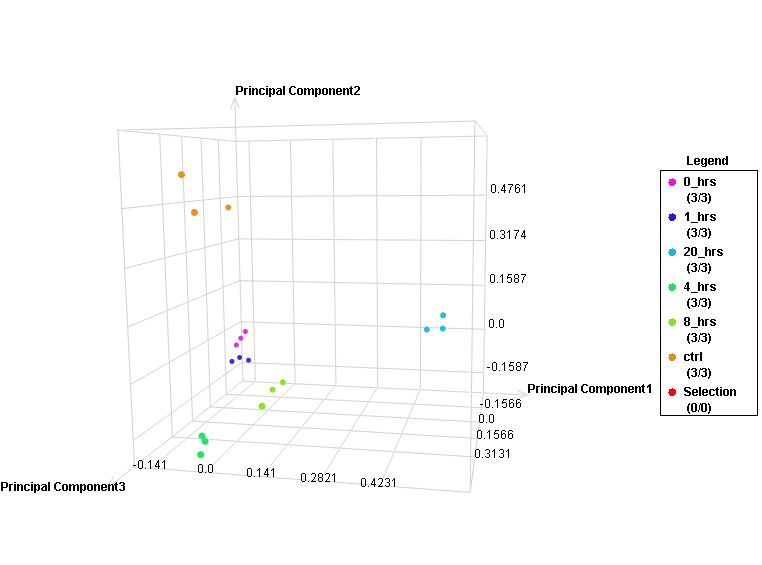

**Figure S2 A)** qRT-PCR measures of gene TNFSF10 (top panel; primer sequence (F) AAGACTGTCAGCTTCCAAACATTAA (R) GTGATACACTACTTGAGAGATGGAT) **and B)** ET-1 (lower panel; primer sequence (F) AGGCCCTGAGTTGGCAGTGGCCCAT(R)ATGGGCCACTGCCAACTCAGGGCCT)

**A:**

**
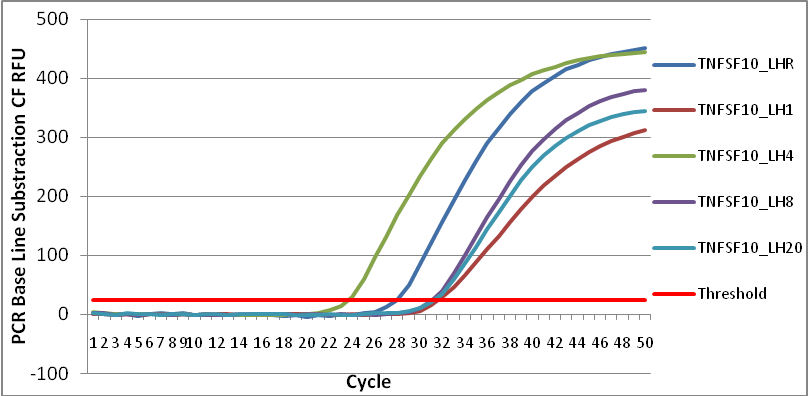
**

**B:**

**
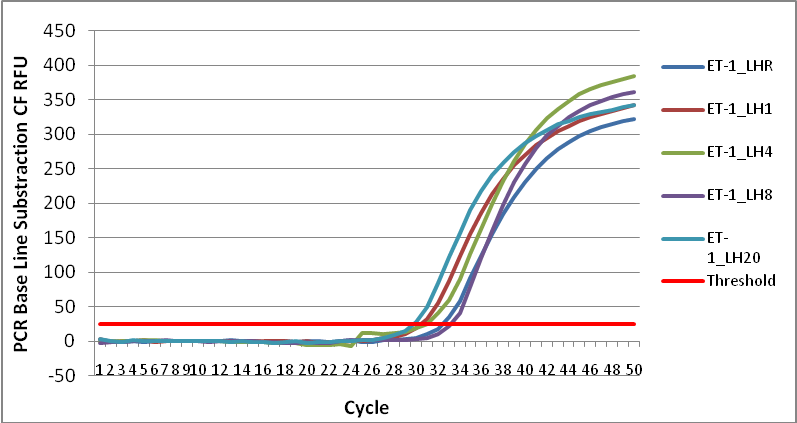
**

How the deposited data were processed for this re-analysis (not part of the article)

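Gene expression was measured in SKOV-3 ovarian carcinoma cells with Affymetrix Human Genome U133 Plus 2.0 arrays. The 18 arrays form 6 groups of 3, which are LHR- cells, LHR+ cells without LH, and LHR+ cells after 1, 4, 8 and 20 h with LH at 50 ng/ml, a concentration taken from the sample labels. The values used are the authors' table of probe set intensities as deposited, 1 column per array, where the authors had amplified the RNA as cDNA, hybridized it and summarized the probes of each probe set. The sample labels name PLIER for this step and the paper names RMA. The values are linear, all above 0, and their medians per array lie between 46.9 and 57.9, so the authors had brought the arrays to a similar scale, by a method that is not stated. Versions, background settings and filters of that step are not stated either. Raw probe intensities were not used here.

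The intensities were transformed as log2(value + 1), and no further normalization and no filter were applied, because the arrays were already on a similar scale. Older gene symbols of the array's annotation were brought to current ones with the gene table of human reference assembly GRCh38.p14, and a probe set that lists several symbols or none was left out of the analyses of genes. Each of 19775 genes was represented by the probe set with the highest mean over the 18 arrays. Genes without a probe set that lists their symbol alone in the annotation used, among them EDNRA, IGF2, BRCA2 and EGR2, were not analysed here. Some further genes and 1 of the gene lists are not reported here. A linear model with 1 mean per group was fitted to all genes and all 18 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), and data.table 1.17.8 was used for reading. The comparisons were LHR+ against LHR-, each LH time against LHR+, and each LH time against the one before. A gene was called with p under 0.05, Benjamini-Hochberg adjusted p under 0.1 over the genes of the comparison, a fold change of at least 2 between geometric means, and all 3 arrays of one group above all 3 of the other. These thresholds are the paper's, and limma took the place of its ANOVA and Mann-Whitney tests, since 3 arrays against 3 cannot reach a two-sided p below 0.1 by exact permutation. No replicate block was used, as the methods name none.

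Lists of genes were tested with camera in limma against all other genes, with a preset correlation of 0.01 and again with the correlation estimated from the arrays, and p was adjusted over the 210 tests of 42 lists in 5 transitions. The lists were written from general knowledge before the data were examined, and only lists with at least 5 genes on the array were used. Called members were also counted with p adjusted over the list alone. The share of called genes in 5 families was compared with all other genes by Fisher's exact test. The most highly expressed transcripts were the 3000 probe sets with the highest geometric mean of each group. Similarity of arrays was taken as Euclidean distance and by principal components over the 26821 brightest probe sets, since the background values behind the paper's own filter are not in the table. Paper folds were read from the supplementary tables and set beside the fold changes here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

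The genes named in the text were drawn from sets fixed by a rule written in advance, and not every gene of these sets is named. For each of the 5 transitions, the sets hold up to 8 genes called up and up to 8 called down. These have the largest log2 fold change among genes brighter than the median gene. For each list described, the sets hold the 3 called members with the largest rise and the 3 with the largest fall. They also hold every gene named in the paper's text, in Table 4 and in Table S5, whose values in the paper had been seen. Genes of Tables S6, S7, S8 and S10 were named where their values differ from the paper's, and genes called in opposite directions at 2 LH times were named because of these calls. ADORA2B, BST1, CCKAR, EGFR, FOLR1, IL18, KIT, RET and VEGFA, which belong to tables, counts or pathways of the paper, and the dimmer probe sets of several genes were named after their values had been seen.

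The procedure was tested on simulated data with the spread of the real arrays, where 50 genes per size of change were altered. Of these, 11 to 25 were recovered at a fold of 2, 26 to 38 at 3, 34 to 45 at 5 and 39 to 47 at 10 over the 8 comparisons, and 8 to 14 of 19575 unchanged genes were called. For lists only LH1/LHR+ was simulated, and there none of 42 unchanged lists was called. How often lists are called when their genes vary together was not tested, so this result does not show that the list test is free of false calls. In the real data the estimated correlation removed 32 calls. A call thus misses many genes with changes near the threshold. At a fold of 2 the change equals the threshold, so misses there follow partly from the threshold itself. The part due to having 3 arrays per group was not tested. How the recovery depends on intensity was not tested. Between 31.0% and 34.5% of the values of an array were under 16.

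Alternatives were tried one at a time, and the closing section gives their effect. They were log2(value + 16), quantile normalization, equal array medians, the 26821 brightest probe sets only, any probe set or the mean of all probe sets of a gene, eBayes with an intensity trend and robust settings, the replicate number as a block, fits of the 2 compared groups alone, a one-way ANOVA over the 6 groups, an adjusted p under 0.05, no separation rule, no fold threshold, probe sets in place of genes, the estimated correlation for lists, and each array left out in turn. For the top transcripts the arithmetic mean, the top 5% of probe sets and genes in place of probe sets were tried, and for the similarity of arrays 1 minus the Pearson correlation and all probe sets. The scale log2(value), with nothing added, was added after the values had been seen. HOSE cells, qRT-PCR, binding and cAMP measurements, and the pathway and clustering software of the paper were not analysed here.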

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

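The comparison of 2 LH times and the test among the brightest probe sets at the end of this part were chosen only after the calls had been seen. The comparison concerns 12 genes that were called up-regulated at one LH time and down-regulated at another, against LHR+ cells without LH. These cells form a single group, so time in culture is not separated from LH. The 2 calls that selected a gene already fix a log2 difference of at least 2 and a complete separation of the 2 times, so the difference was not tested again. Its size in the fit of all 6 groups is given for the pair of times where it was largest. Raised first and lowered later were EGR1 (2.75 at LH1, -2.22 at LH8, difference -4.97, standard error 0.13), CCN1 (1.51 at LH1, -2.06 at LH20, difference -3.57, standard error 0.13), PTGER4 (1.31 at LH1, -1.34 at LH8, difference -2.66, standard error 0.19), SPRY4 (1.12 at LH1, -1.096 at LH20, difference -2.22, standard error 0.25), EDN2 (1.17 at LH4, -1.36 at LH20, difference -2.52, standard error 0.25), IL7R (1.11 at LH4, -1.25 at LH20, difference -2.36, standard error 0.37) and ZNF540 (1.05 at LH4, -1.48 at LH20, difference -2.53, standard error 0.12). Lowered first and raised later were VAV3 (-1.33 at LH4, 2.56 at LH20, difference 3.89, standard error 0.22), DMRT1 (-1.07 at LH4, 1.47 at LH20, difference 2.54, standard error 0.19), ZFHX4 (-1.11 at LH4, 1.30 at LH20, difference 2.41, standard error 0.17), EVI2B (-1.26 at LH4, 1.09 at LH20, difference 2.35, standard error 0.23) and CCDC102B (-1.28 at LH8, 1.15 at LH20, difference 2.43, standard error 0.32).

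The differences rest on calls of unequal firmness. For EGR1, CCN1, PTGER4, ZNF540, VAV3 and ZFHX4, both calls were kept whenever 1 array was left out. For the other 6 genes at least 1 of the 2 calls was lost in that way. For SPRY4 a call was lost at LH1 with 1.13 without LHR+ replicate 1, 1.04 without LHR+ replicate 2, 1.20 without LHR+ replicate 3, 0.99 without LH1 replicate 2 and 1.08 without LH1 replicate 3 and at LH20 with -0.97 without LH20 replicate 1. For EDN2 a call was lost at LH4 with 0.97 without LHR+ replicate 1. For IL7R a call was lost at LH4 with 1.12 without LHR+ replicate 2, 0.88 without LHR+ replicate 3, 1.105 without LH4 replicate 1, 1.22 without LH4 replicate 2 and 1.01 without LH4 replicate 3 and at LH20 with -0.83 without LH20 replicate 2. For DMRT1 a call was lost at LH4 with -0.97 without LH4 replicate 1. For EVI2B a call was lost at LH20 with 0.96 without LHR+ replicate 1. For CCDC102B a call was lost at LH8 with -1.18 without LHR+ replicate 1, -1.095 without LHR+ replicate 3 and -1.06 without LH8 replicate 3 and at LH20 with 0.86 without LHR+ replicate 2. The intensity in LHR+ cells was under 100 for PTGER4, SPRY4, IL7R, DMRT1, EVI2B and CCDC102B, and the log2 fold changes of these genes would shrink with a larger added constant. The paper gives VAV3 in both directions, with its decrease at 4 h as a fold of -3 in Table S6. Between LH1 and later times, the MAPK feedback regulators were the only one of 42 lists called upward at one time and downward at another with the preset correlation, and the downward calls at LH8 and LH20 were both lost with the estimated correlation. Their median difference was -0.34 between LH1 and LH8 and -0.81 between LH1 and LH20.

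Signals also appeared in lists of genes that were chosen as outside the topics of the paper, measured against the arrays without LH or without LHR. Of these 4 lists, 3 were called in both versions of the test. The median log2 fold change of 19 genes of cholesterol synthesis was 0.15 (adjusted p = 0.00394, or 0.0826 with the estimated correlation, from camera in limma) after 4 h, 0.51 (adjusted p = 1.68e-10, or 0.00239 with the estimated correlation, from camera in limma) after 8 h and 0.47 (adjusted p = 8.27e-07, or 0.011 with the estimated correlation, from camera in limma) after 20 h of LH, with 1, 1 and 2 genes called up-regulated and none down-regulated. The 27 interferon response genes had a median of -0.28 (adjusted p = 0.000834, or 0.0381 with the estimated correlation, from camera in limma) with LHR expression, 1 of them called up-regulated and 3 down-regulated. After 20 h of LH, the 8 metallothionein genes had a median of -1.13 (adjusted p = 0.000859, or 0.0419 with the estimated correlation, from camera in limma), and 5 of them were called down-regulated and none up-regulated. This list is not outside the paper's results, since its Table 1 names cadmium ion binding and a heavy metal pathway for a cluster of genes lowered by LH. No alternative setting changed the direction of these medians or removed these calls.

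Single genes were taken that are not named in the paper's text or in its tables as read here, and Tables S3 and S4, which list its genes in full, were not used here. In each transition, the largest increase and the largest decrease were sought among the genes that are brighter than the median gene and not named there, and some genes that the paper names changed more. With LHR expression these were QPCT at 6.53 (standard error 0.13, adjusted p = 1.11e-12 from limma) and CRISPLD2 at -3.28 (standard error 0.13, adjusted p = 1.49e-09 from limma). After 1 h of LH they were CCN2, the connective tissue growth factor gene, at 3.19 (standard error 0.11, adjusted p = 2.52e-09 from limma) and LINC01355 at -1.23 (standard error 0.13, adjusted p = 0.000153 from limma). After 4 h they were NR4A3 at 4.70 (standard error 0.23, adjusted p = 3.29e-08 from limma) and PIF1 at -2.53 (standard error 0.23, adjusted p = 8.38e-06 from limma), and after 8 h SMOC1 at 4.57 (standard error 0.11, adjusted p = 3.21e-11 from limma) and EGR1 at -2.22 (standard error 0.13, adjusted p = 3.18e-07 from limma). After 20 h they were SMOC1 at 5.51 (standard error 0.11, adjusted p = 2.71e-12 from limma) and OR7E19P at -3.63 (standard error 0.13, adjusted p = 1.69e-09 from limma). In each case all 3 arrays of one group lay above all 3 of the other. LINC01355 missed the fold threshold as the mean of its probe sets, at -0.97, and the remaining calls were made in every setting in which the gene was tested.

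One pattern was weighed further. Genes lowered by LHR expression tended to be raised by 20 h of LH, and the reverse. At LHR+/LHR- and LH20/LHR+, 197 genes were called in opposite directions, where calls independent of each other would give 35.4. Of these, 106 were lowered and then raised and 91 were raised and then lowered. A technical reason for this is that both comparisons contain the LHR+ arrays, so that an error of these arrays enters both with opposite signs. The covariance of the 2 sets of log2 fold changes was -0.151, and in simulated data with the same overlap and no changed genes it was -0.110. Set beside LH20/LH1, which shares no array with LHR+/LHR-, 138 genes were called in opposite directions, where independent calls would give 36.1, and the covariance was -0.0317. With LH1/LHR- beside LH20/LHR+, which also share no array, 167 genes had opposite directions in contrast to 40.4. The shared arrays therefore account for much of the covariance over all genes, and the number of opposite calls without shared arrays argues against them as the whole reason for the calls. Low signals were the other technical explanation tested. Among the 26821 brightest probe sets, 105 genes had opposite directions, where independent calls would give 21.7, and 95 without shared arrays, in contrast to 21.5. This argues against low signals as the whole reason at 20 h.

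Genes called in the same direction were also more frequent than independent calls would give, 69 in contrast to 35.3 with shared arrays. Without shared arrays they were 84 in contrast to 35.9 with LH20/LH1. With LH1/LHR- beside LH20/LHR+ they were 106 in contrast to 40.3. Part of the excess may thus lie in genes that are called easily in any comparison. Without shared arrays, opposite calls exceed those in the same direction, 138 to 84 and 167 to 106. Opposite calls also exceeded those in the same direction at LH4 and LH8, 60 to 26 and 66 to 30. There they no longer did so among the 26821 brightest probe sets, 21 to 24 and 23 to 26, while at LH20 they did, 105 to 51. Low signals thus stay open as the reason why opposite calls prevail at LH4 and LH8, and the pattern is held to 20 h. Among the brightest probe sets, 17 genes were lowered and then raised at LH4 and 17 at LH8, where independent calls would give 2.33 and 1.65. Those raised and then lowered were 4 and 6, in contrast to 3.08 and 1.54. These excesses do not set opposite calls apart from calls in the same direction. Opposite calls stayed ahead at LH1, 14 to 2 and 8 to 2 among the brightest probe sets, in few genes. For 20 h, a candidate explanation is that LH reverses part of the change that came with LHR expression, and no test of this was made. The labels tell of 1 population of LHR+ cells only, so a difference that arose during transfection and selection stays open as well. Effects of time in culture also stay open, since LHR+ cells without LH form a single group. The pattern was found and tested on the same arrays.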

How the results depend on the processing

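Only log2(value), with nothing added, was chosen after the values had been seen. The other settings were chosen before the data were examined, and each changed 1 choice and kept the rest. The total number of genes called in each comparison stayed within 1.5 times its value under quantile normalization, equal array medians, an intensity trend with robust settings, replicate numbers as a block, fits of the 2 compared groups alone, an adjusted p under 0.05, omission of the separation rule, and log2(value). It also did when 1 array was left out at a time, with 893 to 977 genes at LHR+/LHR-, 61 to 70 genes at LH1/LHR+, 409 to 453 genes at LH4/LHR+, 298 to 347 genes at LH8/LHR+, 1523 to 1632 genes at LH20/LHR+, 303 to 383 genes at LH4/LH1, 217 to 277 genes at LH8/LH4 and 898 to 967 genes at LH20/LH8, 2804 to 2928 in any comparison and 1827 to 1972 at any LH time. Only the 6 genes down-regulated at LH1 moved further, to 12 without LH1 replicate 2. A group of 2 arrays was then assumed to vary like the others. The numbers of top transcripts were 2715 to 2762, 3546 to 3577 and 584 to 612.

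The 6 arrays of a comparison can be split into 3 and 3 in 10 ways, too few for a share under 0.05. In each comparison 1 split, the real one, called as many genes as the real groups. Every other split mixes arrays of both real groups, so a gene that separates the real groups fails the separation rule there. Low numbers in the other splits were thus bound to follow, and they do not estimate the number of false calls. The real number and the highest of the other splits were 916 against 2 at LHR+/LHR-, 64 against 5 at LH1/LHR+, 441 against 5 at LH4/LHR+, 342 against 6 at LH8/LHR+, 1526 against 2 at LH20/LHR+, 354 against 2 at LH4/LH1, 259 against 4 at LH8/LH4 and 907 against 3 at LH20/LH8.

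Other settings moved the totals further. With log2(value + 16), which by construction brings fold changes of low intensities closer to 1, the totals were 588 at LHR+/LHR-, 278 at LH4/LHR+, 161 at LH8/LHR+, 215 at LH4/LH1, 140 at LH8/LH4, 502 at LH20/LH8, 1808 in any comparison and 1241 at any LH time. With the 26821 brightest probe sets, where 11781 genes are tested, they were 490 at LHR+/LHR-, 271 at LH4/LHR+, 168 at LH8/LHR+, 208 at LH4/LH1, 141 at LH8/LH4, 504 at LH20/LH8, 1613 in any comparison and 1194 at any LH time. With any probe set of a gene, which gives a gene more chances of a call, they were 134 at LH1/LHR+, 673 at LH4/LHR+, 582 at LH8/LHR+, 2382 at LH20/LHR+, 463 at LH8/LH4, 1481 at LH20/LH8 and 2944 at any LH time. The mean of all probe sets moved only LH8/LH4, to 166, and the cause was not tested. The one-way ANOVA, which tests any difference among the 6 groups, moved only LH1/LHR+, to 192. With no fold threshold, 1 criterion fewer, the totals were 3530 at LHR+/LHR-, 171 at LH1/LHR+, 2115 at LH4/LHR+, 2119 at LH8/LHR+, 6441 at LH20/LHR+, 1683 at LH4/LH1, 1576 at LH8/LH4, 4835 at LH20/LH8, 9561 in any comparison and 7515 at any LH time. With probe sets in place of genes, where a gene may count more than once, they were 1835 at LHR+/LHR-, 263 at LH1/LHR+, 1032 at LH4/LHR+, 831 at LH8/LHR+, 3859 at LH20/LHR+, 832 at LH4/LH1, 638 at LH8/LH4, 2335 at LH20/LH8, 7069 in any comparison and 4800 at any LH time.

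The share of up-regulated genes moved by more than 10 points in some settings, given here as genes up and down. At LH1/LHR+ (58 and 6) the numbers were 146 and 46 with the one-way ANOVA, 111 and 60 with no fold threshold and 49 and 12 without LH1 replicate 2. They were 959 and 1156 at LH4/LHR+ with no fold threshold, and at LH8/LHR+ 113 and 48 with log2(value + 16) and 1006 and 1113 with no fold threshold. At LH4/LH1 they were 222 and 161 without LH1 replicate 2. At LH8/LH4 (130 and 129) they were 180 and 98 with equal array medians, 183 and 280 with any probe set, 238 and 400 with probe sets in place of genes and 161 and 104 without LH4 replicate 1. Smaller moves also changed which direction prevails, as at LH20/LHR+, from 758 and 768 to 532 and 516 with log2(value + 16), and at LH20/LH8, from 467 and 440 to 420 and 495 with quantile normalization and 390 and 508 with equal array medians. The prevailing direction was the same in every setting only at LHR+/LHR- and LH1/LHR+, and the cause was not tested.

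Opposite calls between LHR+/LHR- and LH1, LH4, LH8 and LH20 fell from 14, 60, 66 and 197 genes to 8, 15, 18 and 101 with log2(value + 16), and to 8, 21, 23 and 105 with the 26821 brightest probe sets. Calls in the same direction went from 2, 26, 30 and 69 to 1, 19, 20 and 43 with log2(value + 16), and to 2, 24, 26 and 51 with the 26821 brightest probe sets. At LH4 and LH8 opposite calls thus prevailed in neither of these 2 settings. Fewer genes were called in these settings, as given above. Of the gene families, the odds ratio of nuclear receptors at any LH time lost its call with log2(value + 16), at 2.72, and with no fold threshold, at 1.91. That of translation factors lost it at 0 and at 0.979 in the same 2 settings, and that of growth factors at any LH time with no fold threshold, at 1.63. The 7-transmembrane receptors gained a call with LHR expression among the 26821 brightest probe sets, at 3.32, and with LH the odds ratio reversed from 1.00 to 0.483 with no fold threshold. The cause of these changes was not tested.

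For the named genes, 767 log2 fold changes were followed through the settings, which gave 15184 values. Of these, 14525 kept the direction and the side of the threshold, 474 lost their call, 173 gained one and 12 reversed, and 491 of the 767 results were the same in every setting. The reversals came with the choice of probe set. With the mean of all probe sets they were CDH1 at LH20 (-0.29), E2F2 at LH4 (0.0422), FGFR2 at LH4 (1.31) and LH20 (1.23), NAV2 at LH4 (0.16) and RARB at LH20 (0.0485). With any probe set they were ERBB4 at LH4 (-2.00), FGFR2 at LH4 (3.23), LH8 (2.49) and LH20 (3.27), RARB at LH20 (1.67) and THBS1 at LHR+/LHR- (1.01). The probe sets of these genes thus move apart, and the cause was not tested. The mean of all probe sets lost the most calls of the single settings, 99, followed by log2(value + 16) with 65 and fits of the 2 compared groups alone with 35. Leaving out 1 array removed 192 calls and added 32 over all arrays.

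The 210 results of the lists gave 3330 values, of which 3125 kept direction and side of the threshold, 135 lost a call, 65 gained one and 5 reversed. The estimated correlation removed 32 calls. Quantile normalization reversed the median of the ribosomal proteins, which was -0.09 at LHR+/LHR-, 0.18 at LH8 and 0.12 at LH20, to 0.0305, -0.00225 and -0.0286. At LH1 its median of 0.02 reversed without LH1 replicate 3, in a range over the arrays left out of -0.0623 to 0.135. The median of the translation factors at LH1 reversed to 0.0499 without LH1 replicate 2, and its lowest value was -0.0406 without LH1 replicate 3. These medians lie near 0, and the cause was not tested.

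With the replicate numbers as a block, 501 genes were called up and 400 down at LHR+/LHR-, and 761 of the 767 gene results and 208 of the 210 list results kept their side of the threshold. After the group means were removed, the 45 pairs of arrays with the same replicate number in different groups had correlations between -0.02 and 0.05 (mean 0.00634), and 11 of the 18 arrays correlated best with arrays of their own number. Pairs with different replicate numbers had a mean correlation of -0.00317. How many arrays would match their own number by chance was not tested, so a weak pairing stays open. The arrays were not treated as paired because the methods name no replicate block. Low signal limits the results, since between 31.0% and 34.5% of the values of an array were under 16. For genes at that level a missing call does not show that a gene is unchanged, and the size of a fold change depends on the added constant. No background value of the arrays was used here.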

Differences from the paper's values

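The setting log2(value) was chosen only after the values had been seen, and it is named where it matters. Counts and fold changes were set beside those the paper states, at the paper's thresholds but with limma in place of its tests. A fold change was taken as different when it was more than 1.5 times away and further than the larger SD of the 2 groups, and a count when it was more than 1.5 times away. A negative fold is a decrease. Of 29 counts, 22 did not differ, among them the paper's 2,373 genes in any comparison (2861 here), its 1,783 genes at any LH time (1887 here), and its 2,748, 3,560 and 689 top transcripts (2749, 3557 and 593 here). Of 391 fold changes of 173 genes, 310 were within 1.5 times of the paper's (79.3%), with 15 of 15 in Table 4, 5 of 6 in the text, 3 of 8 in Table S5, 113 of 141 in Table S6, 44 of 68 in Table S7, 39 of 60 in Table S8 and 134 of 155 in Table S10. Of the 268 folds that the paper gives as 2 or more in size, 254 had the same direction here and 183 were called in that direction.

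The 7 counts that differed concern 3 comparisons, and 6 of them fell within 1.5 times of the paper's under at least 1 alternative set before the data were examined. At LHR+/LHR- the paper gives 144 genes up-regulated, and 509 were called here. No setting brought this within the range. The paper's number of down-regulated genes is 270, and 407 were called here. It was within the range with log2(value + 16), the mean of all probe sets, the replicate block, 2 groups only, the one-way ANOVA and an adjusted p under 0.05, and when LHR- replicate 1, 2 or 3 or LHR+ replicate 3 was left out, and also with log2(value), which was chosen after the values had been seen. The other settings left it different. The paper's total is 414 genes, and 916 were called here. Only log2(value + 16) and the 26821 brightest probe sets brought it within the range. At LH1 the paper gives 137 genes up-regulated and 150 in total, where 58 and 64 were called here. Both were within the range with any probe set, the one-way ANOVA or no fold threshold, and not in the other settings. The paper's 13 down-regulated genes at LH1 stood beside 6 here, within the range with equal array medians, any probe set and without LH1 replicate 2, and not otherwise. From LH4 to LH8 the paper counts 199 genes down-regulated, where 129 were called here. This was within the range with any probe set, an intensity trend with robust settings, the one-way ANOVA, and without LH8 replicate 2 or 3, and the other settings left it different.

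Of the 74 folds that differed, 64 were within the range under at least 1 alternative set before the data were examined, leaving out single arrays apart. The names of these alternatives stand before the genes they apply to, and the remaining alternatives left each of these folds different, apart from single arrays left out, which are named at the end. The brightest probe sets gave no value for some of these genes. With any probe set of the gene alone, the folds within the range were BMP8B at LHR+/LHR- (the paper's 3, here 1.29), CASP1 at LHR+/LHR- (the paper's -44, here -8.23), CCKAR at LHR+/LHR- (the paper's -17, here -1.64), CCKBR at LHR+/LHR- (the paper's 2.3, here 1.16), LH1 (the paper's -3.2, here -1.17) and LH8 (the paper's -14.3, here -1.46), CREB3L2 at LH8 (the paper's 3, here 1.92), CUL1 at LHR+/LHR- (the paper's -4, here 1.97) and LH20 (the paper's -3, here -1.40), DLC1 at LH1 (the paper's 3, here 1.19), FGFR2 at LHR+/LHR- (the paper's 4, here 1.18) and LH20 (the paper's 11, here -1.14), INHBA at LH20 (the paper's -4, here -2.36), ITGB1 at LH1 (the paper's 4, here -1.02), MAP3K12 at LH20 (the paper's 3, here 1.11), MAX at LH20 (the paper's -2, here 1.08), MECOM at LH20 (the paper's 9, here 2.19), NRG1 at LHR+/LHR- (the paper's 4, here 1.75) and LH20 (the paper's -8, here -1.96), PLXNA2 at LHR+/LHR- (the paper's -4, here -1.81), PPP3CB at LH20 (the paper's -3, here 1.38), RASGRF2 at LHR+/LHR- (the paper's 7, here 1.73), RET at LH1 (the paper's 1.8, here -1.27), LH4 (the paper's 2.8, here -1.09) and LH8 (the paper's 2.6, here -1.07), SERPINA1 at LH20 (the paper's -3, here -1.77), SSH1 at LH4 (the paper's 2, here -1.11), THBS1 at LH1 (the paper's 4, here 1.38) and LH8 (the paper's 5, here 1.51), TOP2A at LH20 (the paper's -2.3, here -1.08) and TYMS at LH4 (the paper's 1.8, here -1.17). With any probe set of the gene and the mean of all probe sets, separately, they were BCL10 at LH1 (the paper's 2, here 1.22), BDNF at LH1 (the paper's 3, here 1.86), CCKBR at LH4 (the paper's -2.4, here -1.49) and LH20 (the paper's -4.9, here -1.63), CD55 at LHR+/LHR- (the paper's -3, here -1.87), COA1 at LH1 (the paper's 2, here 1.02), CREB3L2 at LH1 (the paper's 2, here 1.01) and LH4 (the paper's 3, here 1.80), CTNNB1 at LH1 (the paper's 2, here -1.09) and LH4 (the paper's 2, here 1.16), FGF2 at LH20 (the paper's -3, here -1.41), FOLR1 at LH1 (the paper's 1.7, here 1.06), GUCY1B1 at LHR+/LHR- (the paper's 3, here 1.86), INHBA at LH1 (the paper's 2, here 1.22), JAG1 at LHR+/LHR- (the paper's -2, here -1.29) and LH4 (the paper's 2, here 1.17), PAK2 at LH20 (the paper's -2, here -1.03), PLA2G6 at LH20 (the paper's 3, here 1.84), PTGIS at LHR+/LHR- (the paper's -5, here -3.06), SSH1 at LH1 (the paper's 2, here -1.01) and TOP2A at LH8 (the paper's -2.0, here -1.06). With the mean of all probe sets alone, the folds within the range were FGFR2 at LH4 (the paper's 2, here -1.18) and LH8 (the paper's 2, here -1.14), FOLR1 at LH20 (the paper's 1.1, here 2.24), INHBA at LH4 (the paper's 3, here 1.75) and PTPRR at LH8 (the paper's 2, here 3.603). With log2(value + 16) alone, the folds within the range were CACNG4 at LHR+/LHR- (the paper's 7, here 14.0). With equal array medians and any probe set of the gene, separately, it was GTSE1 at LH4 (the paper's -3, here -1.98). With equal array medians, any probe set of the gene and the mean of all probe sets, separately, it was KRT7 at LHR+/LHR- (the paper's -2, here -1.33). With log2(value + 16) and the mean of all probe sets, separately, it was PTGS1 at LHR+/LHR- (the paper's 3, here 5.23). With log2(value + 16), quantile normalization, equal array medians and the mean of all probe sets, separately, it was SLIT3 at LHR+/LHR- (the paper's 5, here 10.4). With quantile normalization, equal array medians, any probe set of the gene and the mean of all probe sets, separately, it was TOP2A at LH1 (the paper's -1.6, here -1.06). With equal array medians and the mean of all probe sets, separately, it was TYMS at LH8 (the paper's 1.3, here -1.17).

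Leaving out a single array also brought these within the range, with the array in brackets: CACNG4 at LHR+/LHR- (LHR- replicate 2), CCKBR at LH4 (LHR+ replicate 1 and LH4 replicate 3), CCKBR at LH20 (LHR+ replicate 1 and LH20 replicate 3), GTSE1 at LH4 (LHR+ replicate 1, LHR+ replicate 2 and LH4 replicate 3), JAG1 at LHR+/LHR- (LHR+ replicate 3), KRT7 at LHR+/LHR- (LHR- replicate 1, LHR- replicate 2 and LHR+ replicate 3), SLIT3 at LHR+/LHR- (LHR- replicate 3, LHR+ replicate 2 and LHR+ replicate 3), TOP2A at LH1 (LHR+ replicate 1, LHR+ replicate 2, LH1 replicate 1 and LH1 replicate 3) and TYMS at LH8 (LHR+ replicate 3 and LH8 replicate 2). Within the range under none of the alternatives set before the data were examined were CEBPA at LH4 (the paper's 2, here -1.35), DUSP5 at LH4 (the paper's 5, here 2.24), FGFR2 at LH1 (the paper's 4, here -1.18), KRT16 at LHR+/LHR- (the paper's -42, here -25.2), MDM2 at LHR+/LHR- (the paper's 1.7, here -1.11) and LH20 (the paper's -3.9, here -1.09), NF1 at LH20 (the paper's -2, here -1.04), PLN at LHR+/LHR- (the paper's -42, here -5.62) and RET at LHR+/LHR- (the paper's 1.7, here 4.80) and LH20 (the paper's 1.6, here -1.58). KRT16 came to -42.5 with log2(value), which was chosen after the values had been seen and which drops 1 of the 183 called folds and adds 1. With any probe set, CASP1 came to -19.9 and PLN to -27.5, which is just outside the range.

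Of the 85 folds of 2 or more in the paper that were not called here, 60 were called in the paper's direction in at least 1 other setting and 25 in none. Any probe set of the gene called 55 of them, no fold threshold 30, the mean of all probe sets 23, the one-way ANOVA 4, an intensity trend with robust settings, 2 groups only and the 26821 brightest probe sets 3 each, and log2(value + 16), quantile normalization and equal array medians 2 each. The setting log2(value), chosen after the values had been seen, called 1, which is DSC3. The mean of all probe sets in turn lost 30 folds that are called here, and 2 groups only lost 11. Those called in some setting but not with any probe set were CXCL12 at LH8 (the mean of all probe sets), FLT4 at LH4 (no fold threshold, without LHR+ replicate 1, without LHR+ replicate 3 and without LH4 replicate 3), PF4V1 at LH1 (the 26821 brightest probe sets and one-way ANOVA), RAPGEF3 at LHR+/LHR- (log2(value + 16), the 26821 brightest probe sets, the mean of all probe sets, trend and robust, 2 groups only and one-way ANOVA) and RAPGEF3 at LH20 (the 26821 brightest probe sets, trend and robust, 2 groups only and one-way ANOVA). Called in none of the settings were CCKBR at LHR+/LHR-, LH1, LH4, LH8 and LH20, CCR1 at LH1, LH8 and LH20, CCR4 at LHR+/LHR- and LH8, CEBPA at LH4, CREB3L2 at LH1, CTNNB1 at LH4, FGF7 at LH20, FGFR2 at LH1, GNRHR at LH1, LH8 and LH20, KLK8 at LHR+/LHR-, MDM2 at LH20, NF1 at LH20, NPY at LHR+/LHR-, RET at LH4 and LH8 and TOP2A at LH8.

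Some statements about genes also differ from the values here. Of the 17 genes that the paper names as lowered with LHR expression in matrix, keratin, protease, apoptosis and interleukin functions, 13 were called down-regulated, and KRT7, DSC3, COL4A1 and MMP14 were not, with log2 fold changes of -0.41, -0.999, -0.54 and -0.21. KRT7 (-1.19), DSC3 (-1.27) and COL4A1 (-1.22) were called with any probe set and without the fold threshold, DSC3 also in the settings of quantile normalization, equal array medians and the mean of all probe sets, and MMP14 in none. Among the genes the paper gives as raised with LHR expression, TUBAL3 and TUBB2B were called and GUCY1B1 (0.89) was not, except with any probe set (1.68), the mean of all probe sets and no fold threshold. The paper also relates down-regulated genes to the HER-2 and TGF-β pathways, which is no statement about ERBB2 or TGFB1 themselves and is not counted as different. Of the genes that Table S6 gives as lowered there, ERBB4 (-5.48), BTC (-2.31), DCN (-2.25), INHBE (-2.06) and BAMBI (-1.14) were called down-regulated here. CUL1 went the other way, with a fold of 1.97. ERBB2 and TGFB1 changed by 0.24 and 0.13, not called in any setting.

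After LH, the paper describes CCL2 as overexpressed, and its log2 fold change was 0.35 at LH1 and -1.93 at LH20, with a decrease called at LH20 in the trend and robust, replicate block and 2 groups only settings and without LH20 replicate 3. THBS1 is described as highly induced early, and was called at LH1 with any probe set (1.97) and the mean of all probe sets, at LH4 with any probe set, no fold threshold and without LHR+ replicate 1, and at LH8 with any probe set and no fold threshold. CXCL12 is described as raised, and its rise at LH4 of 2.96 was called with log2(value + 16), any probe set, the mean of all probe sets, the trend and robust settings, 2 groups only and without LHR+ replicate 2. The paper states that JUN fell after 20 h, and its value of -0.97 was called with quantile normalization (-1.01), any probe set, the mean of all probe sets, no fold threshold, and without LHR+ replicate 3 or LH20 replicate 2. TRAF3 is given as lowered, and was called at LH20 with any probe set alone (-1.01). BCL2 is given as little affected, and was called down-regulated at LH20 (-1.22), though not as the mean of all probe sets. Of the 3 connexin genes that the paper gives as raised, GJA1 was called at LH20 and GJA3 and GJC1 were called without the fold threshold only, at 0.41 and 0.36. PLN at LH1 (1.22) was called with any probe set, the mean of all probe sets and the one-way ANOVA.

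The paper speculates that a rise of TUBAL3 and TUBB2B after LH is involved in the response, and TUBAL3 was called down-regulated at LH20 (-1.19) while TUBB2B was not called at any time. The same speculation names a decrease of metalloproteinases, and 0 of 22 genes of this list were called down-regulated by LH in the limma fit while 3 were called up-regulated at LH20. The complement and coagulation cascade is described as inhibited by LH, and the list was called upward at LH8 and LH20, with medians of 0.26 and 0.31, though 1 gene at LH4 and 2 at LH20 were called down-regulated. Both list calls were lost with 2 groups only and without replicate 3 of the same LH time, and that at LH8 also with equal array medians. Translation regulators, transporters and G-protein coupled receptors are given among enriched families. Of the genes that stood for them here, translation factors were called less often than other genes with LH (odds ratio 0), a call lost with log2(value + 16) and with no fold threshold (0.979), and transporters (1.09) and 7-transmembrane receptors (1.00) were not called more often than others with LH, while 7-transmembrane receptors were with LHR expression among the 26821 brightest probe sets (3.32). The lists of family members are not those of the paper.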

Other observations

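No test in this part was chosen after its result was seen. Further lists are given here. Medians are log2 fold changes, and a call that held is one with an adjusted p under 0.1 with both the preset and the estimated correlation. The 17 aminoacyl-tRNA synthetase genes were called downward at LH20 only, -0.29 (adjusted p = 5.09e-05 from camera in limma), with 3 down-regulated and none up-regulated, a call that held. The 19 genes known as targets of LH in ovulation were called upward at LH1, 0.11 (adjusted p = 0.00169 from camera in limma), and at LH4, 0.26 (adjusted p = 0.000465 from camera in limma), and both calls held. With LHR expression 5 of them were down-regulated, and the list was not called. The 23 genes of glutathione and NRF2 were called upward with LHR expression, 0.21 (adjusted p = 0.0065 from camera in limma), a call that held, and not at any LH time. The 16 regulators of G protein signaling were called upward with LHR expression, 0.36 (adjusted p = 0.02 from camera in limma), and downward at LH8, -0.29 (adjusted p = 0.0915 from camera in limma), and neither call held. Growth factors as a list of 50 genes were called downward with LHR expression and upward at LH4, calls that did not hold, and upward at LH1, 0.06 (adjusted p = 0.0103 from camera in limma), a call that held. The 39 nuclear receptor genes were called in no transition, with 6 genes up-regulated and 2 down-regulated at LH20, and neither were the 48 translation factors, none of which was called.

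The 42 ribosomal protein genes had medians of -0.09, 0.02, 0.05, 0.18 and 0.12 in the 5 transitions, called with LHR expression and at LH8 and LH20, and no call held. The sign of these medians changes with quantile normalization, as given above. The 8 metallothionein genes were called downward at LH8 as well, -0.42 (adjusted p = 0.0761 from camera in limma), which did not hold, and the 27 interferon response genes upward at LH20, 0.28 (adjusted p = 0.065 from camera in limma), which did not hold either. Amino acid stress response genes were called downward with LHR expression and at LH1, with medians of -0.05 and -0.06, and neither call held. Collagen genes were called upward at LH4, LH8 and LH20, with medians of 0.18, 0.26 and 0.51, where the last call held. Laminins and other matrix proteins were called upward at LH8 and LH20, with medians of 0.24 and 0.31, and again the last call held. Immediate early genes and the hypoxia and VEGF list were called with LHR expression, downward at -0.13 and upward at 0.08, and the IGF system downward at -0.19, none of which held.

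Lists of genes typical of other cell types were written to look for signal from other cells. The medians of 11 endothelial genes were -0.25, 0.08, 0.38, -0.03 and 0.0048 in the 5 transitions, those of 12 leukocyte genes -0.51, 0.47, 0.13, 0.58 and 0.84, those of 11 granulosa and theca genes -0.06, 0.03, -0.27, -0.18 and -0.05, and those of 12 melanocyte and neuron genes -0.20, -0.02, 0.11, -0.04 and 0.23, and none of these lists was called in any transition. The 13 fibroblast genes were called downward with LHR expression, -0.87 (adjusted p = 4.74e-06 from camera in limma), with 6 down-regulated and 1 up-regulated, and upward at LH8, 0.41 (adjusted p = 0.00286 from camera in limma), and LH20, 0.48 (adjusted p = 0.000534 from camera in limma), with 1 and 4 up-regulated and none down-regulated. These 3 calls held. No test of where this signal comes from was made.

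Genes that the paper mentions from work of others on SKOV-3 cells had these log2 fold changes at LH1, LH4, LH8 and LH20 in LHR+ cells: PTGS1 -0.77, -0.71, -0.35 and -0.69, PTGS2 0.28, 0.38, 0.69 and -0.10, AKT1 -0.01, 0.08, 0.11 and -0.06 and TIMP1 -0.05, -0.02, 0.09 and 0.32. None of them was called.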
